# Serotonin receptor 4 in the hippocampus modulates mood and anxiety

**DOI:** 10.1038/s41380-020-00994-y

**Published:** 2021-01-13

**Authors:** Remzi Karayol, Lucian Medrihan, Jennifer L. Warner-Schmidt, Ben W. Fait, Meghana N. Rao, Eva B. Holzner, Paul Greengard, Nathaniel Heintz, Eric F. Schmidt

**Keywords:** Neuroscience, Molecular biology, Depression

## Abstract

Serotonin receptor 4 (5-HT_4_R) plays an important role in regulating mood, anxiety, and cognition, and drugs that activate this receptor have fast-acting antidepressant (AD)-like effects in preclinical models. However, 5-HT_4_R is widely expressed throughout the central nervous system (CNS) and periphery, making it difficult to pinpoint the cell types and circuits underlying its effects. Therefore, we generated a Cre-dependent 5-HT_4_R knockout mouse line to dissect the function of 5-HT_4_R in specific brain regions and cell types. We show that the loss of functional 5-HT_4_R specifically from excitatory neurons of hippocampus led to robust AD-like behavioral responses and an elevation in baseline anxiety. 5-HT_4_R was necessary to maintain the proper excitability of dentate gyrus (DG) granule cells and cell type-specific molecular profiling revealed a dysregulation of genes necessary for normal neural function and plasticity in cells lacking 5-HT_4_R. These adaptations were accompanied by an increase in the number of immature neurons in ventral, but not dorsal, dentate gyrus, indicating a broad impact of 5-HT_4_R loss on the local cellular environment. This study is the first to use conditional genetic targeting to demonstrate a direct role for hippocampal 5-HT_4_R signaling in modulating mood and anxiety. Our findings also underscore the need for cell type-based approaches to elucidate the complex action of neuromodulatory systems on distinct neural circuits.

## Introduction

Emotion is governed by a complex neural circuit comprised of anatomically and functionally distinct components that are distributed throughout the CNS. Functional imaging and postmortem analyses of brains of patients suffering from depression and/or anxiety disorders suggest a dysfunction in regions of the brain that control emotion, including limbic structures such as the hippocampus, amygdala, prefrontal cortex, and hypothalamus [1, 2]. Each of these areas is strongly modulated by the neurotransmitter serotonin (5-HT) while drugs that target 5-HT signaling, such as selective serotonin reuptake inhibitors (SSRIs), are a first-line treatment for affective disorders [3]. The widespread influence of 5-HT on numerous cognitive and behavioral processes leads to many unwanted side effects due to off-target engagement of AD drugs [4], and functional and anatomical separation of the neural substrates underlying pathology from those mediating therapeutic responses [5, 6]. This notion is reinforced by regional differences in the expression and regulation of genes and gene networks across the emotion circuit in disease-related contexts [7, 8]. Improved treatments for these diseases are dependent on a more precise understanding of cell types and molecular pathways mediating 5-HT-dependent signaling.

The 5-HT_4_ receptor (5-HT_4_R) is one of over 14 known 5-HT receptors in mammals and is strongly linked to AD responses [9]. 5-HT_4_R is an excitatory G_s_-coupled receptor that activates the cyclic AMP (cAMP)-PKA pathway and promotes the excitability of neurons [10, 11]. Changes in 5-HT_4_R binding were observed in several brain regions in depressed patients [12, 13] while polymorphisms in *HTR4* (the gene that encodes 5-HT_4_R) were associated with a susceptibility to unipolar depression [14]. In preclinical studies, short-term treatment with 5-HT_4_R agonists, including RS67333, has anxiolytic and antidepressant properties and mimics the cellular and molecular AD responses achieved after chronic SSRI administration [15–19]. In addition, 5‑HT_4_R agonists potentiate the effects of SSRIs [20] while constitutive *Htr4* knockout mice have reduced behavioral responses to acute stress and novelty [21]. 5-HT_4_R has also been linked to the regulation of adult neurogenesis in the dentate gyrus (DG) [16, 17] which is a reliable readout of AD efficacy and may underlie some therapeutic AD effects [22].

5-HT_4_R is highly expressed in many brain regions linked to mood and anxiety, namely the hippocampus, amygdala, prefrontal cortex, and striatum [10, 23], as well as peripheral tissues such as the gut, heart, and adrenal glands [24]. Such widespread expression in the CNS and periphery complicates the use of 5-HT_4_R as a viable therapeutic target for mood, as its activation can lead to significant gastrointestinal and cardiac complications [25, 26]. Most in vivo studies investigating 5-HT_4_R function have relied on systemic pharmacological approaches or constitutive deletion. Therefore, employing a cell type centered approach to elucidate distinct roles for 5-HT_4_R signaling in discrete circuits and/or cell types will facilitate the development of more precise and efficacious therapies.

To achieve this, we generated mice harboring a conditional mutant allele to delete functional 5-HT_4_R from genetically targeted cell populations expressing Cre recombinase. We used this line to investigate the role of 5-HT_4_R signaling in hippocampus, which plays a central role in affective behaviors [27, 28], and where 5‑HT_4_R is expressed at high levels [29]. We report that the loss of 5-HT_4_R specifically from excitatory neurons of the hippocampus led to AD-like effects at the behavioral, cellular, and molecular levels which were accompanied by an anxiogenic phenotype. Cell type-specific molecular profiling revealed that the ventral dentate gyrus (vDG) granule cells (GCs) underwent robust molecular adaptations in the absence of 5-HT_4_R. In addition, we observed enhanced neurogenesis in the vDG and reduced excitability of mature vDG GCs in the absence of 5-HT_4_R. Our data reinforce a direct role for hippocampal 5-HT_4_R in mediating affective behaviors, likely through the regulation of relevant intracellular pathways and neural excitability, and uncover an unexpected functional complexity within the hippocampal circuit due to the differential effect on depression- and anxiety-related behaviors.

## Results

### Generation and validation of an Htr4^Floxed^ mouse line

To study the function of the 5-HT_4_R in specific cell types, we generated a novel mouse line (Htr4^Floxed^) to conditionally drive the deletion of functional 5-HT_4_R from genetically defined cell populations using the Cre/loxP system (Fig. 1a). Homologous recombination was used to insert loxP sites flanking exon 5 of the mouse *Htr4* gene, which encodes the fourth transmembrane domain of 5-HT_4_R (Fig. S1a and Document S1). In silico translation analysis predicted that the deletion of exon 5 would cause a frame shift mutation and the introduction of stop codons, including one right after the deletion site (Fig. S1b), leading to a truncated, unstable protein, that is unable to be inserted into the membrane, transduce a signal, and resulting in animals harboring a null *Htr4* allele.

**Fig. 1:**
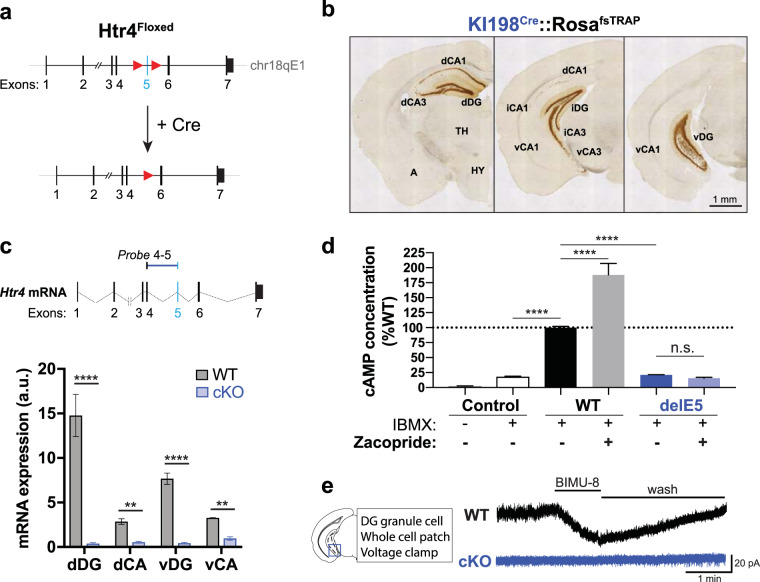
Generation and validation of an Htr4^Floxed^ mouse line. **a** Schematic of Htr4^Floxed^ allele. LoxP sites (red triangles) were inserted to flank *Htr4* exon 5 (light blue bar) for Cre-mediated excision. **b** Low magnification anti-EGFP immunohistology of coronal brain sections from a KI198^Cre^::Rosa26^fsTRAP^ mouse showing Cre expression in the hippocampus. dCA, iCA, vCA1/3: dorsal, intermediate, ventral CA1/3 fields, respectively; A: amygdala; TH: thalamus; HY: hypothalamus. **c** Schematic of the TaqMan probe spanning *Htr4* exons 4 and 5 (Probe 4–5) is shown at top. Below, qRT-PCR (mean ± SEM) quantification showing diminished expression of *Htr4* transcripts containing exon 5 along the dorsoventral axis of the hippocampus in Cre-negative (WT, gray) and cKO (blue) mice. Two-way ANOVA: genotype factor: F(1,24) = 439.0, *p* < 0.0001 followed by post hoc Fisher’s LSD test. *n* = 2–6 per group. **d** Quantification (mean ± SEM) of cAMP induction in HEK293T cells expressing EGFP (Control), intact 5-HT_4_R (WT), or *Htr4*^*delE5*^ (del5) in the presence or absence of the 5‑HT_4_R agonist, zacopride. One-way ANOVA followed by post hoc Fisher’s LSD test, *n* = 4 per group. **e** Representative traces of whole-cell voltage clamp recordings from DG GC in WT and cKO mice with bath administration of 10 mM BIMU-8. Scale bar: 1 min, 20 pA. Fisher’s LSD test, ****p < 0.0001, ***p < 0.001, **p < 0.01, n.s. *p* > 0.05.

Because *Htr4* is highly expressed in the hippocampal formation [29], we validated the deletion of exon 5 and the loss of functional 5-HT_4_R by generating a hippocampus-specific *Htr4* conditional knockout. The GENSAT BAC transgenic Drd3-Cre driver line KI198 (KI198^Cre^) was utilized since Cre recombinase expression was primarily limited to hippocampus [30]. The KI198^Cre^ did not fully recapitulate *Drd3* gene expression since the only visible expression outside of the hippocampus were a few scattered cells in ventromedial forebrain and islands of Calleja (www.gensat.org; Figs. 1b and S2b). Homozygous Htr4^Floxed^ mice were crossed to KI198^Cre^ mice to generate KI198^Cre^::Htr4^Floxed^ (cKO) mice (Fig. S1c). Quantitative RT-PCR (qRT-PCR) using probes spanning *Htr4* exons 4 and 5 (4–5) on RNA from dorsal and ventral subdivisions of the CA fields and DG revealed negligible expression of exon 5 in cKO samples compared to Cre-negative littermates (WT; Fig. 1c). In contrast, probes spanning exons 3–4 or 6–7 showed comparable expression between genotypes (Fig. S1e). These data confirm the generation of a mutant *Htr4* transcript lacking exon 5 (*Htr4*^*delE5*^) following Cre-mediated recombination in cKO mice.

Since 5-HT_4_R is a G_s_-coupled receptor that activates intracellular cAMP upon ligand binding [10], we employed a cell culture-based cAMP induction assay to test the signaling ability of the mutant receptor. Expression vectors for mutant *Htr4*^*delE5*^ (delE5) and intact *Htr4* (WT) were made by cloning each transcript from total RNA samples isolated from the hippocampus of a cKO mouse or a WT littermate, respectively. The constructs were transfected into HEK293T cells which were stimulated in the presence of IBMX, a phosphodiesterase inhibitor to allow accumulation of newly converted cAMP. Intact WT expression led to five-fold higher baseline levels of cAMP than of mutant delE5 or EGFP (control) (Fig. 1d). Stimulation with zacopride, a potent 5-HT_4_R agonist induced an 88% increase in cAMP production in cells expressing WT but did not significantly alter cAMP levels in those expressing delE5. These results suggest that exon 5 deletion leads to a non-functional receptor in vitro.

To test the functionality of mutant 5-HT_4_R in intact hippocampal neurons, we performed whole-cell voltage clamp recordings from DG GCs in acute hippocampal slices from cKO mice and WT littermates. The addition of the 5-HT_4_R agonist, BIMU-8, induced an inward current in WT GCs indicating a depolarizing effect due to the activation of 5‑HT_4_R (Fig. 1e), consistent with previous reports [11]. In contrast, cKO GCs did not respond to BIMU-8, validating the absence of functional 5-HT_4_R in DG GCs in cKO mice at the electrophysiological level. Together with the cAMP activation assay, these results indicate that the deletion of exon 5 in cKO mice resulted in a functionally null receptor. We did not notice an obvious spontaneous seizure phenotype in the cKOs.

### KI198^Cre^ expression is restricted to excitatory neurons in the hippocampus

To determine the identity of the Cre-expressing cells in the hippocampus of KI198^Cre^ mice, we crossed them to the Rosa26^fsTRAP^ Cre-dependent reporter line [31], in which EGFP is fused to ribosomal protein L10a (EGFPL10a). Anti-GFP immunofluorescent staining of coronal brain sections from KI198^Cre^::Rosa26^fsTRAP^ mice revealed labeled cells along the dorsoventral axis of the hippocampus, including a subset of cells in dorsal CA1 (dCA1), dorsal CA3 (dCA3), ventral CA3 (vCA3), and most cells in the granule cell layer (GCL) and hilus along the dorsoventral axis of the DG (Fig. 2a, c). Few GFP-expressing cells were visible in ventral CA1 (vCA1). All GFP-expressing cells in CA fields were co-labeled with neuronal marker, NeuN, but not the GABAergic interneuron marker, glutamate decarboxylase (GAD67; Fig. S2c), suggesting KI198^Cre^ primarily labels excitatory pyramidal neurons in these regions. In DG, GFP was detected in all of the calbindin (CBD)-expressing mature GCs and calretinin (CRT)-expressing mossy cells (MCs) in the hilus (asterisks), whereas it was absent from doublecortin (DCX)- and CRT-expressing immature neurons in the GCL and GAD67-expressing GABAergic interneurons throughout the DG (Fig. 2d). Together, we conclude that KI198^Cre^ targets mature excitatory neurons in the DG, including GCs and hilar MCs, but not immature neurons, inhibitory interneurons, or non-neuronal cells.

**Fig. 2:**
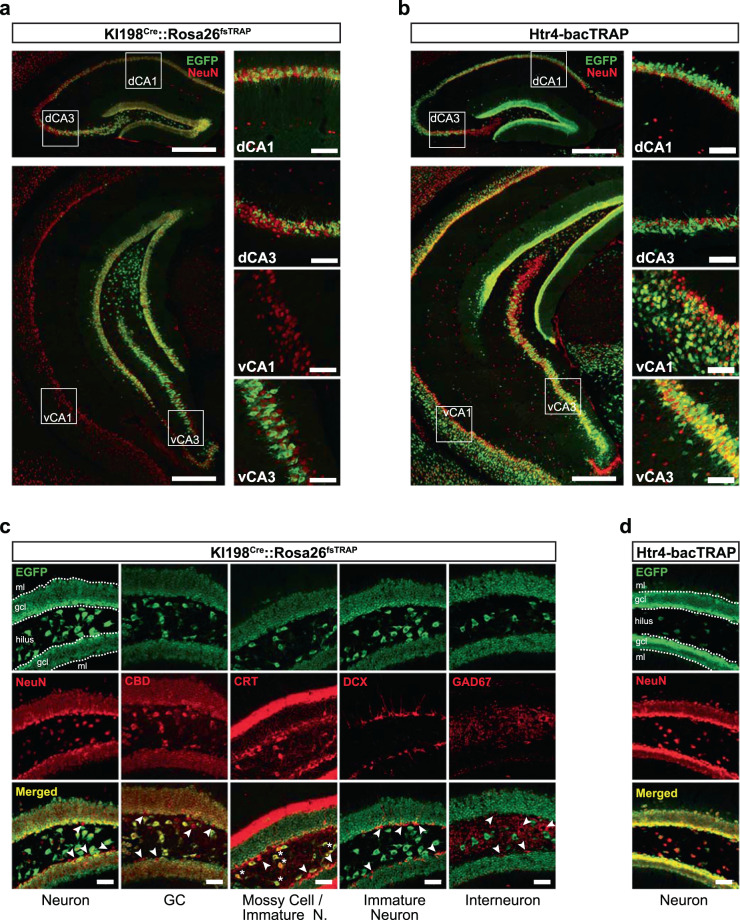
KI198^Cre^ expression is restricted to mature excitatory neurons in the hippocampus. **a** Anti-EGFP (green) and anti-NeuN (red) immunofluorescent confocal images of coronal hippocampal sections at the level of dorsal (top left) and ventral (bottom left) hippocampus from a KI198^Cre^::Rosa^fsTRAP^ mouse. Dorsal and ventral CA1 and CA3 fields (white boxes) are shown at higher magnification on the right. Scale bars: 500 µm (left panels) or 100 µm (right panels). **b** Anti-EGFP (green) and anti-NeuN (red) immunofluorescent confocal images of coronal sections at the level of dorsal (top left) and ventral (bottom left) hippocampus from an Htr4-bacTRAP mouse. Dorsal and ventral CA1 and CA3 fields (white boxes) are shown at higher magnification on the right. Scale bars: 500 µm (left panels) or 100 µm (right panels). **c** Immunofluorescent confocal images showing neuronal-type specific marker (red) and EGFP (green) expression in coronal sections through the DG of KI198^Cre^::Rosa^fsTRAP^ mice. Cells labeled with a neuron-type marker but not EGFP (arrowheads) and cells double-labeled with hilar mossy cell marker CRT and EGFP (asterisks) are indicated. ml: molecular layer, gcl: granule cell layer. Scale bars, 50 µm. **d** Immunofluorescent confocal images of coronal sections through the DG of Htr4-bacTRAP mice labeled with anti-NeuN (red) and anti-EGFP (green). ml: molecular layer, gcl: granule cell layer. Scale bars, 50 µm.

To compare the distribution of KI198^Cre^ cells to 5-HT_4_R expressing cells in the hippocampus, we generated Htr4-bacTRAP mice where the EGFPL10a transgene was driven by a *Htr4* BAC promoter to recapitulate endogenous *Htr4* expression (Fig. S2a, b). GFP expression in the hippocampus of Htr4-bacTRAP mice was highly similar to KI198^Cre^ mice, primarily labeling pyramidal cells in the CA fields, and GCs and MCs in the DG (Figs. 2b, d and S2c, d). GFP was not observed in progenitor cells and immature GCs, suggesting a lack of 5-HT_4_R in these cells, as seen by others [32]. Htr4-bacTRAP labeled many more cells in the vCA1 and there was a notable lateral-to-medial gradient in the number of cells labeled in dCA3 and vCA3. This pattern was also seen by *Htr4* ISH (Fig. S2a and the Allen Brain Atlas, www.brain-map.org). Interestingly, KI198^Cre^ expression had an opposite CA3 gradient with denser labeling near the DG and fewer cells approaching CA2 (Fig. 2a, c). Since KI198^Cre^ reflects endogenous *Htr4* expression in the DG, crossing this line with Htr4^Floxed^ mice results in nonfunctional 5-HT_4_R throughout the DG. The incomplete overlap in the CA fields suggests only partial deletion of 5-HT_4_R function in this region. Notably GFP was visible in many other cells throughout the brain in the Htr4-bacTRAP mice, including cortex, hypothalamus, midbrain, and most cells in the ventromedial forebrain, contrasting with the restricted KI198^Cre^ expression (Fig. S2a, b).

### The effect of hippocampus specific loss of 5-HT_4_R on mood and anxiety related behaviors

Given the direct role of serotonin in the regulation of mood [33] and that 5-HT_4_R has been shown to mediate AD responses [16], we investigated the impact of the conditional ablation of 5-HT_4_R from hippocampus on mood-related behaviors. We first employed the tail suspension (TST) and forced swim tests (FST) which assess responses to an acute, inescapable stressor as a measure of behavioral despair [34–36]. Immobility was decreased in cKO mice compared to WT littermates in both TST and FST (Fig. 3a, b), indicating reduced despair-like behavior and mimicking an AD-like response. These results were not due to a general hyperactivity of the cKOs since they did not differ from WTs in locomotor behavior in an open field arena (Fig. S3e).

**Fig. 3:**
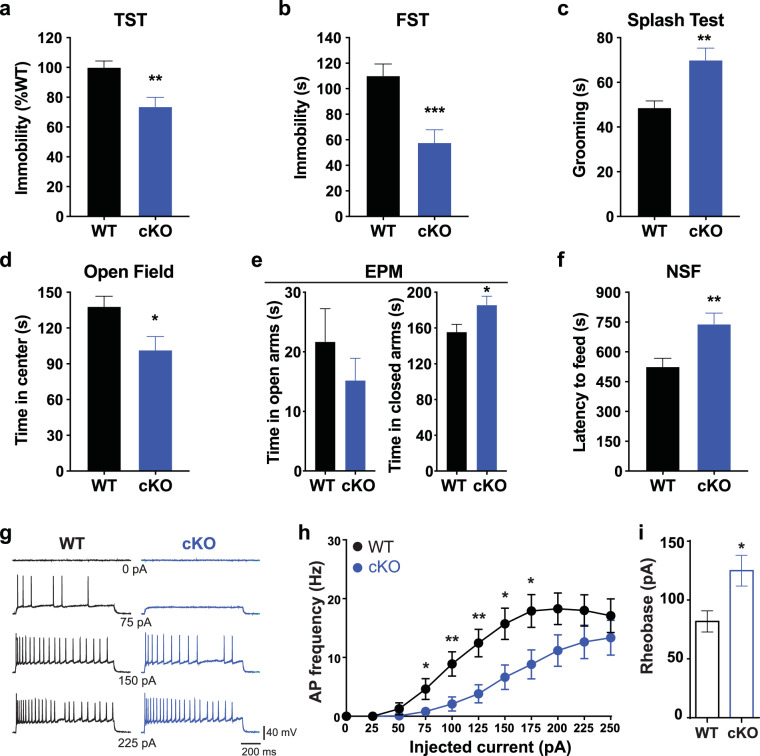
cKO mice exhibit altered affective behaviors and reduced firing in vDG granule cells. **a** Quantification of the time spent immobile in the tail suspension test (TST) in cKO mice (cKO, blue) and Cre-negative littermates (WT, black). **p = 0.0012, n_WT_ = 19, n_cKO_ = 16. **b** Quantification of the time spent immobile in the forced swim test (FST) for each genotype. ***p = 0.0005, n_WT_ = 19, n_cKO_ = 16. **c** Quantification of grooming time in the splash test for each genotype. **p = 0.001, n_WT_ = 19, n_cKO_ = 16. **d** Mean time spent in the center in the open field (OF) for each genotype. *p = 0.0139, n_WT_ = 19, n_cKO_ = 17. **e** Quantification of the time spent in the open (left) and closed (right) arms in the elevated plus maze (EPM). *p = 0.0239, n_WT_ = 18, n_cKO_ = 16. **f** Mean latency to feed in the novelty suppressed feeding (NSF) paradigm for each genotype. **p = 0.0033, n_WT_ = 20, n_cKO_ = 16. **g** Sample traces from whole-cell current-clamp recordings of GCs in hippocampal slices from WT and cKO mice showing spiking in response to different steps of injected current. **h** Quantification of the AP frequency of GCs in WT and cKO mice across current steps. **i** Histogram of rheobase measurements of GCs from WT and cKO mice. All data are represented as mean ± SEM and two-tailed unpaired *t*-tests were performed for all panels. *p < 0.05, **p < 0.01, ***p < 0.001.

The splash test and sucrose consumption are commonly used as indicators of hedonic state in depression models and rely on the animal’s motivation for self-grooming and the rewarding properties of a sweet, palatable sucrose solution, respectively [37–39]. In the splash test, cKO mice spent more time grooming following the application of a sucrose solution compared to WT littermates, mimicking the effect of antidepressant administration (Fig. 3c). During the sucrose consumption, both cKO and WT mice drank approximately 5–10-fold more sucrose than water each day over the three-day test (Fig. S3a, b), implying no difference in hedonic capacity between genotypes. Interestingly, cKO mice consumed cumulatively more sucrose after 72 hrs compared to WT. This result was unlikely due to a change in caloric need since body weight was unaltered in the cKOs (Fig. S3c). The significance of the increased sucrose consumption is difficult to interpret given the strong sucrose preference exhibited by both groups but may reflect a subtle rise in pleasure-seeking drive. Together with the FST and TST results, these data indicate that cKO mice displayed reduced behavioral despair and increased hedonic drive, strongly mimicking an AD-like response.

As anxiety is closely associated with mood disorders and AD treatment, and has been linked to hippocampal and 5‑HT_4_R function [17, 40], we next assessed how hippocampus-specific loss of 5‑HT_4_R affected a variety of anxiety-related behaviors. The open-field test (OF), elevated plus maze (EPM) and novelty suppressed feeding (NSF) paradigms all rely on mice having an innate aversion to well-lit, open spaces while NSF adds the conflict of engaging in feeding behavior in a novel environment [41–44]. In the OF, cKO mice spent less time in the center of the arena during the initial 10 min compared to WT littermates while showing similar overall locomotor activity (Figs. 3d and S3d, e). The latency to enter the center also differed between groups (WT: 5.7 ± 2.2 s vs. KO: 20.4 ± 5.3 s; Mann–Whitney test: *U* = 78, *p* = 0.006) while total distance travelled in the center during the first 10 min showed a similar trend, although it did not reach statistical significance (WT: 661.6 cm ± 47.9 vs. KO: 538.8 cm ± 54.0; unpaired *t*-test: t(35)=1.706, *p* = 0.097). In the EPM, the cKOs spent more time in the closed arms compared to WT (Fig. 3e). Although the time spent in the open arms did not differ between genotypes, the cKOs displayed a trend towards higher velocity in EPM compared to WT (Fig. S3f) suggesting that higher exploratory activity of cKO mice was not accompanied by more exploration of the open arms. The cKO mice also displayed a greater latency to feed in NSF (Fig. 3f) yet consumed more food on average when placed back into their familiar home cages following NSF (Fig. S3g), conveying that the lack of motivation to feed was not the source of their prolonged latency. Together, these conflict-based behavioral analyses indicate that cKO mice have an anxiety-like phenotype.

We also tested behaviors that may be affected by anxiety levels such as social interaction and acoustic startle response (ASR). Mice were tested in the three-chamber social interaction test to measure sociability since a reduced amount of time spent interacting with a novel conspecific has been associated with abnormal anxiety-like behaviors [45]. We observed that cKO mice interacted less with a novel mouse compared to WT (Fig. S3h). Enhanced startle response has also been linked to increased anxiety and its physiological features [46, 47] while blunted startle was observed in patients with anhedonia [48–50]. We found that ASR was significantly enhanced in cKO mice compared to WT (Fig. S3i, j). On the other hand, the pre-pulse inhibition (PPI), the suppression of ASR when a startling stimulus is preceded by an immediate, weaker pre-stimulus, was not altered (Fig. S3k). Together, these anxiety-regulated responses reflect the anxiogenic phenotype observed in the cKOs.

### Loss of 5-HT_4_R reduces the excitability of dentate gyrus granule cells

Activation of 5-HT_4_R leads to depolarizing currents via second messenger mechanisms in excitatory cells of the hippocampus [11], including DG GCs (Fig.1d). To test the electrophysiological consequences of functional loss of 5-HT_4_R, we performed whole-cell current clamp recordings from vDG GCs in acute hippocampal slices from WT and cKO mice. We found that the firing frequency of GCs was significantly reduced in cKO slices compared to WT (Fig. 3g, h). In addition, rheobase, the amount of current necessary to be injected to elicit an action potential, was larger in GCs from cKO mice (Fig. 3i). On the contrary, there was no difference in the properties of single-action potentials between genotypes, including threshold, amplitude, half-amplitude width, and fast after-hyperpolarization as well as the input resistance and slow after-hyperpolarization (Fig. S4a-g). These data show that the loss of 5-HT_4_R leads to specific physiological changes resulting in a reduced excitability in DG GCs.

### Molecular adaptations in the vDG of cKO mice highlight cellular and functional roles for 5-HT_4_R

We next investigated global differences in gene expression that occurred following the deletion of hippocampal 5-HT_4_R to identify molecular mechanisms that may underlie the behavioral and electrophysiological phenotypes observed in cKO mice. We focused on the ventral DG since nearly all 5-HT_4_R expressing cells in the DG, but not CA fields, are targeted by the KI198^Cre^ line (Fig. 2a–c), and there is a strong link between ventral hippocampus and the regulation of depression and anxiety [27]. The translating ribosome affinity purification (TRAP) method [51, 52] was used to isolate cell type-specific transcripts by expressing the EGFPL10a TRAP transgene in WT and cKO KI198^Cre^ cells by crossing KI198^Cre^ with Rosa26^fsTRAP^, and KI198^Cre^::Htr4^Floxed^ with Rosa26^fsTRAP^::Htr4^Floxed^ mice, respectively (Fig. 4a). Polysome-bound mRNAs were extracted following anti-EGFP immunoprecipitations (IP) on vDG homogenates and analyzed by RNA-seq alongside mRNAs extracted from whole tissue (input) (Fig. S5a). 

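TRAP isolates the mRNAs bound to ribosomes that carry EGFP, so the IP holds transcripts of KI198 Cre cells and the input those of the whole vDG tissue. RNA-seq libraries were made from 3 WT and 2 cKO vDG IPs and from 3 WT and 2 cKO vDG inputs. By the paper, WT and cKO mice came from different crosses, and both parent lines of the cKO cross carried the floxed *Htr4* allele. A difference between the crosses cannot be told apart from an effect of the deletion. Each library came from pooled tissue, of 2 mice (1 male and 1 female) by the Supplementary Methods and of 3 mice per IP and 2 mice per input by the sample records. The IP and input of cKO vDG replicate 1 held no counts of Y-linked genes, which argues against a male mouse in that pool. Sex may thus not be balanced between the genotypes in the vDG. The authors amplified the cDNA, aligned the reads to mm10, removed duplicate reads and counted the remaining reads on genes with HTSeq, and they deposited these counts without normalization. WT IPs held between 26535265 and 27635237 counts on genes (median 27055280), and the pair of cKO IPs held 22579586 and 26099971. WT vDG inputs held between 24600051 and 28098245 counts (median 24694190), and the cKO vDG inputs held 24804729 and 25310682. The methods name no molecular identifiers, so every interval and floor given with these values covers counting error only. Each comparison was fitted on the libraries of its own pair of groups. Counts were scaled by edgeR's TMM method, genes were kept by edgeR's expression filter, and each gene was tested with edgeR's two-sided quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method to a false discovery rate (FDR). A normalized count is the count divided by the TMM-adjusted library size and multiplied by the mean adjusted library size of the comparison. An exact permutation test of 3 libraries against 2 cannot give a two-sided p under 0.2 (0.1 one-sided), so FDRs come from edgeR's model, which draws on all genes to estimate the spread of each.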

The quality of dissection was confirmed by qRT-PCR which showed that markers for DG (*Dsp)* and vDG (*Trhr*) were highly expressed in vDG inputs but markers for CA fields (*Tyro*) and dDG (*Lct*) were not (Fig. S5b-c). 

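*Htr4* (ENSMUSG00000026322) lies on the plus strand of chromosome 18 of mm10, from 62324204 to 62496577, and its exons cover 4908 bp. In the vDG IP, its normalized count was 361 ± 31.1 (SD, n = 3) in WT and 689 ± 57.0 (SD, n = 2) in cKO, a log2 fold change of 0.93 (SE 0.17, FDR = 0.0705 from edgeR). Both cKO IPs lay above all 3 WT IPs, which chance gives for 10% of genes in this direction. With each library left out in turn, the log2 fold change stayed between 0.84 and 1.01. The FDR rose to 0.156 without WT IP replicate 2 and lay between 0.000319 and 0.0811 under the other alternatives. In the vDG input, *Htr4* rose from 421 ± 68.4 (SD, n = 3) to 762 ± 28.6 (SD, n = 2) normalized counts, a log2 fold change of 0.85 (SE 0.16, FDR = 0.00644 from edgeR, 9.37e-05 to 0.0569 under the alternatives). In the dDG input, it was 702 ± 111.5 (SD, n = 3) in WT and 1178 ± 72.4 (SD, n = 2) in cKO, a log2 fold change of 0.75 (SE 0.14) that did not pass the threshold of 0.05 (FDR = 0.0978 from edgeR, 1.24e-07 to 0.163 under the alternatives). The cKO change in *Htr4* differed between IP and input by 0.09 on the log2 scale (FDR = 1, interaction test in edgeR) and between vDG and dDG inputs by 0.09 (FDR = 0.919). Within a genotype, *Htr4* in the IP differed from the input by a log2 fold change of -0.10 in WT (FDR = 0.70) and -0.04 in cKO (FDR = 0.875). These counts sum all exons of the gene, and reads on single exons were not analysed here.

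**Figure D1:**
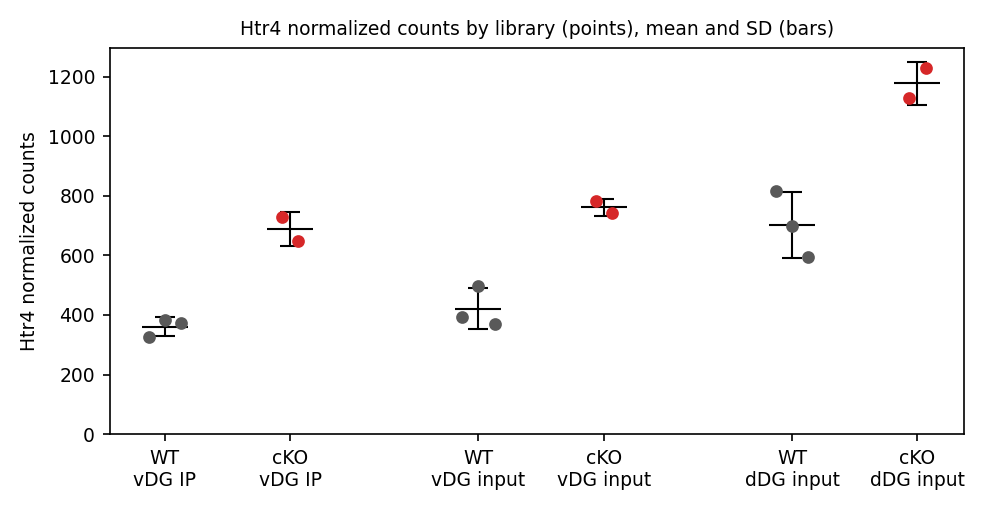
Normalized counts of *Htr4* (vertical axis, from 0) in each library of vDG IP, vDG input and dDG input, with WT libraries as gray points, cKO libraries as red points, and bars at the mean ± SD. Means were 361 and 689 in vDG IP, 421 and 762 in vDG input, and 702 and 1178 in dDG input, each scaled within its own comparison.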

Visualization of RNA-seq reads mapped to the *Htr4* locus confirmed the deletion of exon 5 in cKO tissue (Fig. 4b), although overall expression of *Htr4* was increased in cKO TRAP mRNA compared to WT, likely reflecting an attempt by the cells to compensate for the non-functional protein (Fig. 4c). There did not appear to be a broader compensation in 5-HT signaling since there was no difference in the expression of other 5-HT receptor transcripts between genotypes (Fig. 4c). 

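Of 14 5-HT receptor genes, 10 passed edgeR's expression filter in the vDG IP, and 9 of these are other than *Htr4*. The log2 fold changes of these 9 receptors between cKO and WT ranged from -0.74 to 0.41, with 3 higher and 6 lower. None passed an FDR of 0.1 over all genes tested, the lowest FDR was 0.334, and 1 of them, *Htr5a*, had an unadjusted p under 0.05. *Htr5a* (ENSMUSG00000039106, chromosome 5, 27842149 to 27855088) had 502 ± 104 normalized counts (SD, n = 3) in WT and 345 ± 26.2 (SD, n = 2) in cKO, a log2 fold change of -0.54 (SE 0.20, FDR = 0.334, 0.167 to 0.526 under the alternatives). Both cKO IPs lay below all WT IPs for this gene, and it was the only other receptor past the threshold when adjusted over the list alone (FDR = 0.0882). *Htr1a* had a log2 fold change of 0.14 (SE 0.16, FDR = 0.773) and *Htr2a* of -0.38 (FDR = 0.579). For *Htr2b*, *Htr1d*, *Htr1b* and *Htr3b*, which failed the filter, the highest count in any IP was 9, 4, 2 and 1, so a difference in these was not detectable at this depth. In simulated counts with the spread of these libraries, 11.5% of genes with a log2 change of 0.5 and 96.5% of genes with a change of 1 were called in this comparison. The changed genes all had a mean above 3 on the log2 CPM scale. These shares thus do not cover receptors with few counts, from *Htr7* (SE 0.40) down to *Htr5b* (SE 0.96).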

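Ranked by normalized counts in the WT vDG IP, the highest 5-HT receptor was *Htr1a* (ENSMUSG00000021721, chromosome 13, 105443639 to 105448122) with 1414 ± 260 (SD, n = 3). *Htr5a* and *Htr4* ranked next, and *Htr2a* (ENSMUSG00000034997, chromosome 14, 74640840 to 74709494) followed with 191 ± 45.4 (SD, n = 3). *Htr7* was the fifth with 70.8 ± 19.7 (SD, n = 3), and no other receptor exceeded 50 normalized counts, with *Htr6* at 42.8, *Htr2c* at 35.5, *Htr3a* at 24.7, *Htr1f* at 23.1 and *Htr5b* at 13.3. The same 4 receptors ranked highest with DESeq2 normalized counts in place of TMM. Per kilobase of exons they were again the highest, in the order *Htr1a* (315), *Htr5a* (93.3), *Htr4* (73.5) and *Htr2a* (34.0). In the cKO IP, *Htr4* ranked second, ahead of *Htr5a*.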

Consistent with previous reports of the distribution of 5-HT receptors in the DG [29], the receptors with highest expression in the vDG TRAP were *Htr1a*, *Htr2a*, *Htr4*, and *Htr5a*.

**Fig. 4:**
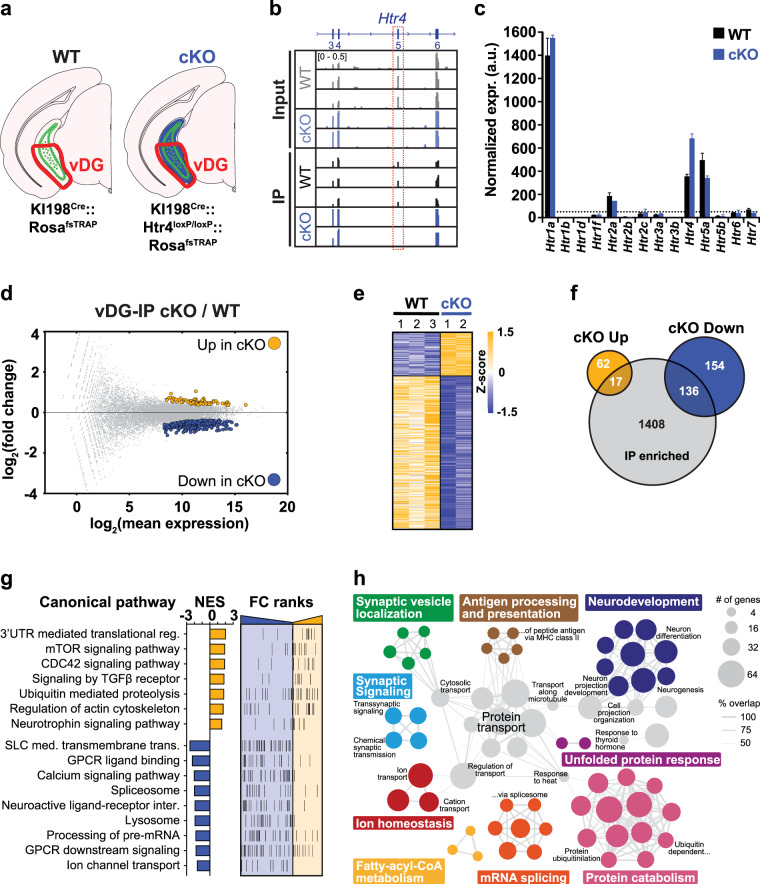
TRAP profiling of vDG neurons in the absence of 5-HT_4_R. **a** Schematic depicting the cell types targeted for TRAP. Green represents EGFPL10a expressing cells and blue indicates conditional 5-HT_4_R deletion. The area dissected is outlined in red. **b** Browser view of mapped reads showing the lack of expression of *Htr4* exon 5 in IP and input samples in the cKO. **c** Bar graph of normalized expression values (mean ± SEM) of all 5-HT receptors (Htrs) in IP samples. Dashed line is drawn at normalized expr. = 50. Only *Htr4* has FDR < 0.1. **d** MA-plot highlighting differentially expressed (DE) genes (FDR < 0.1) between the cKO and WT TRAP mRNA. Complete list of IP DE genes can be found in Table S1. **e** Heatmap visualization of DE genes between genotypes. **f** Venn diagram showing the overlap of up- and down-regulated DE genes from **e** with genes enriched in the KI198^Cre^ -expressing cells (IP enriched, Table S2). **g** Summary of gene set enrichment analysis (GSEA) performed on the fold change (FC)-ranked gene list (*p* < 0.05) between cKO and WT IP data sets. The normalized enrichment score (NES) shows the direction of enrichment in the cKO and FC-ranks are arranged from down-regulated (blue) at left to up-regulated (yellow) at right. Complete list of pathways can be found in Table S3. **h** Summary of gene ontology (GO) analysis of DE from **e**. All categories shown have FDR < 0.01, full analysis is provided in Table S4.

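In WT, 15011 genes were tested between 3 IPs and 3 inputs, and in cKO, 15126 genes between 2 IPs and 2 inputs. A gene was called enriched at a fold change of at least 1.25 and depleted at one under 0.5, both with an FDR under 0.05, which are the limits of the Supplementary Methods. In WT, 1159 genes were enriched and 1711 depleted in the IP, and in cKO 1719 and 1624. Scaling by library size alone gave 487 enriched genes in WT and 716 in cKO, one fit of all groups gave 2204 enriched genes in WT, and a filter of 10 counts in every library gave 755 enriched genes in WT and left 927 depleted genes in WT and 936 in cKO. With single libraries left out, the number of enriched genes in WT ranged from 588 without WT input replicate 1 to 1584 without WT IP replicate 3, and was 749 without WT input replicate 3 and 765 without WT IP replicate 2. All 5 interneuron markers that the paper labels were lower in the WT IP, with a median log2 fold change of -2.63 (camera list test in limma, FDR = 4.52e-10). *Gad2*, *Slc32a1*, *Dlx1* and *Pvalb* were depleted and *Gad1* was not (log2 fold change -0.28, FDR = 0.0878 from edgeR). The 3 neurogenesis markers that passed the filter had a median of -2.13 (FDR = 8.59e-05), and all 3, *Dcx*, *Nr2e1* and *Tac2*, had an FDR under 0.05. The 7 markers of non-neuronal cells had a median of -1.80 (FDR = 4.52e-10), with 6 depleted and the exception *Cldn5* (-0.90, FDR = 0.382). Adjusted over the list alone, 5 interneuron, 3 neurogenesis and 6 non-neuronal markers passed. In cKO, the medians were -2.74 for interneurons (FDR = 3.37e-11), -2.26 for neurogenesis (FDR = 0.00152) and -2.19 for non-neuronal cells (FDR = 5.52e-07), the last unchanged with *Olfml3*, which had no more than 3 counts in either cKO IP, at its bound. These list results held under the rotation test fry in both genotypes. With the correlation between genes estimated from the libraries, the interneuron (FDR = 0.0351) and non-neuronal lists (FDR = 0.0381) passed in WT and none passed in cKO.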

A direct comparison of gene expression between TRAP mRNA (IP) and whole tissue mRNA (input) revealed a substantial depletion of markers for interneurons, progenitors, and other non-neuronal cells in the TRAP data set (Fig. S5d–f), consistent with our immunohistology showing the KI198^Cre^ line primarily labels mature GCs and hilar MCs in the DG (Fig. 2c). While markers for GCs were highly expressed in TRAP mRNA, their underwhelming levels of enrichment in IP over input, compared to the depletions of markers of cells not labeled by KI198^Cre^ (Fig. S5e, f), were likely because most of the transcripts in the input were from mature GCs since they constitute the vast majority of all cells in the DG. 

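*Nrgn* (ENSMUSG00000053310, chromosome 9, 37544492 to 37552904), the most abundant of the 12 GC markers the paper labels, had 28270 ± 4416 normalized counts (SD, n = 3) in the WT vDG IP. Its log2 fold change of IP over input was 0.46 in WT (SE 0.17, FDR = 0.0644) and 0.36 in cKO (SE 0.10, FDR = 0.0194). The 12 markers had a median log2 fold change of 0.24 in WT, with 9 higher in the IP, and the list test gave an FDR of 0.0937. *Grm2* was the only one enriched in WT (log2 fold change 0.52, SE 0.13, FDR = 0.00894), 4 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. In cKO the median was 0.30, with 11 of 12 higher and an FDR of 0.00671, which held under fry (FDR = 0.0216) but not with an estimated correlation. *Nrgn*, *Prox1*, *Calb1*, *Grm2*, *Actn2* and *Tdo2* were past the threshold in cKO, and all but *Prox1* (log2 fold change 0.26) exceeded the fold change of 1.25. With library size as the only scaling, the median in cKO was 0.13.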

TRAP IPs from WT and cKO mice showed a similar distribution of marker genes and IP-enriched transcripts (Figs. S5e, f and S6a) indicating that the mutant allele did not noticeably alter cellular identity.

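Over 14713 genes tested in both genotypes, 905 were enriched in the IP of WT and of cKO, out of 1157 in WT and 1717 in cKO. Likewise, 1210 were depleted in both, out of 1634 in WT and 1492 in cKO, and no gene was enriched in one genotype and depleted in the other. Of the genes enriched in WT, 99.5% moved the same way in cKO, and of those depleted, 99.2%. The Spearman correlation between the WT and cKO log2 fold changes was 0.848 across 9043 genes, which are not independent replicates, so no p is given. It ranged from 0.755 without WT IP replicate 3 to 0.867 without WT input replicate 2 over the 6 fits that each left out a WT library (SD 0.042). Between the genotypes, the GC markers in the IP had a median log2 fold change of 0.17, with 9 of 12 higher (FDR = 0.0883 from camera). The 4 interneuron markers tested there were all lower, with a median of -0.63 (FDR = 0.000505) that was -0.25 without cKO IP replicate 1 and -0.95 without cKO IP replicate 2, and it did not pass under fry or with an estimated correlation. Among them, *Gad2* (ENSMUSG00000026787, chromosome 2, 22622205 to 22693874) fell from 1627 (n = 3) to 865 (n = 2) normalized counts, a log2 fold change of -0.91 (SE 0.15, FDR = 0.0618). The paper labels 6 non-neuronal markers that were tested in this comparison, and their median was -0.10 (FDR = 0.665). From the similar distribution of marker genes and IP-enriched transcripts, the paper concludes that the mutant allele left cellular identity without a noticeable change.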

Differential expression analysis of TRAP mRNA identified 80 upregulated and 290 downregulated genes in cKOs compared to WT (Fig. 4d). 

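Of 14300 genes tested in the vDG IP, 10 were higher and 50 lower in cKO at an FDR under 0.1, which is the paper's threshold for the IP. The lowest FDR was 0.0618, so no gene passed 0.05, and 1674 genes had an unadjusted p under 0.05, 592 higher and 1082 lower. The median absolute log2 fold change of the 60 genes was 0.823. DESeq2 in place of edgeR gave 78 higher and 296 lower genes, and fitting all 15 libraries together moved the counts most, to 100 and 370. The lower share of the calls was 83.3%, 79.1% with DESeq2 and 90.4% with library size as the only scaling. Without WT IP replicate 2 no gene was called, without WT IP replicate 1 the counts were 35 higher and 149 lower, and without WT IP replicate 3 they were 31 and 96. The largest increase among called genes with a mean of at least 5 CPM was in *Ptgds* (ENSMUSG00000015090, chromosome 2, 25466709 to 25470046), from 102 ± 17.9 (SD, n = 3) to 261 ± 78.9 (SD, n = 2) normalized counts, a log2 fold change of 1.36 (SE 0.26, FDR = 0.0705). *Ptgds* was depleted in the WT IP over input and also rose in the vDG input (log2 fold change 0.75). The cells in which it rose thus cannot be told from the IP. *Hist1h4d* (ENSMUSG00000061482, chromosome 13, 23581598 to 23582735) rose from 1767 ± 341 to 3650 ± 156, a log2 fold change of 1.05 (SE 0.16, FDR = 0.0618). *Rtcb* fell from 996 ± 264 to 496 ± 68.1, a log2 fold change of -1.00 (SE 0.21, FDR = 0.0864). Each of these genes lost its call without WT IP replicate 2, and *Ptgds* also when all libraries were fitted together. The authors' table of this comparison called 370 genes, of which 366 were tested here; 54 of the 60 genes called here were among them, and all 366 had an unadjusted p under 0.05.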

Heatmap visualization based on normalized expression values showed that the significant gene expression differences between genotypes were consistent across all replicates (Fig. 4e). 

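For each of the 60 genes called in the IP, both cKO libraries lay on one side of all 3 WT libraries (100%, 95% exact binomial interval 94.0 to 100%). Chance gives such a separation for 20% of genes, 10% in each direction, and 31.1% (4449) of all 14300 genes tested showed it. The genes were chosen on these same libraries, so their share is given without a test. All 366 genes that the authors called and that were tested here were also separated. With 1 library left out in turn, the share over all 5 libraries of the genes then called was 91.3% without WT IP replicate 1 and 96.9% without WT IP replicate 3.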

Over 40% of the differentially expressed (DE) genes (17 up- and 136 downregulated) were enriched in the IP of KI198^Cre^ cells (Fig. 4f), illustrating a strong cell type-specific adaptation. 

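Of the 60 genes called in the IP, 31 were also enriched in WT IP over input (51.7%, 95% exact binomial interval 38.4 to 64.8%), against 8.18% of the 14161 genes tested in both comparisons (two-sided Fisher's exact test, p = 1.54e-18). Among the lower genes, 28 of 50 were enriched (56.0%, interval 41.2 to 70.0%, Fisher's exact test, p = 4.1e-18), and among the higher genes 3 of 10 (30%, interval 6.67 to 65.2%, p = 0.0424), which were *Hist1h4d*, *Ube2e2* and *Dcakd*. The higher share was 5.88% without WT IP replicate 1 and 9.09% with library size as the only scaling. Library size as the only scaling also gave the lowest shares of lower genes (28.8%) and of all called genes (27.0%), and the latter was 36.6% with all groups in one fit, 39.8% without a count filter and 38.2% without WT IP replicate 1. Both comparisons use the WT IP libraries, so a gene that was high in them by chance would count as enriched and as lower in cKO. In 20 simulated data sets without any difference between genotypes, 36.3% of as many top lower genes were enriched on average (28 to 46%). Genes varied independently in them, so deviations that a library shares over many genes are not covered by this range. Of all genes tested in both, 14.1% were enriched in these data sets on average, against 8.18% observed, so the shares have different bases. The top genes in either direction had 31.6% on average (23.3 to 40%), and the top higher genes 8% (0 to 30%). Enrichment in the cKO IP, which uses no WT library, held 20 of 48 lower genes (41.7%, Fisher's exact test, p = 2.81e-07), 6 of 10 higher genes (60%, p = 0.00045) and 26 of 58 in all (44.8%). The cKO IP libraries are part of the comparison of cKO with WT too, so a gene that was high in them by chance would count as enriched and as higher in cKO. Counting genes enriched in either genotype, the lower share was 58.3% (28 of 48) and the higher share 60% (6 of 10), against 14.0% of all genes. From the enrichment of the DE genes in the IP, the paper concludes that KI198 Cre cells adapted in a strongly cell type-specific way.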

Quantitative RT-PCR (qRT-PCR) of selected genes confirmed these results showing that *Cox8a*, *Trib2*, *Trmt112*, and *Wbscr22* were enriched while *Cdh10*, *Pik3r3*, *Rdx*, and *Ryr2* were depleted in cKOs at similar levels to RNA-seq data (Fig. S5g). 

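In the IP libraries, all 4 genes listed as higher were higher in cKO and all 4 listed as lower were lower, and for each of the 8 the cKO and WT libraries did not overlap. *Cox8a* (chromosome 19, 7215153 to 7217616) rose from 3332 ± 461 (SD, n = 3) to 5401 ± 360 (SD, n = 2) normalized counts, a log2 fold change of 0.70 (SE 0.14, FDR = 0.0831, 0.000864 to 0.118 under the alternatives). *Cdh10* (chromosome 15, 18818947 to 19014236) fell from 580.3 ± 131 to 265 ± 8.17, a log2 fold change of -1.13 (SE 0.21, FDR = 0.0705). *Rdx* (chromosome 9, 52047173 to 52088735) fell from 1566 ± 167 to 794 ± 160, a log2 fold change of -0.98 (SE 0.17, FDR = 0.0654). These 3 passed the FDR of 0.1 over all genes, though none did without WT IP replicate 2. The other 5 did not pass, with log2 fold changes of 0.71 for *Trib2* (chromosome 12, SE 0.18, FDR = 0.143), 0.70 for *Trmt112* (chromosome 19, SE 0.17, FDR = 0.123) and 0.73 for *Wbscr22* (chromosome 5, SE 0.17, FDR = 0.123). *Pik3r3* (chromosome 4) changed by -0.62 (SE 0.14, FDR = 0.116) and *Ryr2* (chromosome 13), with 22360 ± 2482 and 15780 ± 2253 normalized counts, by -0.50 (SE 0.14, FDR = 0.214). DESeq2, no count filter and one fit of all libraries each called these 5 genes. Adjusted over the list alone, 8 of 8 passed, which is not independent evidence because the study chose the genes on these libraries.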

To gain a general understanding of the gene pathways dysregulated in the cKOs, we performed gene set enrichment analysis (GSEA) on a ranked list of genes differing between WT and cKO samples (Fig. 4g). We found positive enrichment in signaling pathways linked to translation, neuroplasticity, and cytoskeletal regulation, including mTOR, CDC42, TGFβ, neurotrophin signaling, and regulation of actin cytoskeleton, all of which have been shown to be regulated by AD treatment. Interestingly, there was an upregulation in ubiquitin proteolysis and 3’UTR mediated translation, and a downregulation in pre-mRNA processing, implying a possible response to the handling of the mutant *Htr4* transcript and 5-HT_4_R protein. We found negative enrichment in pathways related to 5-HT_4_R function including GPCR ligand binding, calcium signaling, neuroactive ligand-receptor interaction, and GPCR downstream signaling, paralleled by decreased expression of genes involved in cAMP signaling (Figs. 4g and S6b). In addition, there was a downregulation in pre-mRNA processing and transmembrane transport of various classes of ions (Figs. 4g and S6c). 

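The 25 calcium signaling genes that Fig. S6b shows had a median log2 fold change of -0.42 between cKO and WT IP, with 23 lower and 2 higher. The list test gave an FDR of 3.01e-10 (camera), against 0.3 under fry and 0.591 with an estimated correlation. For the 26 cAMP signaling genes the median was -0.38, with 20 lower and 6 higher (FDR = 1.68e-05 under camera, 0.3 under fry and 0.591 with an estimated correlation). No gene of these lists passed the FDR of 0.1 over all genes, while 23 of the calcium and 25 of the cAMP signaling genes had an unadjusted p under 0.05. Adjusted over the list alone, 25 and 26 passed, and since the study picked the genes on these libraries this is not independent evidence. The lists share 10 genes, and 9 of the calcium and 8 of the cAMP signaling genes are ion channels or pumps. *Calm2*, the most abundant gene of both lists, was among those higher in cKO, with a log2 fold change of 0.25 (SE 0.11). A list picked by gene name, of 27 adenylyl cyclases and phosphodiesterases that passed the filter, had a median of -0.10 with 15 lower and 12 higher (FDR = 0.789), no gene past the threshold and 6 with an unadjusted p under 0.05, and it holds 3 genes of each of the lists from the figure.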

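Ion channels and pumps were collected by gene name, and 207 of the 281 listed passed the filter in the IP. Their median log2 fold change was -0.20, with 151 lower and 56 higher in cKO (FDR = 2.73e-05 from camera). No single gene passed the FDR of 0.1 over all genes or when adjusted over the list alone, and 42 had an unadjusted p under 0.05. The median was -0.19 with DESeq2's size factors and -0.22 with library size as the only scaling, so its direction did not depend on the scaling. Of the 25 lists tested in the IP, 7 passed an FDR of 0.05, this one among them. The 7 include the calcium and cAMP signaling lists, which were chosen on these libraries. None of the 7 passed under fry or with an estimated correlation.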

Functional annotation analysis focused on significantly DE genes between genotypes showed alterations in processes underlying neuronal function including synaptic vesicle localization, neuron development, synaptic signaling, and ion homeostasis, while unfolded protein response and protein catabolism imply a change in proteostasis (Fig. 4h). Together, our molecular profiling of the vDG from cKO and WT mice identified substantial transcriptional changes in the absence of 5-HT_4_R that are related to neuronal function and intracellular 5‑HT_4_R receptor signaling.

### The ablation of 5-HT_4_R resulted in enhanced adult neurogenesis in the vDG

Up to this point, we have investigated the effects of 5-HT_4_R loss on the intrinsic molecular and electrophysiological properties *Htr4*-expressing cells. 

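Whole tissue inputs of the dDG were sequenced from 3 WT and 2 cKO pools in addition to those of the vDG, prepared and counted in the same way and without an IP. WT dDG inputs held between 19039295 and 30451430 counts on genes (median 21882857), and the cKO dDG inputs held 21091686 and 24915901. Each region's cKO and WT inputs were compared in a fit of their own. The difference between the regions was tested as a genotype by region interaction over the 10 inputs of both regions, and the difference between fractions as a genotype by fraction interaction over the 10 vDG libraries.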

To ask how these adaptations impacted the overall cellular environment within the DG, we utilized the whole tissue input mRNA since it was enriched with transcripts expressed in non-neuronal cells, progenitors, and interneurons (Fig. S5e), allowing us to examine broad molecular responses in non-*Htr4*-expressing cells. 

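In the vDG input, 385 of 15786 genes tested passed an FDR of 0.05, the paper's threshold for inputs, with 17 higher and 368 lower in cKO. In the dDG input, 5 of 15383 genes passed, with 1 higher and 4 lower. At an unadjusted p under 0.05 the regions were closer, with 2338 genes in the vDG and 1881 in the dDG. For the difference between regions, the interaction test, in a fit that does not pair the inputs of the regions, called none of 16306 genes at an FDR under 0.05 (lowest FDR 0.0997), and 2010 had an unadjusted p under 0.05. One fit of all groups gave 140 genes in the vDG and 0 in the dDG, and no count filter gave 660 in the vDG, 378 in the dDG and 362 for the interaction. DESeq2 gave 632, 187 and 260, and moved the lower share of the dDG calls from 80% to 54.5%. A block for replicate numbers gave 410 genes in the vDG and 137 in the dDG, where the numbers of the file names gave 662. With the first of these blocks and a trend with gene length removed, the order of the regions reversed, with 119 in the vDG and 653 in the dDG. In every block fit, the WT library whose number no cKO library has carries no weight in the comparison of genotypes. The fit with 653 genes had 1 residual degree of freedom and a prior of 206.09, against 11.15 in the main dDG fit. The prior was infinite with the numbers of the file names, so these counts do not settle the order of the regions. Without WT vDG input replicate 1 the vDG count was 638, and without replicates 2 and 3 it was 247 and 235. In the dDG, the count was 1 without WT replicate 2, 29 without WT replicate 1 and 130 without WT replicate 3. Without WT dDG replicate 3 the interaction called 29 genes, and without WT vDG replicate 3 it called 10. In simulated counts, 32.5% of genes with a log2 change of 0.5 were called in the vDG and 35% in the dDG, all with a mean above 3 on the log2 CPM scale. *Lpl* fell from 626 ± 241 (SD, n = 3) to 270 ± 20.1 (SD, n = 2) normalized counts in the vDG, a log2 fold change of -1.22 (SE 0.23, FDR = 0.00554). *Igf2* rose from 345 ± 84.5 to 741 ± 254, a log2 fold change of 1.10 (SE 0.20, FDR = 0.00515) that was 0.70 without cKO replicate 2. *Dnah5* (-1.17, SE 0.24), *Cyp2j9* (-1.06, SE 0.20) and *Nhlh1* (0.80, SE 0.21) had FDRs of 0.00853, 0.00554 and 0.0448. In the dDG, *Pdzd2* rose from 2888 ± 658 to 5629 ± 148, a log2 fold change of 0.96 (SE 0.15, FDR = 0.0374). *Swi5* fell from 1518 ± 249 to 672 ± 118.7 (-1.17, SE 0.16, FDR = 0.0243) and the transcript *AK144265* from 2721 ± 529 to 1221 ± 68.5 (-1.16, SE 0.15, FDR = 0.0243). Without WT dDG replicate 2, *AK144265* alone of the 5 genes stayed past the threshold.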

DE analysis between WT and cKO input tissue revealed a robust molecular response (625 DE genes) in the whole vDG and a relatively small response in the whole dDG (179 genes) (Figs. 5a and S7a). 

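The 2 genes past the threshold in both the vDG and the dDG input were *Apoe* and *Mfge8*, both lower in cKO, where 0.13 were expected by chance over the 15117 genes tested in both (two-sided Fisher's exact test, p = 0.00602, odds ratio 25.9). *Mfge8* had a log2 fold change of -0.94 in the vDG (SE 0.15, FDR = 0.00331) and of -0.98 in the dDG (SE 0.14, FDR = 0.0257), where it fell from 678 ± 23.1 (SD, n = 3) to 344 ± 28.7 (SD, n = 2) normalized counts. *Apoe*, which was lower in the vDG by a log2 fold change of -0.81 (FDR = 0.00409), changed by -0.92 in the dDG (SE 0.13, FDR = 0.0307). With DESeq2 the regions shared 25 genes, and without a count filter 36. No gene was shared without WT dDG input replicate 2, 5 without WT dDG input replicate 1 and 11 without WT dDG input replicate 3. Of the genes in Fig. S7c, 19 of 25 passed the threshold here in the vDG and 2 in the dDG, and all 25 had an unadjusted p under 0.05 in both regions, as they did when adjusted over the list alone. The study chose that list on these libraries, which makes it no independent evidence. Across 9110 genes, the cKO changes of the regions had a Spearman correlation of 0.071.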

Only 25 genes were shared between regions (Fig. S7b, c). Functional annotation of DE genes revealed remarkably distinct cellular adaptations between the two regions. Processes related to neural function and plasticity, including neurogenesis, neuron development and differentiation, synaptic signaling, ion transport, and homeostasis, and regulation of action potential were uniquely enriched in the whole vDG mRNA but not dDG (Figs. 5b and S7d). 

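Ion channels and pumps had a median log2 fold change of -0.26 in the vDG input over 215 genes, with 171 lower and 44 higher in cKO (FDR = 5.25e-12 from camera). Among them, 22 were past the threshold, all lower, 81 had an unadjusted p under 0.05, and 50 passed when adjusted over the list alone. In the dDG input the median was -0.03 over 211 genes (FDR = 0.573), with none past the threshold and 32 at an unadjusted p under 0.05. The test of the difference between the regions gave a median of -0.24 over 220 genes (FDR = 3.28e-06), and neither it nor the vDG result passed under fry or with an estimated correlation. The neurogenesis markers that the paper labels had a median of -0.23 in the vDG over 3 genes (FDR = 0.792), none with an unadjusted p under 0.05, and the median was -0.60 without cKO replicate 1 and 0.01 without cKO replicate 2. In the dDG, 5 of them had a median of 0.13 (FDR = 0.413), with 1 at an unadjusted p under 0.05. A general list of progenitor and immature neuron markers, which shares *Dcx* and *Eomes* with those of the paper, had a median of 0.12 over 7 genes in the vDG (FDR = 0.842), with 2 at an unadjusted p under 0.05. *Dcx* changed by 0.23 in the vDG (FDR = 0.494) and by 0.59 in the dDG (FDR = 0.307), and its interaction between the regions was -0.37 (FDR = 0.684).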

The genes altered in the whole dDG mRNA were primarily related to protein and RNA processing. Furthermore, disease-gene association analysis of DE genes in the whole vDG also showed significant enrichment for a variety of diseases, including affective disorders such as depressive, bipolar, and anxiety disorders, along with other psychiatric disorders (Fig. S7e). No significant disease-gene associations were found in the dDG. In addition, 430 genes were uniquely altered in the vDG input but not TRAP IPs (Fig. 5c) reflecting changes that occurred primarily in non-*Htr4*-expressing cells. These genes were predominantly related to neurogenesis and neurodevelopment (Fig. 5d) whereas many genes unique to the IPs reflected intrinsic cellular processes such as ion homeostasis and transport, synaptic signaling, and protein processing (Figs. 5e, f and S6b).

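Of the 385 genes called in the vDG input, 42 were also called in the vDG IP, all in the same direction, where 1.62 were expected by chance over 14183 genes tested in both (two-sided Fisher's exact test, p = 7.29e-53). This p treats the fractions as independent, while by the methods an input is part of the homogenate that the IP is made from. Deviations of single pools can thus raise the overlap and the shares with the same direction given below. The other 343 were not called in the IP, and 340 of them were tested there. Their number was 594 without WT input replicate 1, 210.0 without WT input replicate 2 and 195 without WT input replicate 3, and 55 with all libraries in one fit. Of the 340 genes, 326 (95.9%) changed in the same direction in the IP as in the input, against 70.2% of the 14128 genes tested in these comparisons and in WT IP over input, and 209 had an unadjusted p under 0.05 in the IP. Their median log2 fold change was -0.62 in the input and -0.45 in the IP. No gene passed an FDR of 0.05 in the test of the difference between fractions (lowest FDR 1), and 497 of 16093 had an unadjusted p under 0.05. This fit does not pair IP with input and its power was not simulated, so the absence of calls does not exclude differences between the fractions. Of the 340 genes, 62 were depleted in the WT IP (18.2% against 7.8%, Fisher's exact test, p = 2.25e-10) and 92 were enriched in it (27.1% against 8.17%). Both comparisons use the WT inputs, so a gene high in them by chance would count as lower in cKO and as depleted. No share without a genotype difference was simulated here, so the excess of depleted genes may come in part from these libraries. The 278 that were not depleted had medians of -0.60 in the input and -0.45 in the IP, and 98.9% of them changed in the same direction. The 62 depleted genes had medians of -0.72 and -0.41, with 82.3% in the same direction and 17 at an unadjusted p under 0.05 in the IP. From the genes altered in the input and not in the IP, the paper reasons that the changes occurred primarily in cells that do not express *Htr4*.

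**Figure D2:**
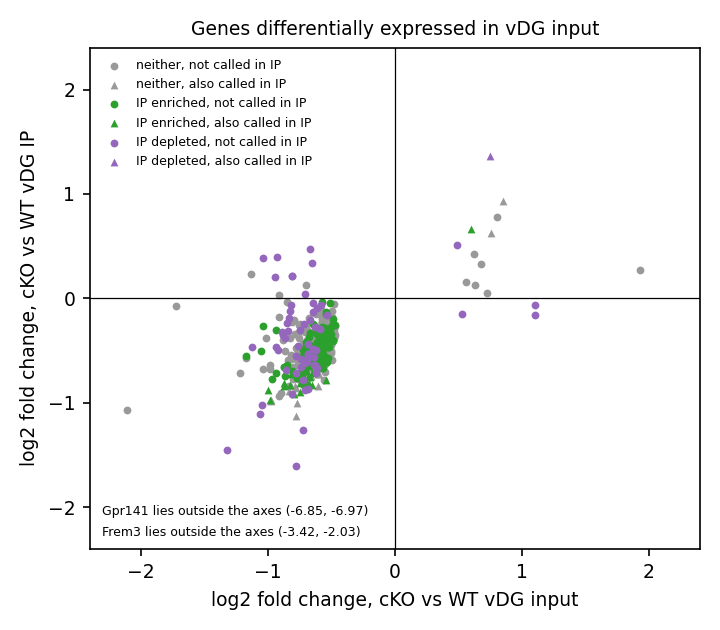
Log2 fold change of cKO over WT in vDG input (horizontal axis) and in vDG IP (vertical axis) for the genes called in vDG input and tested in the IP, colored by their call in WT IP over input, with triangles for genes also called in the IP and circles for the others. Most points lie at the lower left, where a gene is lower in both; *Gpr141* and *Frem3* lie outside the axes.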

**Fig. 5:**
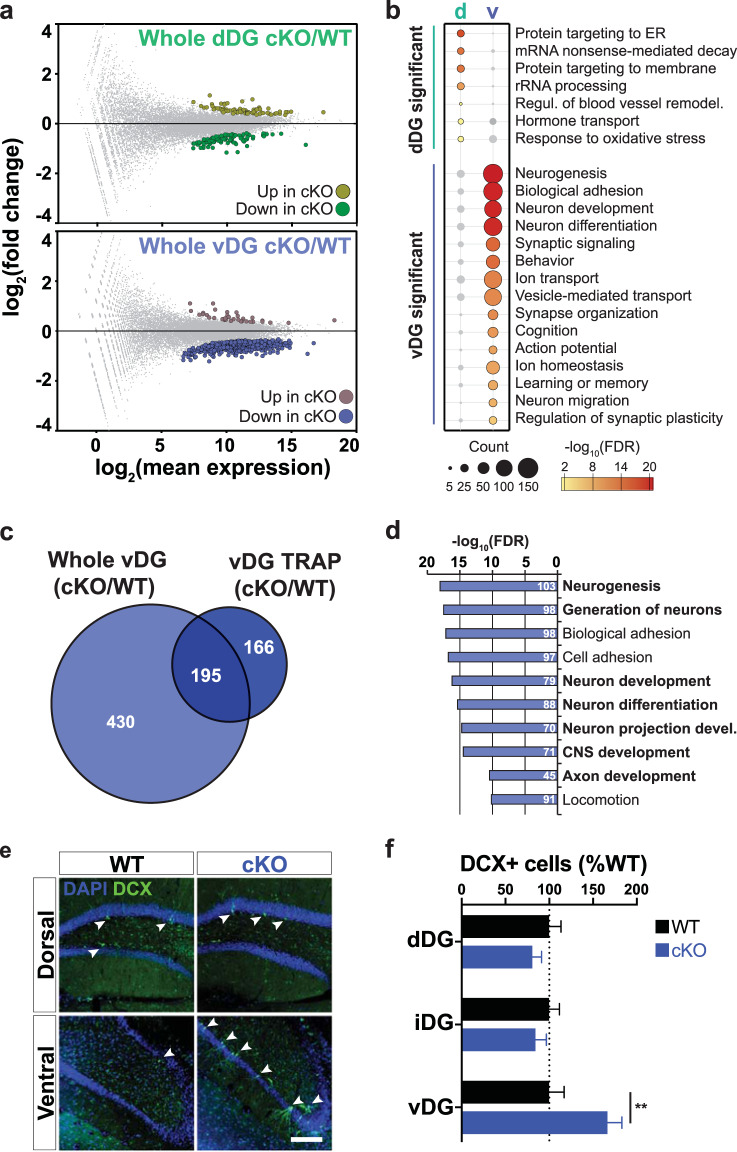
Loss of 5-HT_4_R led to changes in neurogenesis-related genes and increased number of immature neurons in the vDG. **a** MA-plots indicating differentially expressed (DE) genes (FDR < 0.05) between cKO and WT mRNA from whole dDG (top) and vDG (bottom). Complete lists can be found in Tables S5 and S6. **b** Comparison of significantly enriched gene ontology (GO) terms among whole dDG and vDG DE genes from **a**. **c** Venn diagram comparing DE transcripts shared and unique to vDG TRAP (dark blue) and whole vDG tissue (light blue) samples. **d** Top ten GO terms enriched in the whole vDG-specific gene list from **c**. Terms related to neurogenic tone are in bold. Complete lists can be found in Tables S7 and S8. **e** Representative images of anti-DCX immunofluorescence in coronal sections through dDG and vDG from cKO and WT mice. Arrowheads indicate DCX+ cells. DAPI is shown in blue. Scale bar, 150 µm. **f** Quantification (mean ± SEM) of DCX+ cells per granule cell layer area in the dorsal (dDG), intermediate (iDG), and ventral (vDG) DG. Two-way ANOVA: genotype × region interaction, F(2,24) = 6.328, *p* = 0.0062 followed by post hoc Fisher’s LSD test, **p = 0.002. *n* = 5 per genotype.

Our genome-wide transcriptional analysis revealed significant alterations in gene expression related to neurogenesis and development in the whole vDG and an upregulation of factors known to promote neurogenesis and plasticity specifically in the KI198^Cre^ cells (Figs. 4e, f and 5b, d). This is particularly interesting given that the cKOs exhibit AD-like behavioral responses and the link between adult neurogenesis of DG GCs and SSRI antidepressants [27]. We therefore examined whether we could detect any change in hippocampal neurogenesis in the cKOs by quantifying the number of doublecortin-positive (DCX+) immature neurons along the dorsoventral axis of the subgranular zone (SGZ) and GC layer of the DG in WT and cKOs (Figs. 5e and S7f). There was a 67% increase in the number of DCX+ neurons in the vDG of cKO mice compared to WT littermates, while no difference in the number of DCX+ neurons was detected in the dDG or intermediate DG (Fig. 5f). These results suggest that loss of functional 5‑HT_4_R led to an increase in immature GCs in the vDG, which likely occurred through a non-cell-autonomous manner since KI198^Cre^ does not target progenitor cells or immature neurons. Together, these data demonstrate a remarkable amount of region-specific cellular and molecular adaptations along the dorsoventral axis of DG in response to loss of 5-HT_4_R function.

## Discussion

In the current study, we generated conditional 5-HT_4_R knockout mice to examine the role of this receptor in discrete cell populations in the hippocampal formation at behavioral, cellular, and molecular levels. Cre-mediated recombination resulted in a truncated and unstable protein as demonstrated by the absence of cAMP activation or an electrophysiological response to 5-HT_4_R agonists and a downregulation of 5-HT_4_R-related signaling pathways in cells harboring the mutant allele. The loss of 5-HT_4_R primarily from excitatory neurons in the DG and hilus led to AD-like performance in behavioral tests of despair and anhedonia, and elevated anxiety. DG GCs were less excitable and showed altered expression of genes related to GPCR function, ion transport, and neuroplasticity in the absence of 5-HT_4_R. In addition, cKO mice showed increased number of immature GCs in the vDG but not dDG, indicating regional differences in adaptions to 5-HT_4_R loss in the local environment along the dorsoventral axis. Taken together, these results strongly suggest that the congenital removal of functional 5-HT_4_R from excitatory cells in the DG leads to cellular and molecular adaptations that mimic chronic AD treatment and offers insight into the modulation of mood by hippocampal circuits.

Decreased functionality of hippocampal 5-HT_4_ receptors is consistent with reports describing cellular responses to antidepressants. Chronic SSRI treatment has been shown to reduce the density of 5-HT_4_R binding and decrease 5-HT_4_R-dependent cAMP signaling and postsynaptic excitability in hippocampal pyramidal cells in rats [53]. Moreover, short-term treatment with the partial 5-HT_4_R agonist, RS67333, led to 5-HT_4_R desensitization in hippocampus [18]. These findings together with our results highlight a multifaceted role for 5-HT_4_R in the regulation of hippocampal circuits underlying mood. 5-HT_4_R is expressed in many limbic structures besides the hippocampus including prefrontal cortex, ventral striatum, and amygdala [19] and it is generally thought that 5-HT_4_R activation is therapeutic. Indeed, the mPFC has been implicated as a site mediating the fast-acting anxiolytic and/or antidepressant effects since RS67333 [15, 54] and the overexpression of 5-HT_4_R specifically in the mPFC led to AD-like behavior [55]. We previously found that chronic SSRI administration led to increased *Htr4* expression in corticostriatal neurons in sensorimotor cortex [5], although it does not appear to underlie SSRI-mediated changes in 5-HT responses in those cells [56]. The lack of impact of constitutive deletion of 5-HT_4_R on baseline mood [21] further attests to the complex interplay between different circuit components that express the receptor. We cannot rule out that 5-HT_4_R deletion from the subset of CA pyramidal cells that overlap in *Htr4* and KI198^Cre^ expression or the scattered KI198^Cre^-expressing cells in the ventromedial forebrain and islands of Calleja contributes to the observed behavioral phenotypes, given their role in mood [57, 58]. However, the nearly complete overlap of KI198^Cre^ and *Htr4* in DG and the discernable molecular and electrophysiological adaptations in the vDG GCs of cKO mice strongly support a fundamental role for hippocampal 5-HT_4_R.

The reduced electrophysiological excitability of DG GCs in the absence of 5-HT_4_R was either directly due to a deficiency of 5-HT_4_R signaling or a result of long-term cellular adaptations in the absence of the receptor. 5-HT_4_R has been shown to contribute to the excitability of pyramidal cells through PKA-mediated closure of Ca^2+^-activated K^+^ channels underlying sAHP current [11, 59–61], however, we did not see any change in slow or fast AHPs in the cKOs. A direct coupling to both voltage-sensitive calcium channels [62] and the extracellular signal-regulated kinase pathway [63], both of which are known to modulate neuronal function [64, 65], has also been proposed for 5-HT_4_R function. The TRAP data revealed a dysregulation of Ca^2+^ signaling, ion homeostasis, and/or ion channel expression in the cKOs, although more work is needed to understand the significance of these changes on GC excitability.

The decreased excitability of the vDG GCs may have directly contributed to the AD-like phenotype of the cKOs. Growing evidence supports a link between suppressed activity of DG GCs and AD-like behavior. Decreased excitability of vDG GCs through local GABAergic inhibition produces behavioral AD action [66], and indirect inhibition of mature GCs of the vDG by immature GCs, or by chemogenetic methods promotes resilience to stress [67]. In addition, SSRI-mediated inhibition of GCs through 5-HT_1A_R is necessary for AD responses in preclinical models [68]. Blockade of GC-CA3 glutamate release and NMDA receptor activity reduces behavioral despair [69], and the therapeutic effects of antidepressants and 5-HT_4_R agonists in rodents are dependent on the tonic inhibition of CA3 pyramidal cells via the activation of 5-HT_1A_ receptors [16]. Finally, chronic AD administration attenuated excitatory physiological effects of 5-HT_4_R throughout the hippocampal circuit [53, 70]. It is possible that the 5-HT_4_R loss led to a shift in the balance of excitatory and inhibitory 5-HT signaling in DG which contributed to the AD-like phenotype of the cKOs. Both 5-HT_4 _and 5-HT_1A_ receptors are highly expressed in DG GCs and cooperate to mediate cellular responses to 5-HT despite activating opposing second messenger pathways and electrophysiological properties [9, 68]. The broad downregulation of cAMP-related genes and GPCR signaling detected in the cKO TRAP data support this idea.

The anxiogenic phenotype of the 5-HT_4_R cKO mice reinforces a role for hippocampal 5-HT_4_R in directly moderating anxiety, possibly though modulating the excitability of vDG GCs. Acute optogenetic activation of vDG GCs was shown to suppress innate anxiety, although increased anxiety was not observed when vDG GCs were acutely inhibited [40]. Long-term inhibition of GCs due to chronic loss of 5-HT_4_R functionality in the cKOs may have amplified this effect in our study. Systemic administration of pharmacological agents have also demonstrated robust anxiolytic properties of 5-HT_4_R agonists while 5-HT_4_R antagonists blocked the anxiolytic effects of diazepam and SSRIs [17, 19, 71]. Discrete subsets of vCA1 projection neurons also control anxiety-related behaviors depending on their postsynaptic targets [72, 73], indicating a complexity of cell-specific mechanisms even within the hippocampal circuit. Although KI198^Cre^ was absent from vCA1, likely preserving 5-HT_4_R function in most vCA1 pyramidal cells in the cKOs, reduced activity of vDG GCs probably had a significant impact on the trisynaptic hippocampal circuit and vCA1 outputs.

5-HT_4_R deletion also had a palpable effect on molecular and cellular neuroplasticity in the vDG. Cell type-specific molecular profiling of vDG GCs with TRAP provided evidence for an alteration in the neuroadaptive state of the cells highlighted by a change in genes linked to processes such as neuronal development, differentiation, and synaptic signaling. These pathways are differentially regulated in the hippocampus with AD treatment, deep brain stimulation, and exposure to stress [7, 8, 74–77] and likely underlie the changes in synaptic plasticity, spine density, and dendritic architecture of hippocampal neurons observed after AD administration [3, 78, 79]. The molecular adaptations in GCs were accompanied by an increase in the number of immature GCs selectively in the vDG in the cKOs. Adult hippocampal neurogenesis mediates some of the behavioral effects of SSRI treatments and responses to stress [37, 67, 80] but does not produce AD-like behavior on its own [81]. The absence of 5-HT_4_R and Cre from neural progenitors and immature GCs suggests the enhanced neurogenesis was a response to changes in the local environment, although based on our results we cannot definitively conclude whether the increase in immature GCs was due to changes in proliferation, survival, or maturation. We speculate that the cKOs have a deficit in maturation given the dysregulation of genes related to neurodevelopment and differentiation together with previous reports showing no change in baseline proliferation in global KOs [32] and the promotion of survival after pharmacological stimulation of 5-HT_4_R in hippocampus [17]. The lack of change in neurogenesis in the dDG underscores the functional divergence of the DG along the dorsoventral axis [27, 82] and the regional specificity of 5-HT_4_R function. A similar anatomical discrepancy in neurogenesis was observed in patients and mice following chronic SSRI treatment [83, 84] and the ablation of adult-born GCs in the vDG, but not dDG attenuated some of the behavioral responses to AD treatment, stress, and chronic pain [85, 86].

The present study begins to refine a role for 5-HT_4_R in a key circuit that mediates mood and anxiety and reinforces the complexity of neuromodulatory signaling in arbitrating emotion. This notion is underscored by the fact that the AD-like phenotype following the cell type-specific conditional deletion of 5-HT_4_R was accompanied by an increase in anxiety. SSRIs and other AD drugs are commonly used to treat anxiety disorders so the anxiogenic behavior of the KI198^Cre^ 5-HT_4_R cKO mice indicates a dissociation between the mechanism underlying these behaviors. Indeed, antidepressants can promote suicidality, anxiety, and nervousness, posing clinical concerns, and acute and chronic SSRI treatment in rodents can induce anxiety-like behaviors depending on the baseline anxiety/stress/depression levels, strain, age, dose, and delivery method of AD treatment [87–90]. Our data justify further inquiry to determine if these phenomena are moderated by a direct result of chronic disengagement of hippocampal 5-HT_4_R or due to an indirect effect, such as compensatory cellular and circuit-level adaptations resulting from non-functional receptor throughout development. Such observations and the widespread impact of the therapeutic targeting of broad neuromodulatory systems underscore the need to tease apart regional, temporal, and cell type-specific mechanisms to develop better drugs with diminished side effects.

## Materials and methods

### Animals

All procedures involving animals were approved by The Rockefeller University Institutional Animal Care and Use Committee and were in accordance with National Institutes of Health guidelines. KI198^Cre^ (Drd3-Cre KI198) mice were generated by the GENSAT Project [30] and were purchased from the Mutant Mouse Regional Resource Center (MMRRC) Repository (Stock #031741-UCD). Rosa26^fsTRAP^ mice were purchased from the Jackson Laboratories (Stock #022367). Htr4^Floxed^ and Htr4-bacTRAP mice were generated as described in Supplementary Methods. All animals were bred on a C57BL/6 J background, group-housed, maintained on a 12-h light-dark cycle at The Rockefeller University, and given ad libitum access to food and water. Animals used in the study were male, except for RNA sequencing experiments for which samples from male and female mice were pooled.

### Behavior

Behavioral tests were performed on male mice from 8 weeks to 4 months of age. For each test, mice were age-matched, and controls consisted of Cre-negative littermates. For each test, mouse order was randomized, and the experimenter was blinded to genotype during the tests and data analyses. All tests were performed within the light period of the light-dark cycle unless otherwise noted. The number of animals per group (*n*) and the statistical analyses are reported in the figure legends. All behavior tests were performed using established, published protocols. See Supplementary Methods for details.

### Total RNA isolation and quantitative RT-PCR (qRT-PCR)

Total RNA was isolated from dissected tissue using RNeasy Micro Kit (Qiagen, Germantown, MD). cDNA samples were generated using qScript cDNA SuperMix (QuantaBio, Beverly, MA). All qRT-PCR experiments were performed on the LightCycler 480 System (Roche Diagnostics, Indianapolis, IN), using TaqMan assays (Applied Biosystems, Foster City, CA). Three technical triplicates were run, and the mean C_T_ was used for the quantification for each sample. Data were normalized to *Gapdh* by the comparative C_T_ (2^-ΔΔCT^) method. See Supplementary Methods for details.

### cAMP induction assay

Intact *Htr4* (WT) and mutant *Htr4*^*delE5*^ (delE5) cDNA coding sequences (CDSs) obtained from the DG of cKO and WT mice were cloned into a mammalian expression plasmid as described in Supplementary Methods. HEK293T cells were transfected with the delE5, WT, or EGFP plasmids. Forty-eight hrs after the transfection, cells were incubated in stimulation buffer consisting of DMEM + 0.5 mM IBMX (Sigma Aldrich, St. Louis, MO) for 30 min. For cAMP induction, cells were further incubated in either stimulation buffer or 100 µM Zacopride (Tocris Bioscience, Bio-Techne, Minneapolis, MN) in stimulation buffer for 45 min. cAMP levels in the supernatants were measured by monoclonal anti-cAMP antibody-based direct cAMP ELISA kit according to the manufacturer’s guidelines (NewEast Biosciences, King of Prussia, PA). Four biological replicates and two technical replicates were performed for each experimental group. The cAMP level of each biological replicate was normalized to its mean protein concentration measured using Qubit protein assay kit (Thermo Fisher Scientific, Waltham, MA). See Supplementary Methods for detailed description.

### Immunohistochemistry

Immunohistochemistry and immunofluorescent staining were carried out on free-floating brain sections and imaged on either a Zeiss LSM700 confocal microscope or Zeiss Axioskop 2 microscope. Brightness was optimized using ImageJ software post-acquisition. For the quantification of neurogenesis, an experimenter blinded to genotype counted number of DCX-positive (DCX+) cells in the DG granule cell layer (GCL) in every sixth 40 µm thick coronal section through the entire hippocampus of WT or cKO mice. Neurogenesis was calculated as the number of DCX+ cells per area of GCL within a subdivision and values for each animal (cKO and WT) was normalized to the WT mean for each subdivision. For details on experimental procedures and antibodies used see Supplementary Methods.

### Fluorescent in-situ hybridization (FISH)

The RNAscope^®^ Multiplex Fluorescent Reagent Kit V2 (Advanced Cell Dagnostics, Newark, CA) was used for *Htr4* FISH. See Supplementary Methods for details.

### Translating ribosome affinity purification (TRAP)

Affinity purification of EGFP-tagged polysomes and RNA extraction were performed as previously described [51] with minor modifications as detailed in Supplementary Methods. Biological replicates consisted of relevant brain tissue pooled from one male and one female mouse.

### RNA sequencing (RNA-seq)

RNA was amplified using the Ovation RNA-Seq System V2 Kit (NuGEN, Redwood City, CA) and RNA-seq libraries were prepared using the TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA) following manufacturer’s protocols. Libraries were sequenced at The Rockefeller University Genomics Resource Center on the Illumina NextSeq 500 platform. RNA-seq reads were aligned to annotated exons using the mm10 mouse reference genome (UCSC) with STAR (2.4.2a) [91]. The quantification of aligned reads was done using HTSeq framework (0.6.0) [92]. Differential expression analysis was performed using DESeq2 [93]. Differentially expressed (DE) genes for each analysis were determined based on adjusted *p* values (p-adj) and reported in the Results section or Figure Legends. See Supplementary Methods for further details.

### Electrophysiological recordings

Mice of 8 weeks were used for slice electrophysiology. Slice preparation, data acquisition, and analysis were performed with experimenter blinded to mice genotype. See Supplementary Methods for detailed description.

### Statistics

All statistical analysis was performed using GraphPad Prism 7 and 8, Microsoft Excel or R. Sample size was based on prior studies [5, 19]. Statistical parameters including the exact value of *n*, precision measures (mean ± SEM) and statistical significance are reported within the Results or the Figure Legends. Data were determined to be statistically significant when *p* < 0.05 by two-way ANOVA (ordinary or repeated measures [RM]) followed by post hoc Fisher’s LSD test, one-way ANOVA followed by post hoc Fisher’s LSD test, or two-tailed unpaired *t*-test. All data met the assumptions of applied statistical tests. Statistical methods to analyze RNA-seq data are detailed in Supplementary Methods.

## Supplementary information

Supplemental Information

Document S1

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

## Data Availability

RNA-seq data sets are available from the NCBI Gene Expression Omnibus series accession number GSE157607.

# Supplementary material for: Serotonin receptor 4 in the hippocampus modulates mood and anxiety
**Source:** Mol Psychiatry. 2021 Jan 13;26(6):2334–49. doi: 10.1038/s41380-020-00994-y
**Supplement:** Supplementary file 1 — Supplemental Information

**Serotonin receptor 4 in the hippocampus modulates mood and anxiety**

***Supplemental Information***

**Supplemental Figures:**

(next page)

**
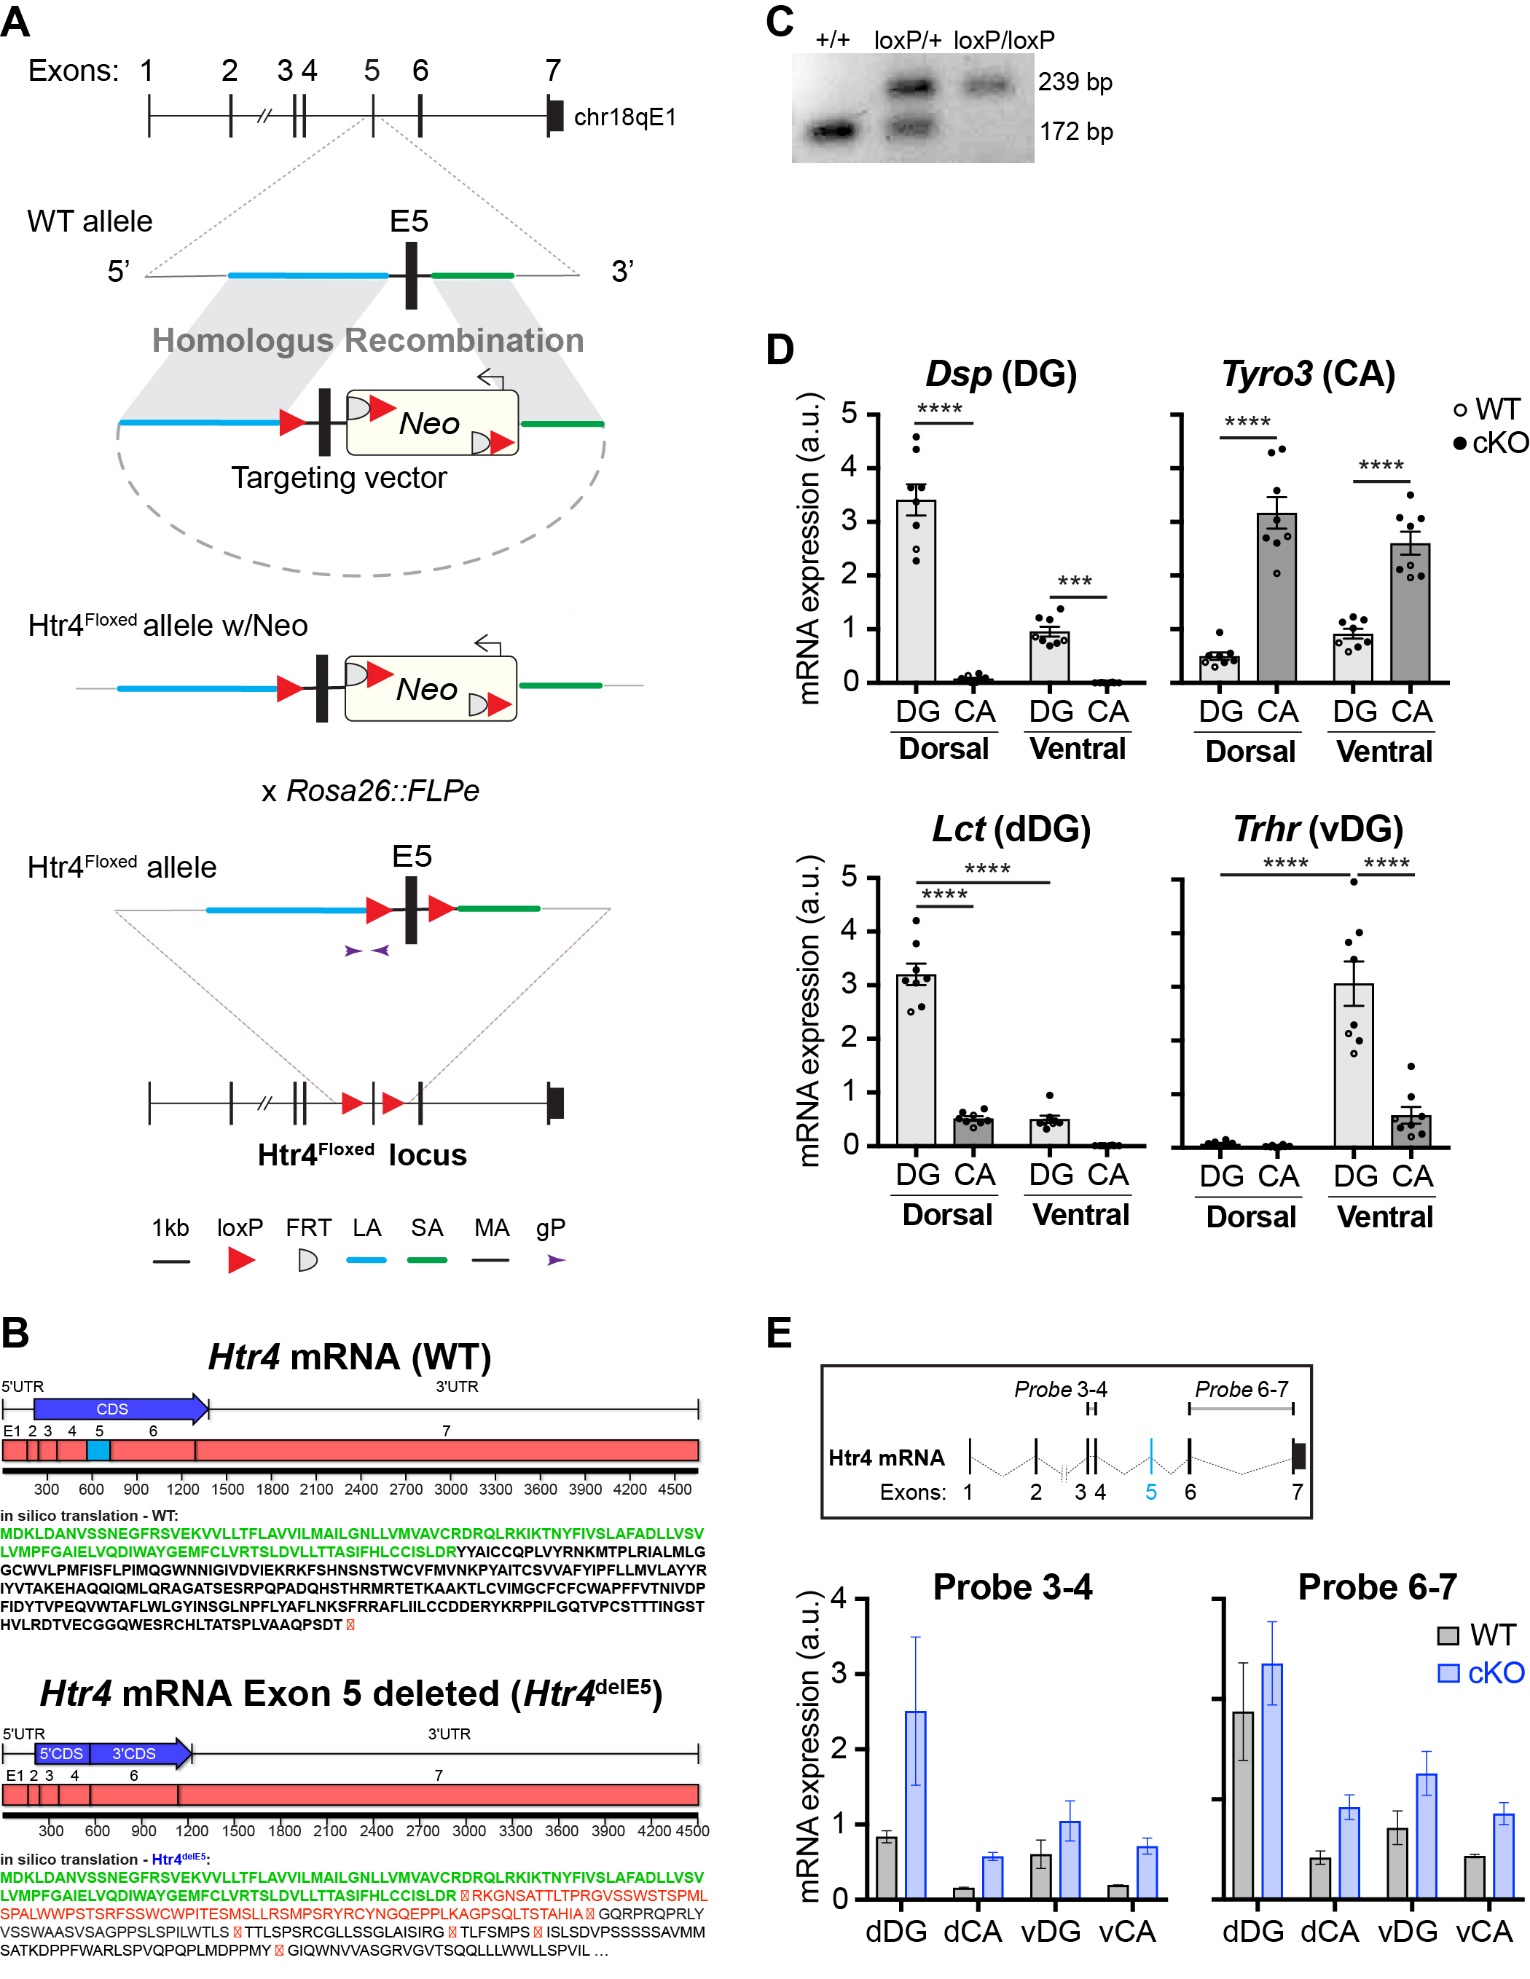
Fig. S1 | Gene targeting strategy to generate Htr4^Floxed^ mouse line.** Related to Fig. 1. **a**, Schematic of *Htr4* gene targeting steps. Targeting vector was designed to drive the homologous recombination via long (LA, blue) and short (SA, green) arms to insert the loxP-flanked exon 5 (vertical black bar) and Neomycin resistance cassette (Neo, yellow rectangle). Relative positions of FRT (flippase recognition target) sites (grey half circle) and loxP sites (red triangle) are shown. FLPe-mediated recombination was used to excise the Neo cassette and lead to *Htr4* exon 5 flanked with loxP sites (Htr4^floxed^ allele). gP, genotyping primers (purple arrowheads). Scale bar for magnified schematics, 1kb. **b**, In silico translation analysis predicting that the loss of exon 5 from *Htr4* mRNA would lead to immediate early stop codons. Green amino acid sequence represents the translation up to exon 5. Red squared X represents the translation of the stop codons. **c**, Sample genotyping results using gP from mice with wildtype (+/+), heterozygous (loxP/+) or homozygous (loxP/loxP) for the floxed insert showing the shift in amplicon size in the targeted allele. **d**, Quantitative RT-PCR (mean ± SEM) of the expression of marker genes for each hippocampal region in all samples used in **Fig. 1c**. Data points represent biological replicates of WT (empty circles, n = 2) and cKO (filled circles, n = 6) samples. One-way ANOVA followed by post hoc Fisher’s LSD test, ***p < 0.001, ****p < 0.0001. **e**, Top shows a schematic of TaqMan probes spanning *Htr4* exons 3-4 (Probe 3-4), and 6-7 (Probe 6-7). Bottom is quantitative RT-PCR results (mean ± SEM) showing the persistent expression of exon 3, 4, 6 and 7 in *Htr4* mRNA in cKO mice compared to WT along the dorsoventral axis of the hippocampus.

**
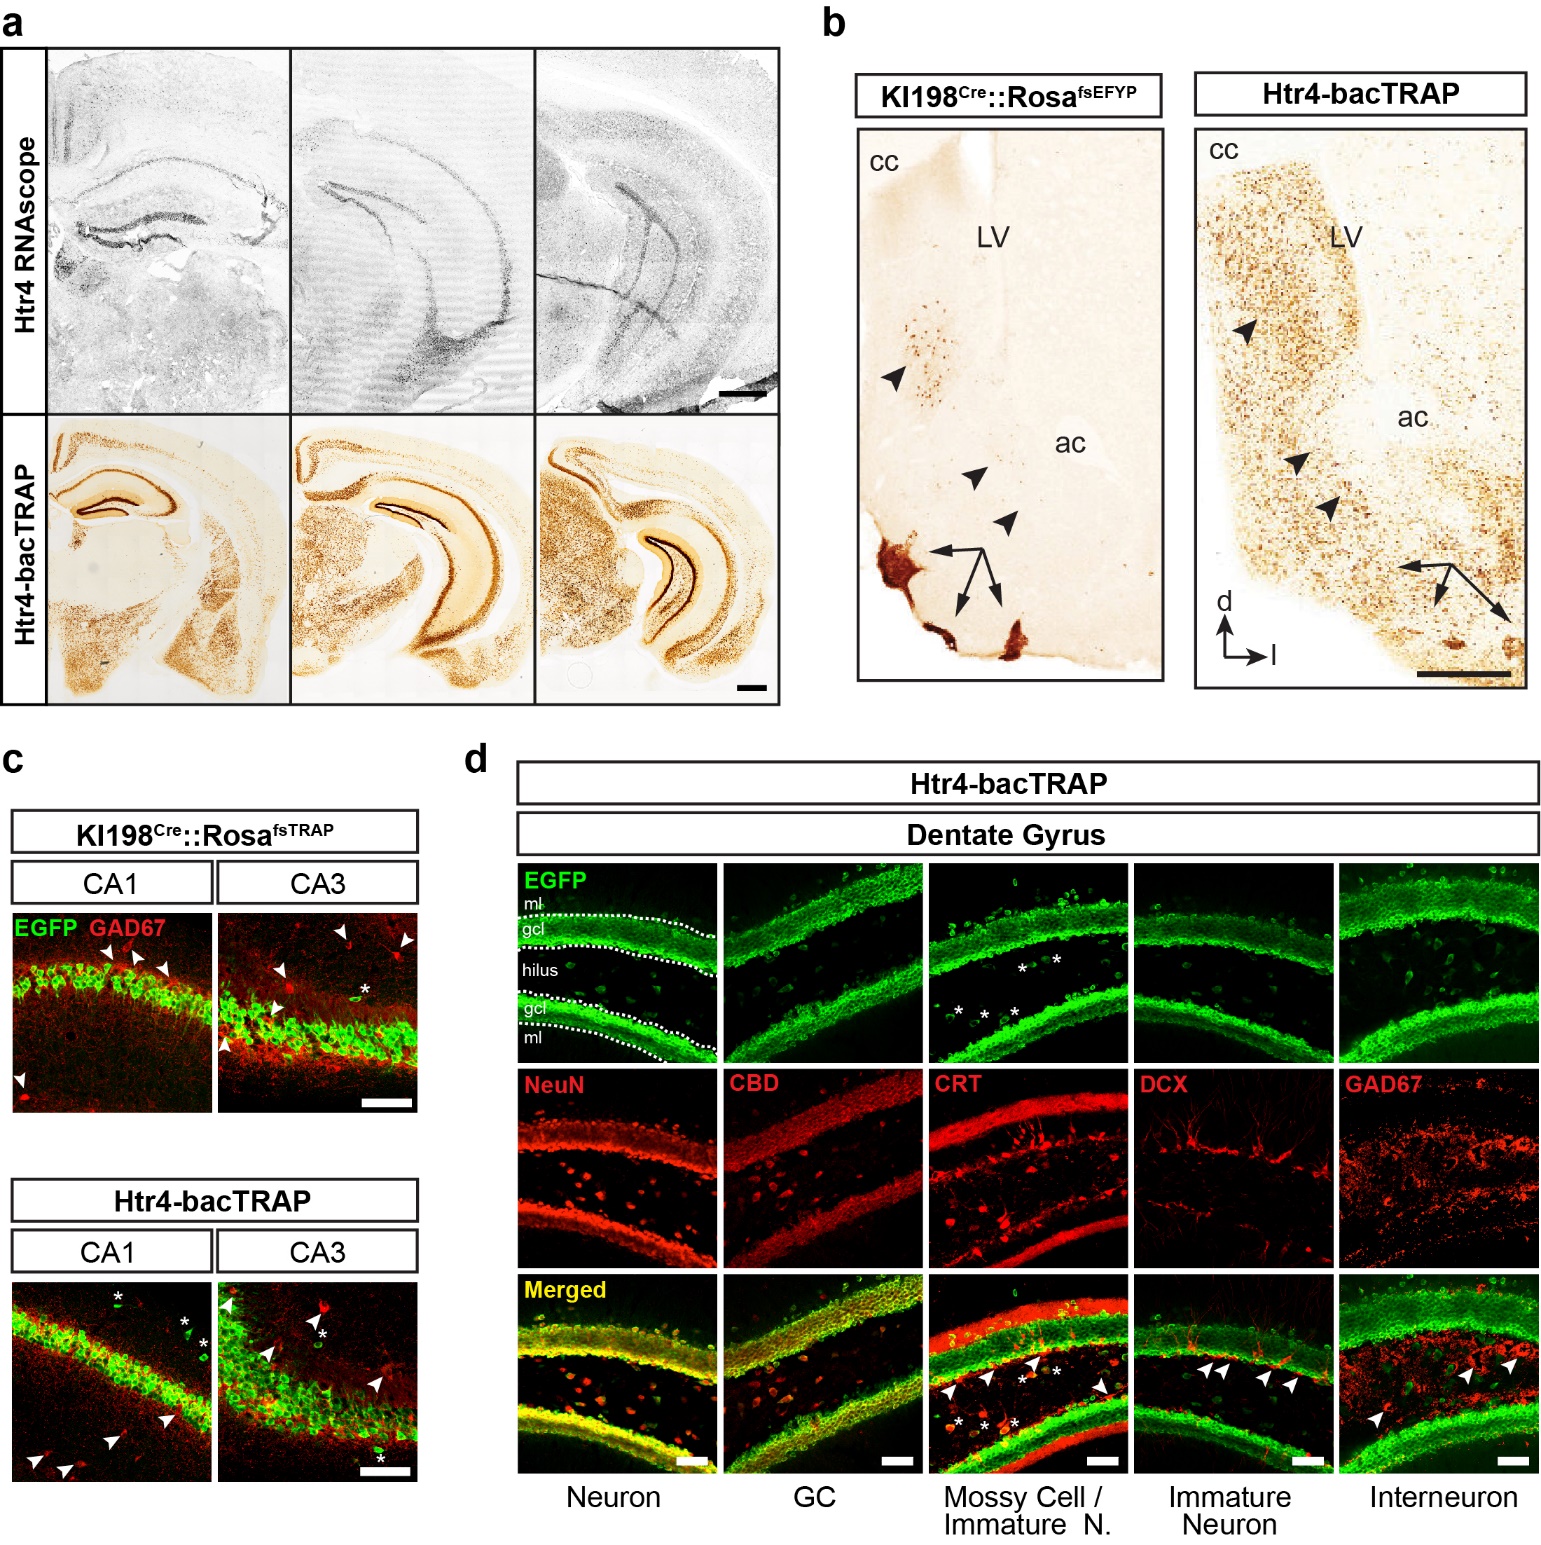
Fig. S2 | KI198^Cre^ and Htr4-bacTRAP expression is restricted to mature excitatory neurons in the hippocampus.** Related to Fig. 2. **a**, FISH images showing the spatial expression profile of *Htr4* in the mouse brain (top) and Anti-EGFP DAB immunohistochemistry of a Htr4-bacTRAP mouse brain (bottom) showing that the expression of the BAC transgene EGFPL10a under the regulatory elements of *Htr4* recapitulate the expression profile of *Htr4* in the brain. **b**, Anti-EGFP immunohistology showing Cre recombination in very few scattered cells in the septum (upper arrowhead) and nucleus accumbens (lower arrowheads) in the KI198^Cre^ line crossed an EGFP reporter (left panel) compared to widespread distribution of 5-HT_4_R expressing cells in those regions detected in the Htr4-bacTRAP line (right panel). Recombination was observed in the Islands of Calleja (arrows). ac, anterior commissure; cc, corpus collosum; LV, lateral ventricle. Compass show direction for dorsal (d) and lateral (l). Scale bar 500 µm. **c**, Anti-EGFP (green) and anti-GAD67 (red) immunofluorescent confocal images of coronal hippocampal sections from a KI198^Cre^::Rosa^fsTRAP^ (top) or Htr4-bacTRAP (bottom) mice. In both lines, EGFP expressing cells were GAD67-negative in both the CA1 (left), and CA3 (right) fields. Arrowheads, GAD67-postive; asterisks, GAD67-negative. Scale bar, 100 µm. **d**, Immunofluorescent confocal images showing neuronal-type specific markers (red) and EGFP (green) expression in coronal DG sections of Htr4-bacTRAP mice. EGFP was detected in all of the calbindin (CBD)-expressing mature GCs and calretinin (CRT)-expressing mossy cells in the hilus, but not in doublecortin (DCX)- and CRT-expressing immature neurons and GAD67-expressing GABAergic interneurons. Arrowheads, cells expressing a specific neuron-type marker but not EGFP. Asterisks, cells co-labeled with CRT and EGFP. ml: molecular layer, gcl: granule cell layer. Scale bars, 50 µm.

**
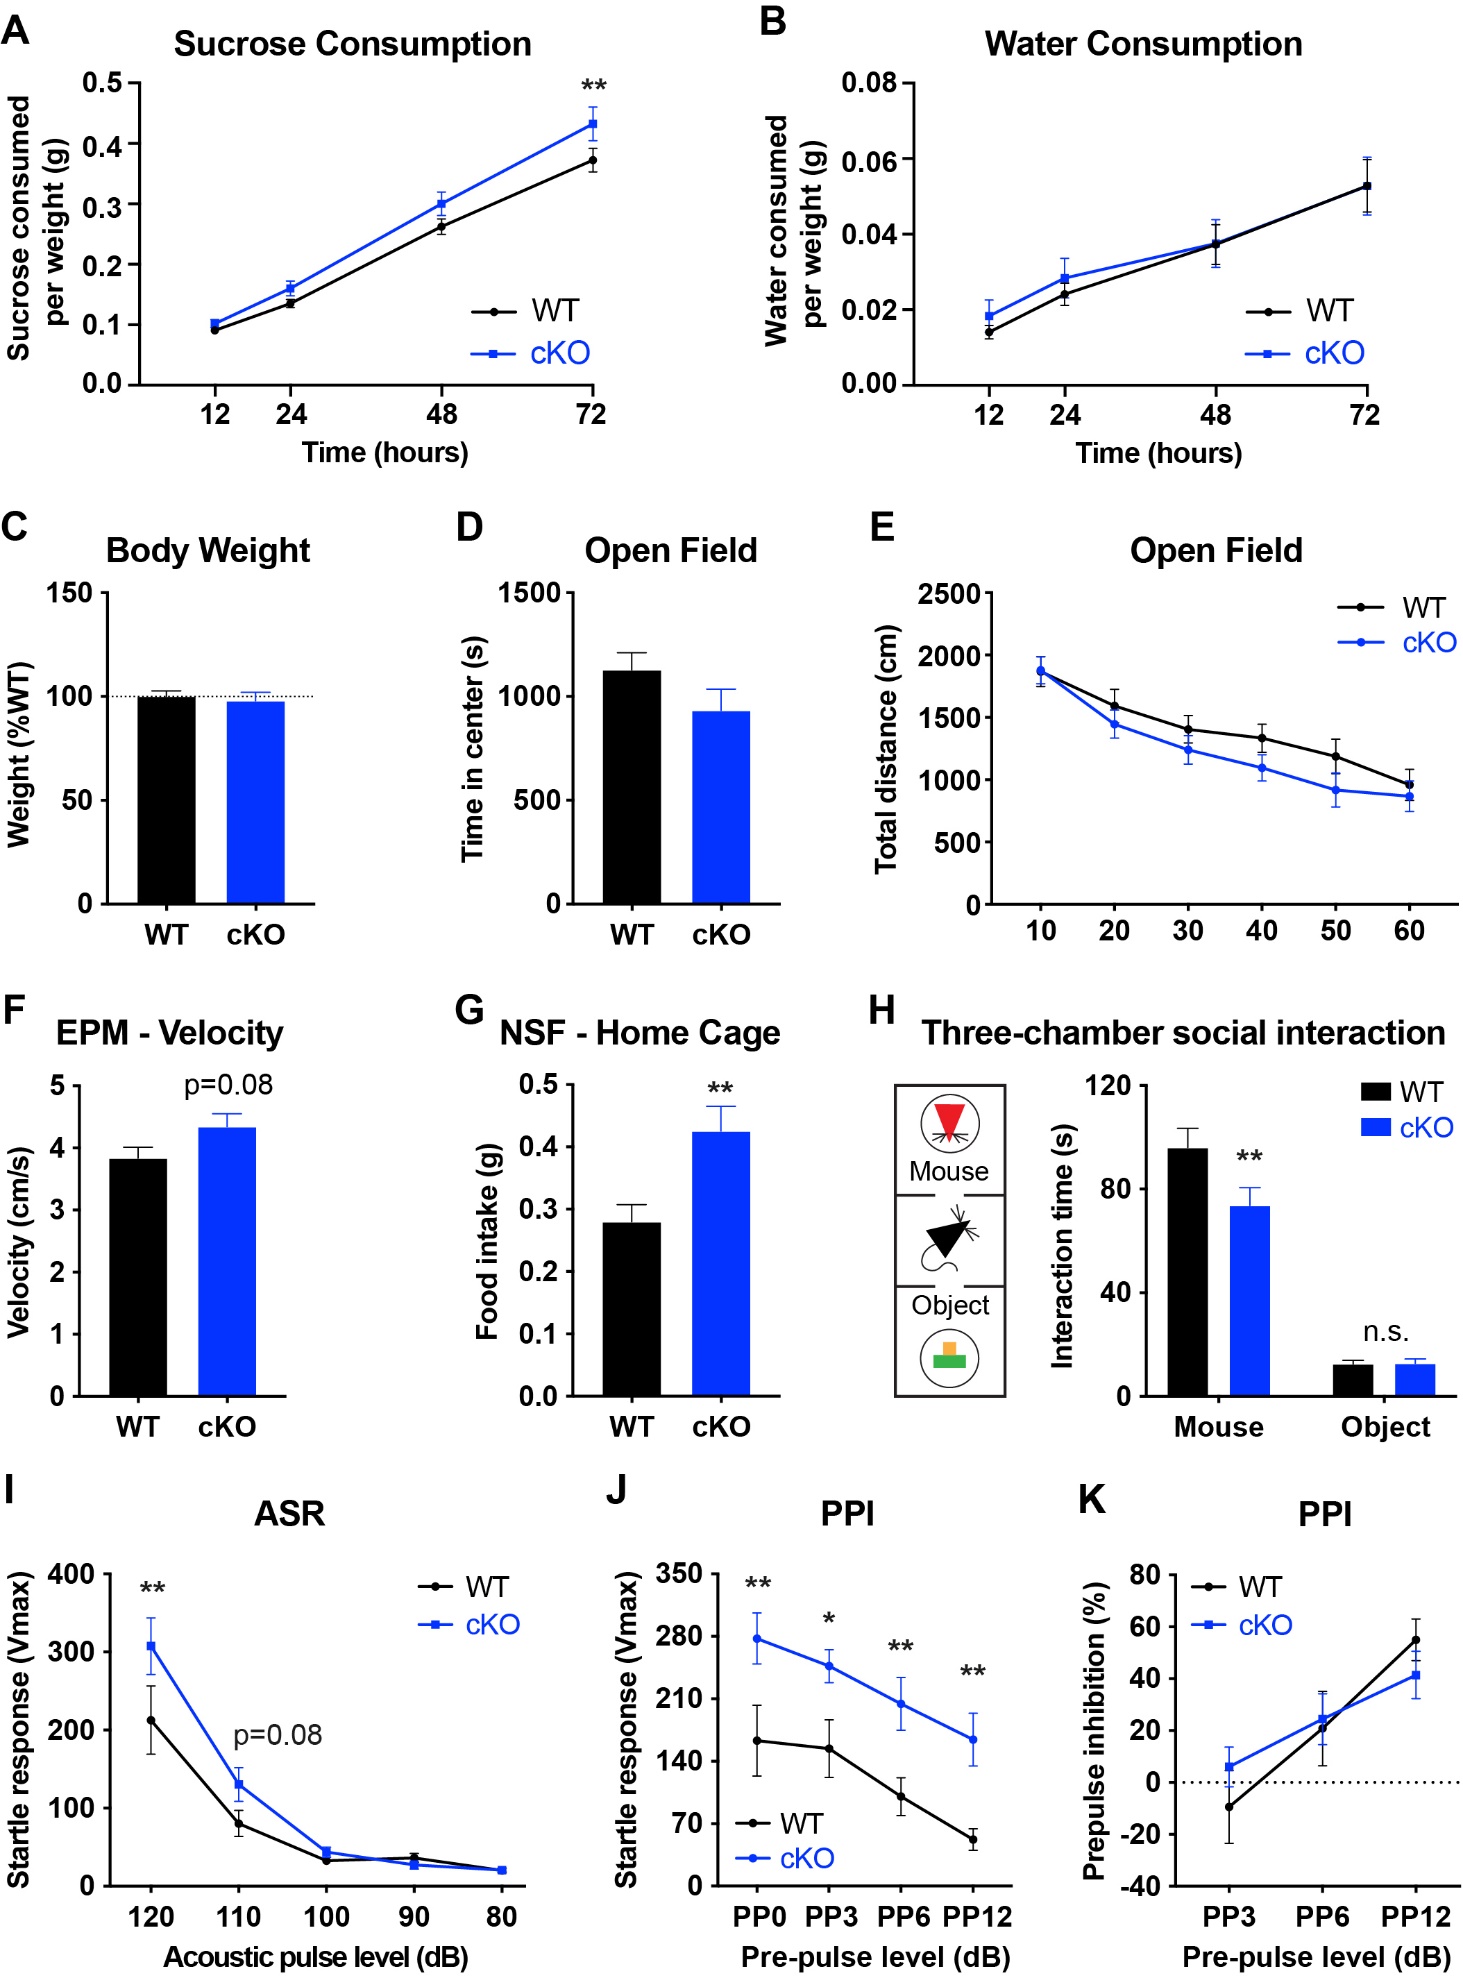
Fig. S3 | Additional behavioral assessment of cKO mice.** Related to Fig. 3. **a**, Quantification of the amount of 1% sucrose solution consumed over 72 hours normalized to body weight for KI198^Cre^::Htr4^loxP/loxP^ (cKO) mice and Htr4^loxP/loxP^ control littermates (WT) during the sucrose consumption test (SCT). Data were analyzed by repeated measures (RM) two-way ANOVA: time × genotype interaction, F(3,90) = 2.879, p = 0.0403; genotype factor, F(1,30) = 2.931, p = 0.0972 followed by post hoc Fisher’s LSD test, **p = 0.0077. n_WT_ = 16, n_cKO_ = 16. **b**, Quantification of water consumption during the SCT for each genotype. RM two-way ANOVA: time × genotype interaction, F(3,90) = 0.4320, p = 0.7306; genotype factor, F(1,30) = 0.09834, p = 0.7560. n_WT_ = 16, n_cKO_ = 16. **c**, Body weight of the mice of each genotype at the end of the SCT. Two-tailed unpaired t-test, p = 0.682. n_WT_ = 16, n_cKO_ = 16. **d**, Time spent in the center in the OF test over 60 min. Two-tailed unpaired t-test, p = 0.1443. n_WT_ = 20, n_cKO_ = 17. **e**, Quantification of locomotor activity (total distance traveled) for each 10-min bin in the OF test. RM two-way ANOVA: genotype factor, F(1,35) = 0.9715, p = 0.3311. n_WT_ = 20, n_cKO_ = 27. **f**, cKO mice showed a trend towards higher velocity (cm/s) in the EPM compared to WT. Two-tailed unpaired t-test, p = 0.0761. n_WT_ = 19, n_cKO_ = 16. **g**, Home cage food intake was measured for 30 min following the NSF. Two-tailed unpaired t-test, **p = 0.0044. n_WT_ = 20, n_cKO_ = 16. **h**, Quantification of time spent interacting with an unfamiliar mouse (Mouse) or a novel inanimate object (Object) in the three-chamber social interaction test for cKO or WT controls. Schematic of the testing apparatus is shown at left. RM two-way ANOVA: genotype factor, F(1,44) = 4.572, p = 0.0381 followed by post hoc Fisher’s LSD test, **p = 0.0038; ^n.s.^p = 0.9750. n_WT_ = 12, n_cKO_ = 12. **i**, cKO mice displayed larger acoustic startle responses (ASR) compared to WT to increasing levels of acoustic pulses. dB, decibel. RM two-way ANOVA: dB × genotype interaction, F(4,84) = 2.618, p = 0.0407; genotype factor, F(1,21) = 3.409, p = 0.0790 followed by post hoc Fisher’s LSD test, **p = 0.0012. n_WT_ = 11, n_cKO_ = 12. **j**, During the pre-pulse inhibition (PPI) test, cKO mice consistently exhibited higher startle responses to 120 dB acoustic stimuli preceded by any pre-pulse (PP) magnitude. RM two-way ANOVA: genotype factor, F(1,21) = 10.20, p = 0.0044 followed by post hoc Fisher’s LSD test, **p < 0.01, *p < 0.05. n_WT_ = 11, n_cKO_ = 12. **K**, cKO mice displayed similar levels of PPI as WT. RM two-way ANOVA: genotype factor, F(1,21) = 0.02151, ,p = 0.8848. n_WT_ = 11, n_cKO_ = 12. All data are presented as mean ± SEM.

**
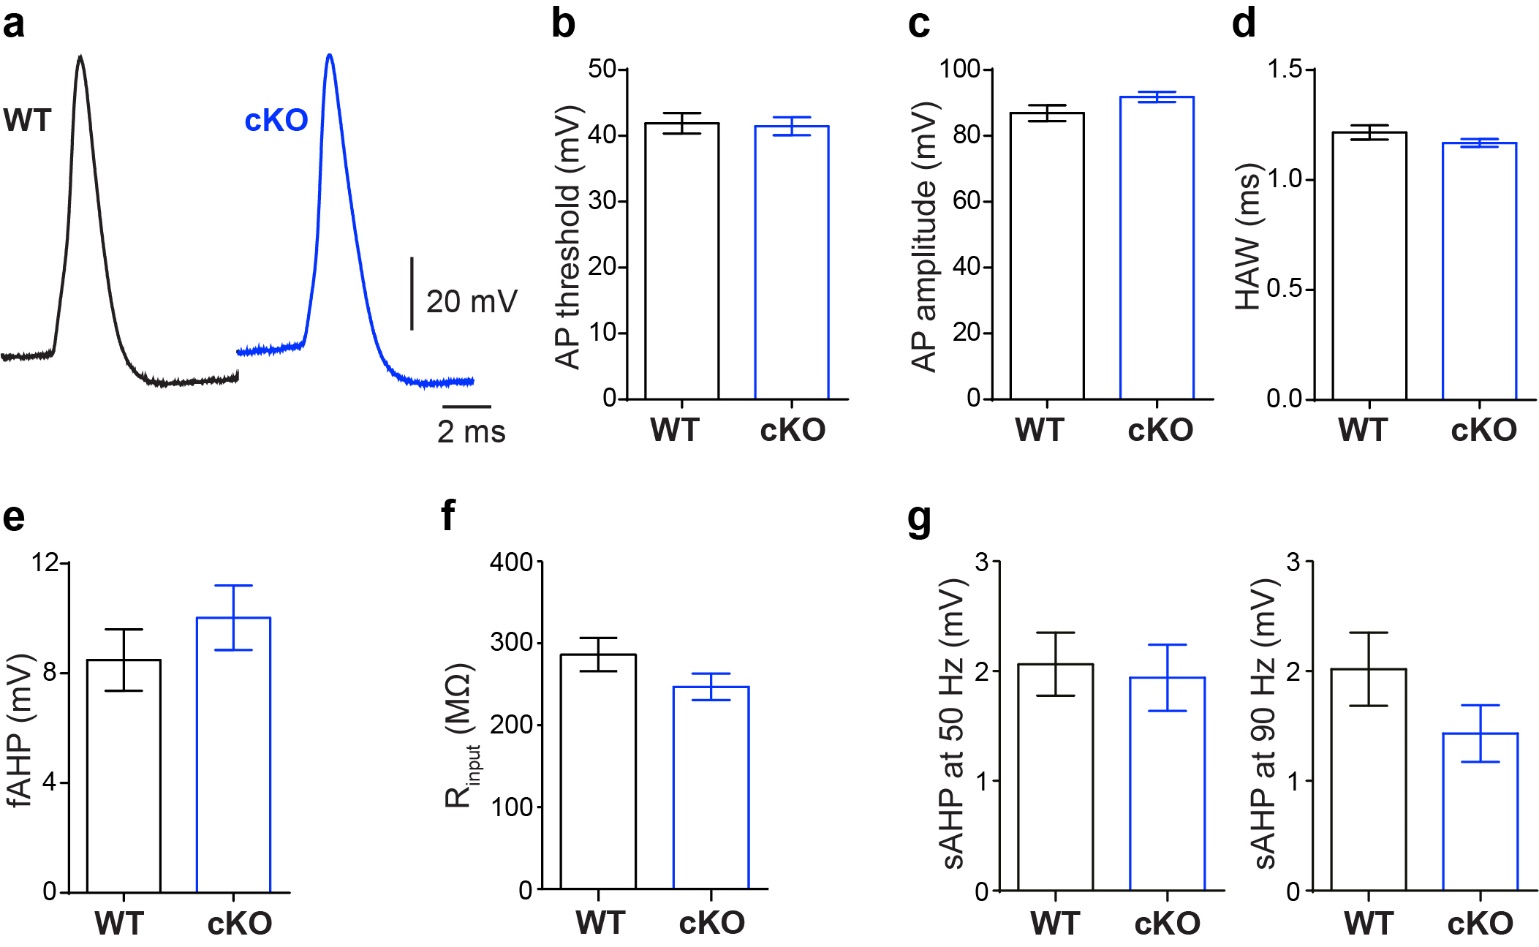
**

**Fig. S4 | Effect of the loss of 5-HT_4_R on the baseline electrophysiological properties of DG GCs.** Related to Fig. 3. **a**, Representative single action potentials (APs) from WT (black) and cKO (blue) DG GCs. **b-e**, No significant differences in AP properties were observed between genotypes: AP threshold, (**b**); AP amplitude (**c**), half-amplitude width, HAW (**d**); fast afterhyperpolarization potential, fAHP (**e**). **f**, Input resistance (R_input_) was not different between genotypes. **g**, Slow afterhyperpolarization potential (sAHP) was similar between genotypes after 1 s trains of AP at both 50 Hz (left) and 90 Hz (right). All data are presented as mean + SEM. For both genotypes, 11 neurons from three mice were used for each experiment. Two-tailed unpaired t-test was used for all statistical analyses.

**
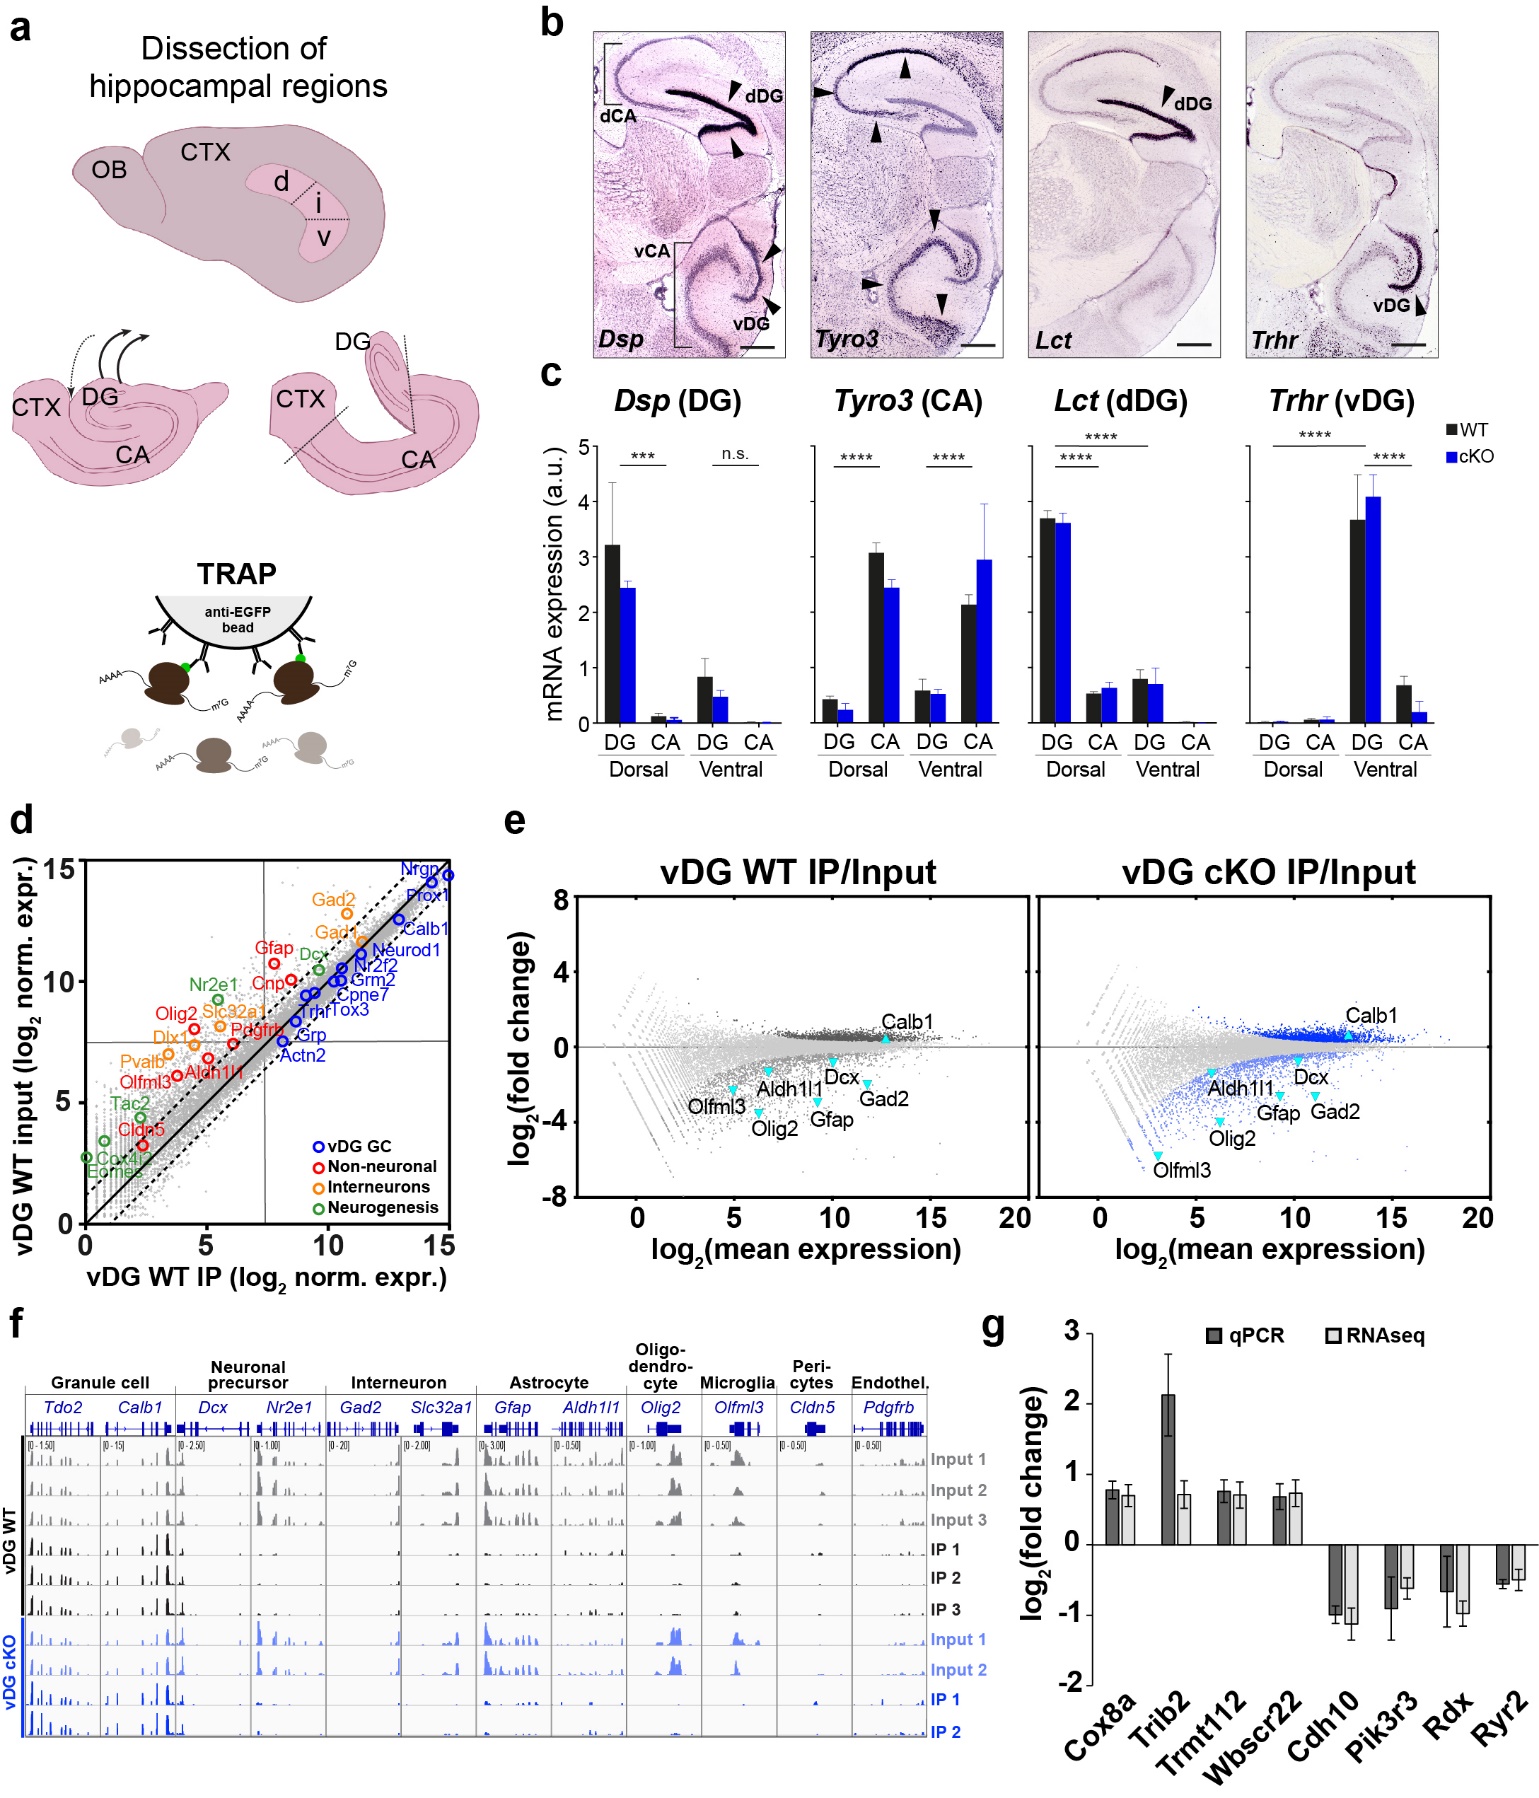
Fig. S5 | Assessment of regional and cell type specificity of vDG TRAP samples.** Related to Fig. 4. **a**, Schematic representation of the dissection of hippocampal regions. **b**, In situ hybridization (ISH) on sagittal sections through hippocampus showing the expression of region-specific genes. dDG: dorsal dentate gyrus, dCA: dorsal CA fields, vDG: ventral dentate gyrus, vCA: ventral CA fields. Arrowheads show region-specific expression for each gene. ISH images are © 2007 Allen Institute for Brain Science and available from: <http://www.mouse.brain-map.org>. **c**, qRT-PCR (mean ± SEM) showing relative expressions of region-specific genes from b in whole tissue mRNA samples. Two-way ANOVA followed by post hoc Fisher’s LSD test comparing region means. *Dsp:* genotype × region Interaction, F(3,12) = 0.2140, p=0.8848; genotype factor, F(1,12) = 0.6292, p = 0.4431; region factor, F(3,12) = 12.10, p = 0.0006; post hoc, ***p=0.0003, ^ns^p = 0.2501. *Tyro3*: genotype × region Interaction, F(3,12) = 1.916, p = 0.1809; genotype factor, F(1,12) = 0.005819, p=0.9405; region factor, F(3,12) = 34.25, p < 0.0001; post hoc, ****p < 0.0001. *Lct*: genotype × region interaction, F(3,12) = 0.2134, p = 0.8852; genotype factor, F(1,12) = 0.05478, p = 0.8189; region factor, F(3,12) = 279.0, p < 0.0001; post hoc, ****p < 0.0001. *Trhr*: genotype × region interaction, F(3,12) = 0.4318, p=0.7340; genotype factor, F(1,12) = 0.002429, p=0.9615; region factor, F(3,12) = 44.02, p < 0.0001; post hoc, ****p < 0.0001. **d**, Scatterplot comparing gene expression between input and IP in the vDG. Cell type marker genes are highlighted as vDG GC-specific (blue), non-neuronal (red), interneuron specific (yellow) and neurogenic (green). **e**, MA-plots showing differential expression analysis between IP and input samples from the vDG of WT (left) and cKO (right). Differentially expressed genes (FDR < 0.05) colored. Selected cell type marker genes are labeled. **f**, Genome browser view of RNA-seq reads mapped to selected cell type marker genes shows that IP samples, compared to input counterparts, were enriched in granule cell specific genes (*Tdo2*, *Calb1*), and depleted for genes specific for neuronal precursors (*Dcx*, *Nr2e1*), interneurons (*Gad2, Slc32a1*), astrocytes (Gfap, *Aldh1l1*), oligodendrocytes (Olig2), microglia (*Olfml3*), pericytes (*Cldn5*) and endothelial cells (*Pdgfrb*). **g**, Secondary confirmation of selected differentially expressed genes between WT and cKO vDG TRAP IPs by quantitative RT-PCR (dark gray bars). Values from RNAseq analysis are plotted for comparison (light gray bars). All data are mean + SEM.

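In the WT vDG libraries, the log2 fold change of IP over input was 0.28 for *Tdo2* (SE 0.15, FDR = 0.182) and 0.32 for *Calb1* (SE 0.12, FDR = 0.067), and in cKO it was 0.69 and 0.59 (FDR = 0.0131 and 0.000823). *Nr2e1* had -3.82 in WT (FDR = 4.37e-08) and *Dcx* -0.88 (FDR = 0.00225). Among the interneuron genes, *Gad2* had -2.05 (FDR = 2.52e-08) and *Slc32a1* -2.63 (FDR = 1.21e-06). The astrocyte genes *Gfap* and *Aldh1l1* had -3.00 (FDR = 4.12e-09) and -1.38 (FDR = 0.000611), *Olig2* had -3.59 (FDR = 1.02e-06) and *Olfml3* -2.36 (FDR = 0.00076). *Cldn5* did not pass in WT and did not pass the expression filter in cKO, and *Pdgfrb* changed by -1.80 in WT (FDR = 0.00341) and by -0.20 in cKO (FDR = 0.726). General marker lists in the WT libraries had medians of -2.59 for astrocytes, with 12 of 12 past the threshold, -2.77 for oligodendrocytes, with 7 of 8, and -3.25 for microglia, with 8 of 8. Endothelial cells had a median of -0.03 (3 genes higher and 3 lower, none past the threshold or at an unadjusted p under 0.05, FDR = 0.938) and progenitors and immature neurons one of -0.45 (6 of 6 lower, 1 past the threshold, FDR = 0.287).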

**
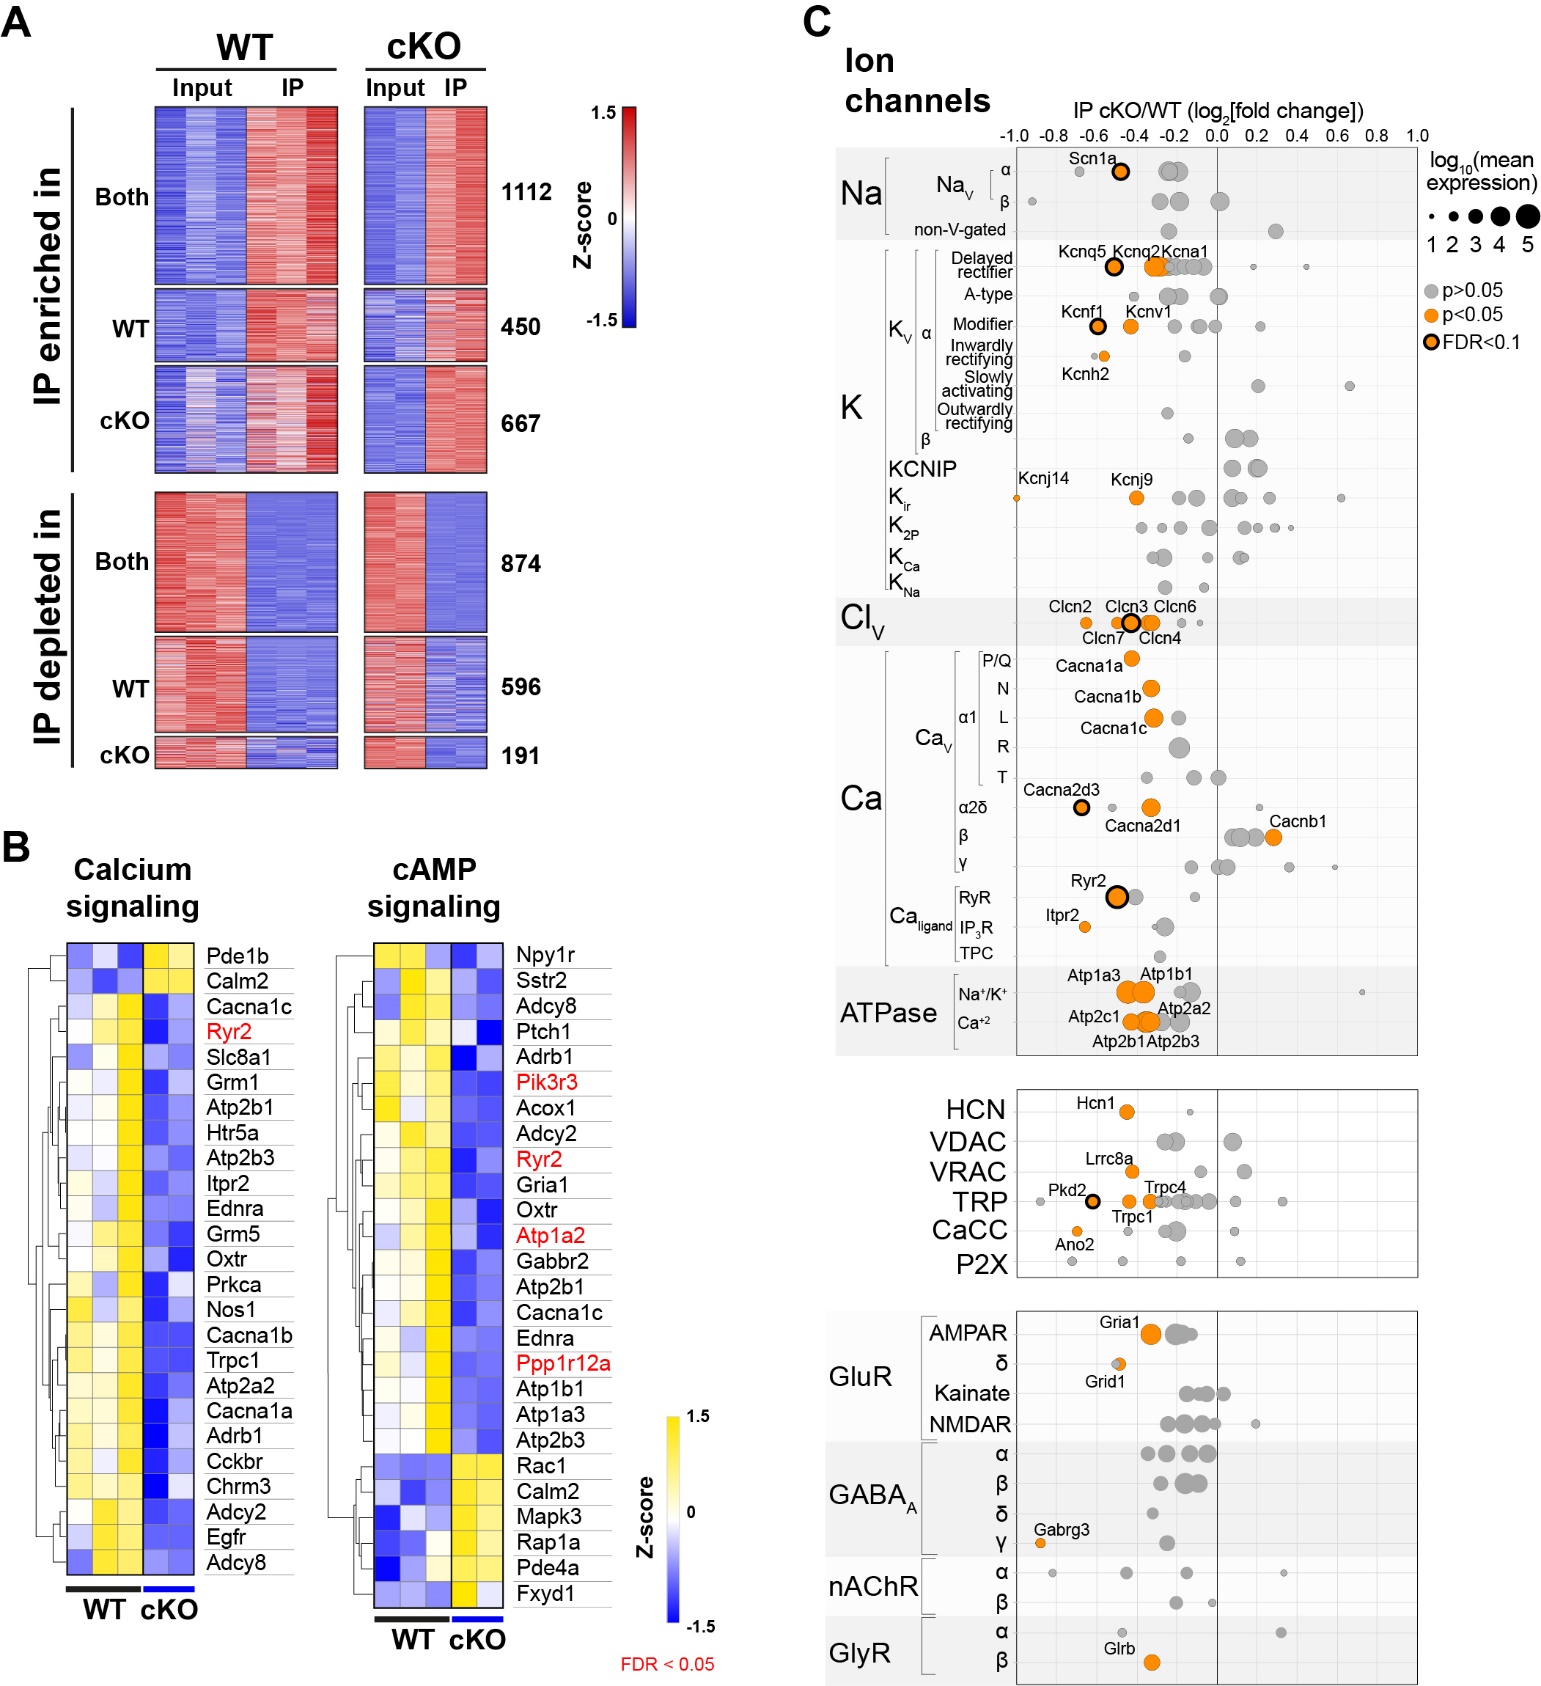
Fig. S6 | Genes related to 5‑HT_4_R signaling and neuronal function were altered following 5‑HT_4_R loss.** Related to Fig.4. **a**, Heatmap comparing normalized expression of IP enriched and depleted genes for each genotype in each sample. Detailed gene lists and values can be found in **Table S2**. **b**, Heatmap showing normalized expression values of calcium and cAMP signaling pathway-related genes in each TRAP IP mRNA from each genotype. Only genes with p < 0.05 are represented, red gene symbols indicate FDR < 0.05. **c**, Differential expression of ion channels in TRAP IP cKO/WT (log_2_[fold change]). Ion channels with normalized expression < 10 in the TRAP IP were excluded. Size of the bubbles are based on normalized mean expression of each gene across genotypes.

**
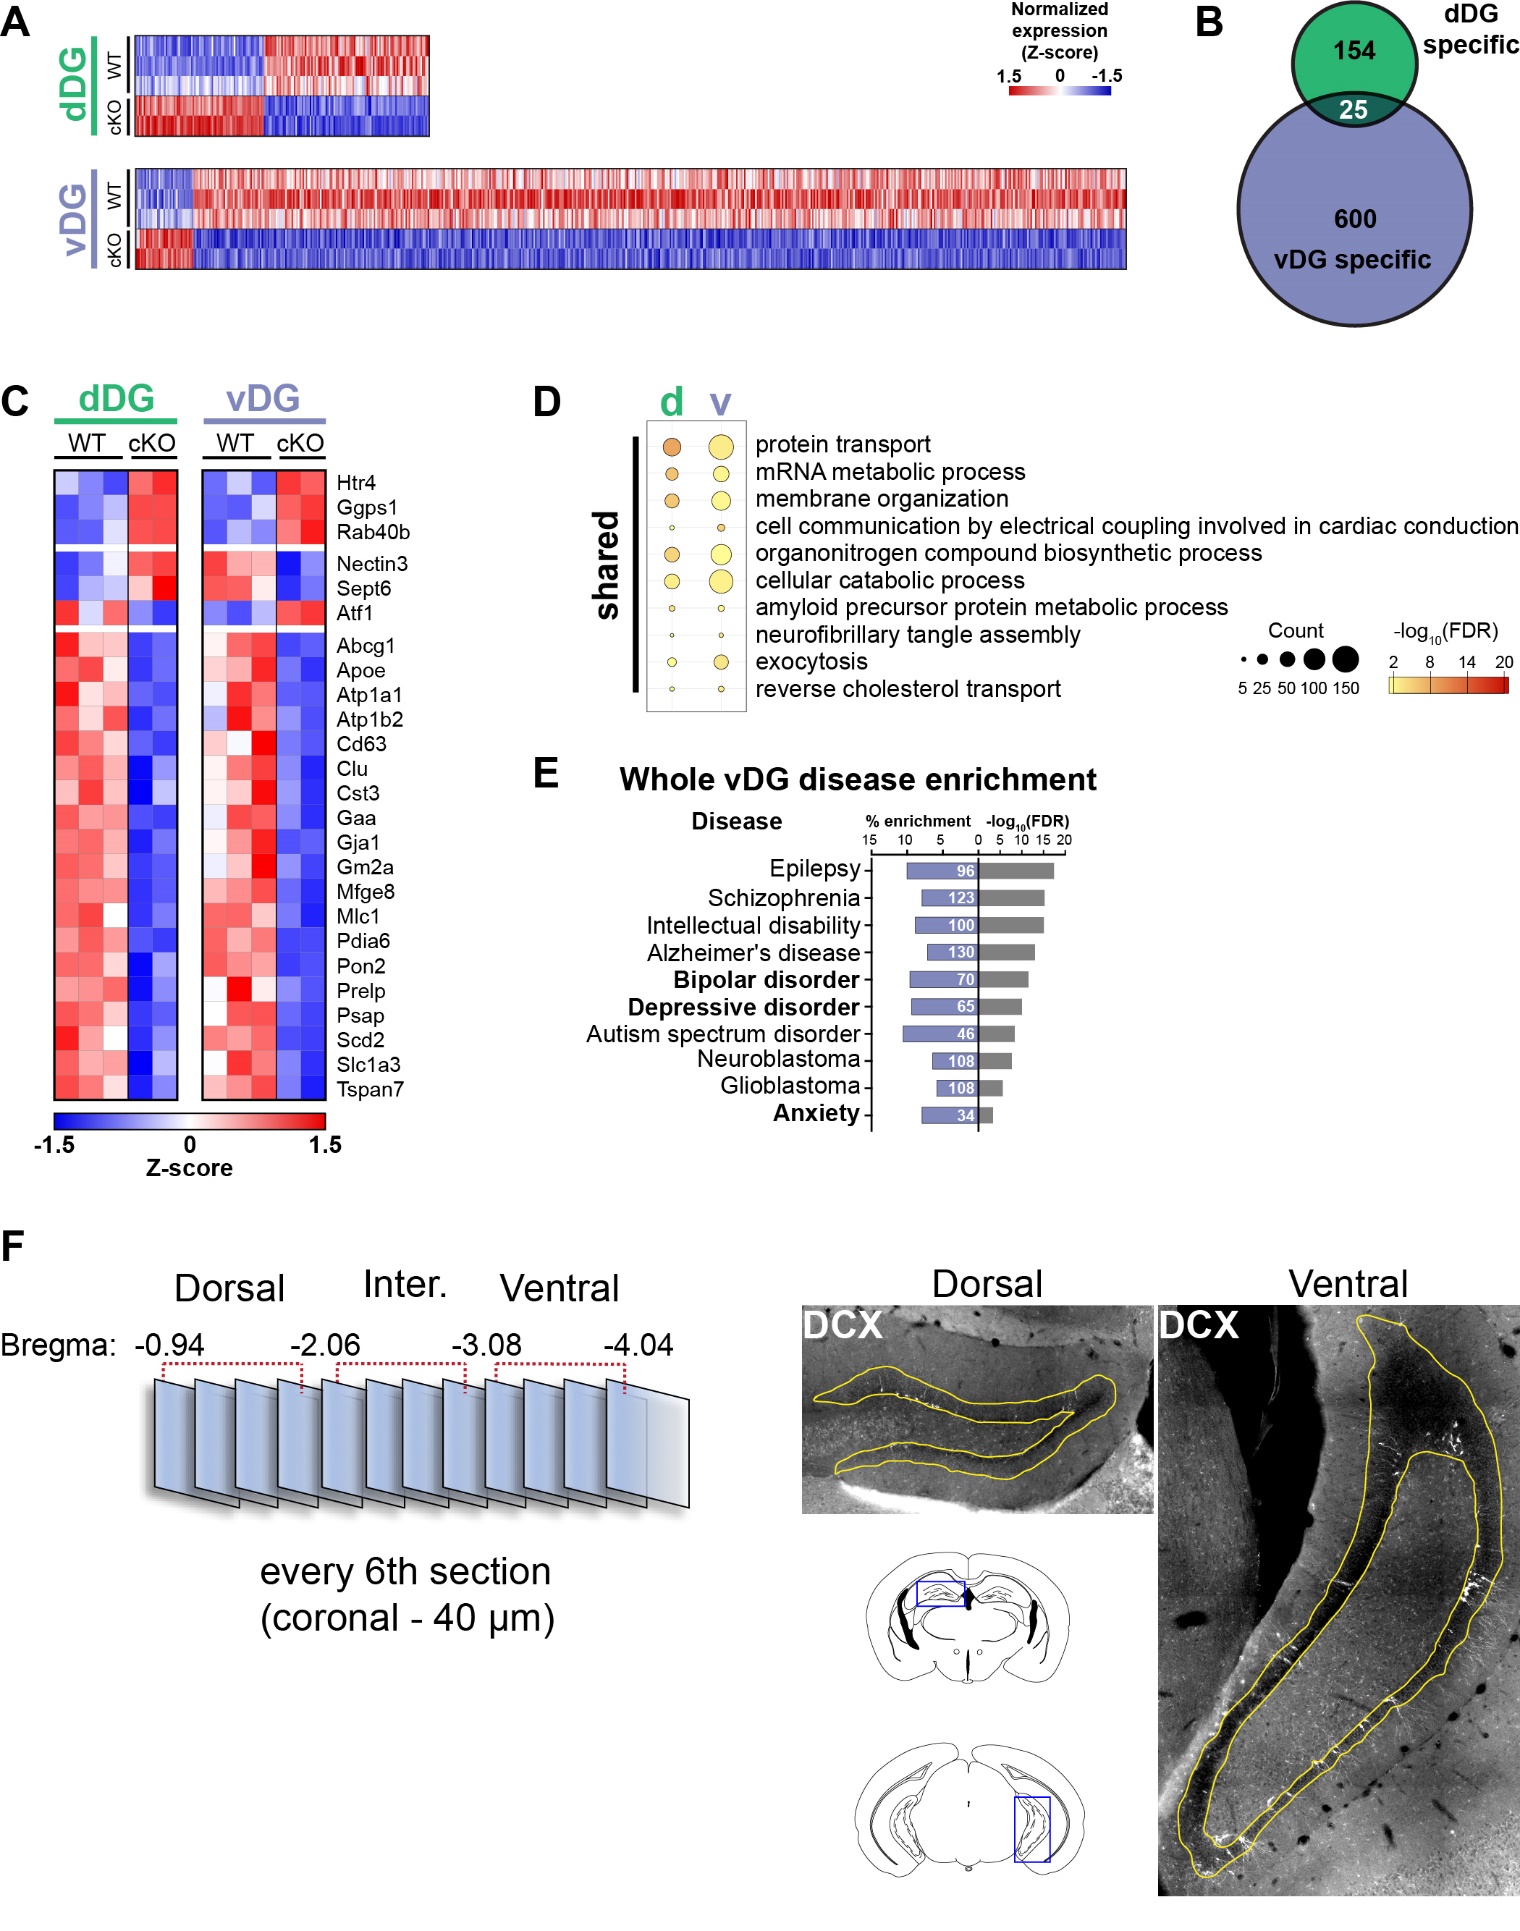
Fig. S7 | Comparison of the molecular properties of the dDG and vDG following 5‑HT_4_R loss.** Related to Fig. 5. **a**, Heatmaps of normalized expression values showing differentially expressed (DE) genes (FDR < 0.05) between WT and cKO in the whole tissue from dDG (top) and vDG (bottom). **b**, Venn diagram showing the number of overlapping DE genes between WT and cKO in the two regions. **c**, Heatmap showing 25 genes that were significantly altered in the cKO in both the dDG and vDG. Note that three genes (*Nectin3*, *Sept6,* and *Atf1*) were regulated in the opposite directions between two regions. **d**, Summary of shared gene ontology (GO) terms enriched in dDG and vDG (related to **Fig. 5b**). **e**, Summary of disease enrichment analysis of the DE genes in the vDG. For complete list, see **Table S9**. Note that bipolar disorder, depressive disorder and anxiety were among the significantly enriched diseases. No diseases showed significant association in DE genes of the dDG. **f**, Schematic depicting the experimental approach for quantification of neurogenesis. Left, the hippocampus was divided into three subdivisions (dorsal, intermediate, ventral) depending on the relative position of each coronal section to bregma. DCX+ cells were counted for every sixth 40 μm section. Right, example images of dorsal and ventral DG showing the area (highlighted in yellow) used for analysis. See **Supplemental Methods** for details.

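*Nectin3*, *Sept6* and *Atf1* changed in opposite directions in the inputs of both regions, and for each gene and region the cKO and WT libraries did not overlap. *Nectin3*, listed in the count tables under its earlier symbol *Pvrl3* (ENSMUSG00000022656, chromosome 16, 46387706 to 46498525), fell from 1747 ± 138 (SD, n = 3) to 1160 ± 177 (SD, n = 2) normalized counts in the vDG, a log2 fold change of -0.59 (SE 0.14, FDR = 0.0252), and rose from 448 ± 75.7 to 686 ± 16.7 in the dDG, a log2 fold change of 0.61 (SE 0.15, FDR = 0.161). *Sept6* (ENSMUSG00000050379, chromosome X, 36911326 to 36991794) changed by -0.46 in the vDG (SE 0.14, FDR = 0.0827) and by 0.60 in the dDG (SE 0.16, FDR = 0.167). *Atf1* (ENSMUSG00000023027, chromosome 15, 100227819 to 100261244) changed by 0.47 in the vDG (SE 0.14, FDR = 0.0749) and by -0.62 in the dDG (SE 0.15, FDR = 0.161). At the threshold of 0.05, *Nectin3* in the vDG was the only one of these 6 changes called, and it was not called with all libraries in one fit (FDR = 0.103), with the length trend removed (FDR = 0.0829) or without WT vDG input replicate 3 (FDR = 0.0528). DESeq2 called all 6. The interaction between genotype and region was -1.21 for *Nectin3* (SE 0.21, FDR = 0.0997), -1.07 for *Sept6* (SE 0.21, FDR = 0.0999) and 1.08 for *Atf1* (SE 0.21, FDR = 0.0999), which did not pass 0.05 in edgeR without pairing of the regions and did in DESeq2. These genes were picked by the study on the same libraries.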

**ADDITIONAL SUPPLEMENTAL FILES:**

**Table S1. vDG IP cKO vs. WT DE genes.** Related to Fig. 4. List of differentially expressed (DE) genes between cKO and WT in vDG IP samples.

**Table S2. vDG IP vs. input enriched and depleted genes.** Related to Figs. 4 and S6. List of genes enriched and depleted in the IP compared to input for both WT vDG and cKO vDG samples.

**Table S3. vDG IP GSEA.** Related to Fig. 4. Gene set enrichment analysis results for vDG IP data sets.

**Table S4. vDG IP GO analysis.** Related to Fig. 4. Gene ontology analysis results for DE genes between genotypes in vDG IP samples.

**Table S5. dDG input cKO vs. WT DE genes.** Related to Figs. 5 and S7. List of DE genes between cKO and WT in dDG input samples.

**Table S6. vDG input cKO vs. WT DE genes.** Related to Figs. 5 and S7. List of DE genes between cKO and WT in vDG input samples.

**Table S7. dDG and vDG input GO analysis.** Related to Figs. 5 and S7. Gene ontology analysis results for DE genes between genotypes for both dDG input and vDG input.

**Table S8. vDG input only GO analysis.** Related to Fig. 5. Gene ontology analysis results for whole vDG (input)-specific DE genes.

**Table S9. vDG input disease enrichment.** Related to Figs. 5 and S7. Disease enrichment analysis results for DE genes between genotypes for vDG input.

**Document S1. *Htr4* Targeting Vector (TV).** Related to Figs. 1 and S1. Annotated TV sequence for the generation of the Htr4^Floxed^ line.

**SUPPLEMENTARY METHODS:**

**Animals**

All procedures involving animals were approved by The Rockefeller University Institutional Animal Care and Use Committee and were in accordance with National Institutes of Health guidelines. KI198^Cre^ (Drd3-Cre KI198) mice were generated by the GENSAT Project (1) and were purchased from the Mutant Mouse Regional Resource Center (MMRRC) Repository (Stock #031741-UCD). Rosa26^fsTRAP^ mice were purchased from the Jackson Laboratories (Stock #022367). Htr4^Floxed^ and Htr4-bacTRAP mice were generated as described below. All animals were bred on a C57BL/6J background, group-housed, maintained on a 12-hr light-dark cycle at The Rockefeller University, and given ad libitum access to food and water. Animals used in the study were male, except for RNA sequencing experiments for which samples from male and female mice were pooled.

*Generation of Htr4^Floxed^ mouse line.* Targeting vector (TV) was designed in collaboration with inGenious Targeting Laboratory Inc., Ronkonkoma, NY. For annotated TV sequence (in full), see **Document S1**. A 7.92 Kb region used to construct the targeting vector (TV) was first subcloned from a positively identified C57BL/6 BAC clone (RP23:358G18) into a ~2.4kb backbone vector (pSP72, Promega, Madison, WI) containing an ampicillin selection cassette for retransformation of the construct prior to electroporation. A pGK-gb2 loxP/FRT neomycin resistance (Neo) cassette was inserted into the gene as depicted in **Fig. S1a**. The region was designed such that the short homology arm (SA) extended 2347 base pairs (bp) 3’ to the Neo cassette. The long homology arm (LA) ended 5’ to the target region and was 4820 bp long. The loxP/FRT flanked Neo cassette was inserted 252 bp downstream of exon 5. The single loxP site, containing engineered MfeI and ApaI sites for southern blot analysis, was inserted 347 bp upstream of exon 5. The target region was 752 bp and included exon 5. The total size of the targeting construct (including vector backbone and Neo cassette) was 13.69 Kb. The targeting vector was confirmed by restriction analysis after each modification step, and finally, by sequencing with the following primers: P6 (5’- GAG TGC ACC ATA TGG ACA TAT TGT C -3’), T73 (5’- TAA TGC AGG TTA ACC TGG CTT ATC G -3’), N1 (5’- TGC GAG GCC AGA GGC CAC TTG TGT AGC -3’), and N2 (5’- TGC GAG GCC AGA GGC CAC TTG TGT AGC -3’). The P6 and T73 primers anneal to the backbone vector sequence and read into the 5’ and 3’ ends of the BAC sub-clone and the N1 and N2 primers anneal to the 5’ and 3’ ends of the loxP/FRT flanked Neo cassette and sequence the 5’ side of SA and 3’ side of the target region, respectively. The TV was linearized using Notl prior to electroporation into C57BL/6 mouse embryonic stem cells. Three lines of chimeric mice were generated at the Janelia Research Campus Gene Targeting and Transgenic Facility, Ashburn, VA. One of these lines (1G12) showed germline transmission of the mutation. The 1G12 line was crossed to a germline Flpe recombinase line to remove the Neo cassette, leaving only two loxP sites flanking exon 5 of *Htr4*. We established this subsequent line, which are now referred to as “Htr4^Floxed^ mice.”

*Generation of Htr4-bacTRAP mouse line.* To generate the Htr4-bacTRAP mice, the RP23-53D24 BAC, which contained the *Htr4* locus, was modified using the two-plasmid/one recombination protocol as described previously (2,3). Briefly, a homology arm corresponding to the region immediately upstream of the ATG translation initiation site of the *Htr4* gene was cloned into the pS296 targeting vector (4) containing EGFPL10a using the AscI and NotI restriction sites. Recombination was performed by electroporating the pS296-Htr4 vector into electrocompetent DH10β bacteria containing pSV1.RecA plasmid and the BAC. Successful recombination was determined by screening cointegrates by PCR and Southern blot analysis of HindIII digested BAC DNA, using the homology region as a probe. The modified BAC was prepared by double acetate purification with CsCl centrifugation followed by membrane dialysis and microinjected into the pronuclei of fertilized FVB/N mouse oocytes at a concentration of 0.5 ng/µl. Five transgenic founder mice were generated and crossed to C57BL/6J mice. F1 progeny were screened for proper transgene expression by EGFP immunohistochemistry. Founder line ES1299 showed accurate and robust expression of the transgene and was therefore selected for colony expansion.

*Genotyping.* At age 15-18 days, pups were marked with an ear punch for identification and tail biopsies were performed. Each tail sample was lysed for DNA extraction in 200 µl tail lysis buffer (100 mM Tris.HCl-pH8.8, 1 mM EDTA, 0.5% Tween20, 100 ug/mL proteinase K) at 56 °C for at least 24 hours. The tail DNA samples were analyzed via PCR using 1-2 µl of lysis solution, GoTaq DNA Polymerase (Promega) and corresponding primer pairs as listed below.

Genotyping primers.

**cAMP induction assay**

Intact *Htr4* (WT) and mutant *Htr4^delE5^* (delE5) cDNA coding sequences (CDSs) (inserts) were cloned into pCMV6-Entry-Myc-DDK tagged mammalian expression vector (CAT#: PS100001, OriGene, Rockville, MD) by homologous recombination-based In-fusion HD cloning kit (Clontech, Takara Bio USA, Inc, Mountain View, CA). The inserts were amplified by PCR using CloneAmp HiFi PCR Premix (Clontech) with primers “Htr4 infusion forward” (5’- AGA TCT GCC GCC GCG ATC GCC ATG GAC AAA CTT GAT GCT AAT GTG -3’) and “Htr4 infusion reverse” (5’- GCG GCC GCG TAC GCG TAG TAT CAC TGG GCT GAG CAG -3’) from the cDNA samples generated from the dentate gyrus of either KI198^Cre^::Htr4^loxP/loxP^ (cKO) mice for delE5, or Htr4^loxP/loxP^ mice for WT expression. The primers were designed using “Online In-Fusion Tools” (<https://bit.ly/1eFKzsP>) to include 5’ and 3’ homologous sequences to the ends of the linearized vector for In-Fusion HD cloning, and the *Htr4* CDS start codon, yet exclude the stop codon to allow for the expression of the MYC-DDK tag sequences. pCMV6-EGFP was used as the control. HEK293T cells (ATCC, Manassas, VA) cultured in 24-well plates (1.9 cm^2^ culture area, Corning Inc, Corning, NY) in Dulbecco's Modified Eagle's Medium (DMEM) (Gibco, Thermo Fisher Scientific, Waltham, MA) supplemented with 10% fetal bovine serum (FBS) (Gibco) were transfected with the delE5, WT or EGFP plasmids using FuGENE 6 transfection reagent (Promega). Forty-eight hours after the transfection, all cells were incubated in stimulation buffer consisting of DMEM + 0.5mM IBMX (Sigma-Aldrich, St. Louis, MO) for 30 min. For cAMP induction, cells were further incubated in either stimulation buffer or 100µM Zacopride (Tocris Bioscience, Bio-Techne, Minneapolis, MN) in stimulation buffer for 45 min. The cells were then lysed with lysis buffer (0.1 M HCl, 0.1%Triton-X) for 20 min, and the lysates were centrifuged for 10 min at 21,500 x g. cAMP levels in the supernatants were measured by monoclonal anti-cAMP antibody based direct cAMP ELISA kit according to the manufacturer’s guidelines (Non-acetylated version, NewEast Biosciences, King of Prussia, PA). Four biological replicates and two technical replicates were performed for each experimental group. The cAMP level of each biological replicate was normalized to its mean protein concentration measured using Qubit protein assay kit (Invitrogen, Thermo Fisher Scientific) and Qubit 3.0 Fluorometer (Invitrogen). Statistical analysis of normalized cAMP levels was performed in GraphPad Prism 7 using one-way ANOVA followed by Fisher’s LSD.

**Immunohistochemistry**

For fixed brain serial slice preparations, mice were deeply anesthetized by ketamine/xylazine and transcardially perfused with 10 ml of phosphate buffered saline (PBS) followed by 30 ml of 4% paraformaldehyde (PFA) in PBS. Brains were post-fixed in 4% PFA overnight at 4°C and cryoprotected by 30% sucrose in PBS. Coronal sections (40 µm) were acquired using a freezing microtome (SM2010 R Sliding Microtome, Leica Biosystems Inc., Buffalo Grove, IL). The sections were then transferred to PBS, or cryoprotection buffer (25% glycerol and 25% ethylene glycol in PBS, pH 7.4) for long term storage at -20°C. For both 3,3′-Diaminobenzidine (DAB) immunohistochemistry (IHC) and all immunofluorescence (IF) procedures, free-floating serial sections were blocked for 60 min at room temperature in PBS containing 3-5% normal donkey serum (NDS, Jackson ImmunoResearch Laboratories, Inc., West Grove, PA) or normal goat serum (NGS, Vector Laboratories, Inc., Burlingame, CA) and 0.1% Triton X-100. Sections were then incubated in the same blocking buffer overnight at 4°C with primary antibodies listed below at corresponding dilutions. On the next day, the sections were washed three times with PBS each for 5 min, and then incubated for 2 h at room temperature with the appropriate Alexa dye-conjugated (for IF) or horseradish peroxidase (HRPT)-conjugated (for DAB IHC) secondary antibodies (Invitrogen) diluted 1:500 in the blocking buffer. The sections were then washed three times with PBS each for 5 min. For IF, the sections were counterstained with DAPI for nuclear staining at 1:10000 dilution followed by three times PBS wash each for 5 min. For DAB IHC, the staining was developed using SIGMAFAST™ DAB tablets (Sigma-Aldrich) following the manufacturer’s protocol. The sections were mounted on the Superfrost slides (VWR) and sealed with Prolong Gold mounting reagent (Invitrogen). The slides were imaged on a Zeiss LSM700 confocal microscope for **Fig. 2a-d**, **Fig.** **S2c,d** and **Fig.** **6e**, or a Zeiss Axioskop 2 microscope for **Fig. 1b**, **Fig.** **S2a,b** and **Fig.** **S6f**. Brightness was optimized using ImageJ software post-acquisition.

Primary antibodies used in this study.

**Quantification of neurogenesis**

An experimenter blinded to genotype counted number of DCX-positive (DCX+) cells in the DG granule cell layer (GCL) in every sixth 40 µm thick coronal sections through the entire hippocampus of WT or cKO mice (n = 5 per genotype). One hemisphere per animal was selected based on section quality and cells were counted at any depth through the entire section. Full size images of each section were then acquired and the area of GCL was calculated for each section by manually tracing the perimeter of the GCL as region of interest (ROI) in ImageJ. The hippocampus was divided into three subdivisions depending on the position of the coronal sections from bregma (5): dorsal (-0.96 to -2.06), intermediate (-2.06 to -3.08) and ventral (-3.08 to -4.04). Each tissue section was registered to a subdivision (4 ± 1 sections per animal per subdivision). Neurogenesis was calculated as the number of DCX+ cells per area of GCL within a subdivision and values for each animal (cKO and WT) was normalized to the WT mean for each subdivision.

**Fluorescent in situ hybridization (FISH)**

Mice were transcardially perfused first in PBS and then 4% paraformaldehyde in PBS. After dissection, brains were post-fixed overnight at 4°C . They were then cryopreserved in 30% sucrose and sectioned using a cryostat (14 µm sections). Antigen retrieval was performed on fixed frozen tissue using an Oster Steamer, followed by FISH (RNAscope® Technology). The RNAscope® Multiplex Fluorescent Reagent Kit V2 (Advanced Cell Dagnostics, Newark, CA) was used to target *Htr4* RNA using RNAscope® Probe Mm-Htr4 (Advanced Cell Diagnostics). Both antigen retrieval and FISH were performed according to manufacturer’s guidelines. Slides were coverslipped and imaged on an LSM700 confocal microscope.

**Total RNA isolation and quantitative RT-PCR (qRT-PCR)**

Hippocampus tissue samples were dissected with fine tip forceps in ice-cold HBSS containing 2.5 mM HEPES-KOH (pH 7.4), 35 mM glucose, 4 mM NaHCO3 and total RNA was isolated using RNeasy Micro Kit (Qiagen, Germantown, MD) with on-column DNase digestion. RNA quantity was measured with a Nanodrop 1000 spectrophotometer (Thermo Fisher Scientific). cDNA samples were generated from 300-1000 ng of total RNA using qScript cDNA SuperMix (QuantaBio, Beverly, MA). All qRT-PCR experiments were performed on the LightCycler 480 System (Roche Diagnostics, Indianapolis, IN), using TaqMan assays (Applied Biosystems, Thermo Fisher Scientific) and LightCycler 480 Probes Master mix (Roche). TaqMan assays used in this study are listed below. Default cycling conditions were followed (pre-incubation: one cycle, 95°C, 5 min; amplification: 45 cycles, 95°C for 10 s, 60°C for 30 s, 72°C for 1 s; ramp rate: 4.4°C/s). 10-20 ng of cDNA were used for each qRT-PCR reaction and three technical replicates were run for every sample. The mean C_T_ for each technical replicate was used for the quantification. Data were normalized to *Gapdh* as the endogenous control by the comparative C_T_ () method (6). For confirmation of TRAP RNAseq data in **Fig. S5g**, q-RT-PCR was carried out as described on 10 µg amplified TRAP IP cDNA and data were normalized to *Actb* by the comparative C_T_ method.

TaqMan gene expression assays used for qRT-PCR.

**Translating ribosome affinity purification (TRAP)**

Affinity purification of EGFP-tagged polysomes was performed as previously described (7), with minor modifications. KI198^Cre^::Rosa26^fsTRAP^ (WT) and KI198^Cre^::Htr4^Floxed^::Rosa26^fsTRAP^ (cKO) mice were sacrificed, followed by rapid dissection of dorsal and ventral dentate gyrus with fine tip forceps in ice-cold HBSS containing 2.5 mM HEPES-KOH (pH 7.4), 35 mM glucose, 4 mM NaHCO3, and 100 μg/ml cycloheximide. Tissue from one male and one female mouse was pooled for each biological replicate. Pooled dentate gyrus samples were then homogenized in 1 ml extraction buffer containing 10 mM HEPES-KOH (pH 7.4), 150 mM KCl, 5 mM MgCl2, 0.5 mM DTT, 100 μg/ml cycloheximide, RNasin (Promega) and SUPERas-In (Life Technologies, Thermo Fisher Scientific) RNase inhibitors, and Complete-EDTA-free protease inhibitors (Roche). Homogenates were cleared by centrifugation at 2000 x g at 4 °C. IGEPAL CA-630 (NP-40, Sigma) and DHPC (Avanti Polar Lipids, Alabaster, AL) were both added to the supernatants (S2) to a final concentration of 1% for each, followed by centrifugation at 20,000 x g. Polysomes were immunoprecipitated from these supernatants (S20) using 100 μg monoclonal anti-EGFP antibodies (50 μg each of clones 19C8 and 19F7 (4)) bound to biotinylated-Protein L (Pierce, Thermo Fisher Scientific) coated streptavidin-conjugated magnetic beads (Life Technologies), and washed in low salt buffer containing 10 mM HEPES-KOH (pH7.4), 150 mM KCl, 5 mM MgCl2, 1% IGEPAL CA-630, 0.5 mM DTT, 100 μg/ml cycloheximide, and RNasin RNase inhibitors (Promega). IPs were carried out overnight at 4°C and beads were washed with and washed in high salt buffer containing 10 mM HEPES-KOH (pH7.4), 350 mM KCl, 5 mM MgCl2, 1% IGEPAL CA-630, 0.5 mM DTT, 100 μg/ml cycloheximide, and RNasin RNase inhibitors (Promega). Bound RNA was purified using the RNeasy Micro Kit (Qiagen) with on-column DNase digestion. RNA was also purified from a fraction of the pre-IP S20 supernatant to serve as whole-tissue (input) samples. RNA quantity was determined using the Qubit RNA HS Assay kit (Invitrogen) and RNA quality was determined using Agilent 2100 Bioanalyzer with RNA 6000 Pico chips. Only samples with RNA integrity values ≥ 7.0 were used for RNA-seq.

**RNA-sequencing (RNA-seq)**

For each sample, 15 ng of purified RNA was converted to cDNA and amplified using the Ovation RNA-Seq System V2 Kit (NuGEN, Redwood City, CA) following manufacture’s guidelines. cDNA was fragmented to an average size of 250 bp using a Covaris C2 sonicator (Covaris, Inc., Woburn, MA) with the following parameters: intensity 5, duty cycle 10%, cycles per burst 200, treatment time 120 seconds. RNA-seq libraries were prepared from 10 μg amplified RNA using the TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA) following manufacturer’s protocols and libraries were sequenced at The Rockefeller University Genomics Resource Center on the Illumina NextSeq 500 platform to obtain 75 bp paired-end reads. The RNA-seq datasets generated in this study are listed below.

Overview of RNA-seq datasets.

**RNA-seq read mapping, analysis, and visualization**

RNA-seq read quality was assessed by FastQC (0.11.4). Sequences were trimmed for trailing adaptors from the Illumina sequencing process by Trim Galor (0.4.1). The trimmed reads were then aligned to annotated exons using the mm10 mouse reference genome (UCSC) with STAR (2.4.2a) (9) using default settings. SAMtools (v0.1.19-444) was used for indexing and removal of duplicates. The numbers of raw and mapped reads (bases), and the percentage of mapping for each sample were calculated via Picard (1.123) using the CollectRNASeqMetrics program and listed below. The quantification of aligned, sorted and indexed reads was done using the htseq-count module of the HTSeq framework (0.6.0) (10), using the “union” mode with default settings to generate raw counts for each sample. Aligned bam files were converted to tdf format using igvtools (2.3.61) for Integrative Genomics Viewer (IGV) visualization. Differential expression analyses were performed using DESeq2 (11), R-package version 1.4.5. Differentially expressed (DE) genes for each analysis were determined based on adjusted p-values (p-adj), also termed as false discovery rate (FDR), and reported in Results or the figure legends. IP enriched genes were determined as IP over input fold change ≥ 1.25 with FDR < 0.05, and IP depleted genes as IP over input fold change < 0.5 with FDR < 0.05. For **Fig. 4d-f**, when determining DE genes between the cKO and WT TRAP mRNA, nine genes were detected as genes normally depleted in IP (IP depleted in WT) and excluded from further analysis (red genes in Table S2). 

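Among the 60 genes called here between cKO and WT IP, 3 were depleted in the WT IP over input, *Gad2*, *Ptgds* and *Cdh6*. Leaving them out gives 9 higher and 48 lower genes in cKO. *Cdh6* had no counts in either cKO IP, so no fold change is given for it.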

For MA-plots, log_2_ of the fold change between genotypes (log_2_[fold change]) and log_2_ of the mean of the normalized expression values in all samples (log_2_[mean expression]) for each gene were used. Scatter plots were generated using normalized expression values (log_2_[norm. expr.]). Heatmap visualizations (one minus Pearson correlation) of normalized expression values were generated using web-based Morpheus software (Broad Institute, <https://software.broadinstitute.org/morpheus)> and z-scores were calculated using mean subtracted and SD normalized values by gene. Nominal p-values (p) were also given when normalized expressions of specific genes were reported. Full lists of DE genes can be found in **Tables S1** (vDG IP cKO vs. WT), **S2** (IP vs. input for cKO and WT), **S5** (dDG input cKO vs. WT), and **S6** (vDG input cKO vs. WT). Gene set enrichment analysis (GSEA) was performed on the fold change-ranked gene list of IP samples comparing cKO and WT (p < 0.05, log[norm. expr.] > 1). We also excluded genes strongly depleted in the IP (WT IP/Input enrichment FDR < 0.05, log_2_[fold change] < -1) and *Htr4* as GSEA accounts for the direction of the regulation of gene expression and *Htr4* expression seemed upregulated although it was non-functional. GSEA desktop v3.0 software (Broad Institute) was used with the following parameters: Gene sets database = Molecular Signature Database (MSigDB), C2, Canonical Pathways (CP, c2.cp.v6.2.symbols.gmt); number of permutations = 1000; enrichment statistics = classic; set size, max = 100, min = 10; normalization = meandiv. Gene sets with FDR ≤ 25 are reported as advised (12). Gene ontology (GO) and disease enrichment analyses were performed using ToppGene Suite (<http://toppgene.cchmc.org>) (13). “GO: Biological Process” results were reported for GO analyses. FDR (Benjamini-Hochberg) < 0.05 was considered statistically significant. Network view in **Fig. 5h** was generated using the EnrichmentMap plugin (3.1.0) for Cytoscape (3.7.0) using enriched GO terms (FDR < 0.01, nodes) and the percentage of overlapping genes in among those terms (overlap > 50%, edges).

Quality control of RNA-seq alignments.

**Electrophysiological recordings**

Eight-week-old mice were euthanized with CO_2_. After decapitation and removal of the brain, transverse slices (400 μm thickness) were cut using a Vibratome 1000 Plus (Leica Biosystems) at 2 °C in a NMDG-containing cutting solution (in mM): 105 NMDG (N-Methyl-D-glucamine), 105 HCl, 2.5 KCl, 1.2 NaH_2_PO_4_, 26 NaHCO_3_, 25 Glucose, 10 MgSO_4_, 0.5 CaCl_2_, 5 L-Ascorbic Acid, 3 Sodium Pyruvate, 2 Thiourea (pH was around 7.4, with osmolarity of 295–305 mOsm). After cutting, slices were left to recover for 15 min in the same cutting solution at 35 °C and for 1 h at room temperature (RT) in recording solution (see below). Whole-cell patch-clamp recordings were performed with a Multiclamp 700B/Digidata1550A system (Molecular Devices, LLC., San Jose, CA). Dentate gyrus granule neurons were selected for recording based on their size, shape and position in the granular layer using an upright Olympus BX51WI microscope. The extracellular solution used for recordings contained (in mM): 125 NaCl, 25 NaHCO_3_, 2.5 KCl, 1.25 NaH_2_PO_4_, 2 CaCl_2_, 1 MgCl_2_ and 25 glucose (bubbled with 95% O_2_ and 5% CO_2_). The slice was placed in a recording chamber (RC-27L, Warner Instruments) and constantly perfused with oxygenated aCSF at 24 °C (TC-324B, Warner Instruments) at a rate of 1.5–2.0 ml/min. Whole-cell patch-clamp recordings were obtained from granule neurons using recording pipettes (Glass type 8250, King Precision Glass, Inc, Claremont, CA) pulled in a horizontal pipette puller (Narishige International USA, Inc., Amityville, NY) to a resistance of 3–4 MΩ, filled with an internal solution containing (in mM): 126 K-gluconate, 4 NaCl, 1 MgSO_4_, 0.02 CaCl_2_, 0.1 BAPTA, 15 glucose, 5 HEPES, 3 ATP, 0.1 GTP (pH 7.3). For whole-cell recordings in the voltage clamp configuration, BIMU-8 (10 mM, Tocris Bioscience) was added to the bath for 1 minute and subsequently washed. Tetradotoxin (TTX, 1 mM, Tocris Bioscience) was added previously to the bath to avoid activation of neighboring neurons by BIMU-8. To measure the firing of the DG granule neurons, steps of 10 pA current were injected from a set starting membrane potential of -80mV. Data were acquired at a sampling frequency of 50 kHz and filtered at 1 kHz and analyzed offline using pClamp10 software (Molecular Devices).

**Behavior**

Behavioral tests were performed on male mice from eight weeks up to four months of age. All mice were age-matched for each test, and control groups always consisted of WT littermates. For each test, mouse order was randomized, and the experimenter was blinded to genotype during the tests and data analyses. Mice were brought into the procedure room in their home cages and habituated to the room for one hour. Tests were performed within the light period of the light-dark cycle unless otherwise noted. The number of animals per group (n) and the statistical analyses are reported in the figure legends. For analysis of each behavioral tests, data points outside two standard-deviations of the mean for each group were determined as outliers and excluded. Statistical analyses were performed using GraphPad Prism 7 and 8 software, and p < 0.05 was considered significant.

*Tail suspension test.* Adhesive tape was used to suspend mice by their tail (0.5-1 cm from the tip of the tail) to the end of a piece of flexible plastic tubing hanging from the top center of one of the four compartments of a white acrylic box. Four mice were tested at the same time in each compartment and were separated by white acrylic walls. While suspending, mice were about 30 cm above the floor of the box. Test sessions lasted 6 min and were videotaped. Mice that held on to their bodies using their front limbs or started climbing up their tails were gently repositioned using a long stick without distracting other subjects. The floors and the walls of the box were cleaned with Clidox sterilizer and water in between trials. The amount of time spent immobile in the last 4 min of the test was quantified, which was extrapolated by scoring as mobile or immobile in every 5 s. In case of clasping to body parts or climbing up the tail, scoring was not applicable, and those mice were excluded from the analysis

*Forced swim test.* Mice were individually placed into glass cylinders (15 cm diameter, 35 cm height) filled with tap water (23-25 °C) to a height of 15.7 cm. Four mice were tested at the same time in separate cylinders placed as 2x2 adjacently. The cylinders were visually separated by white acrylic sheets. To start a trial, mice were gently placed into the cylinders keeping their head above the water surface. Test sessions lasted 6 min and were videotaped from above. The amount of time spent immobile, defined as the absence of all motions except floating and those required to keep a mouse’s head above the surface, was measured for the last 4 min of the trial, which was extrapolated by scoring as mobile or immobile in every 5 s.

*Splash test.* These experiments were performed in the dark cycle (20:00 – 23:59) to observe a higher amount of activity. The procedure room was illuminated with red light. Each mouse was sprayed with 200 µl 10% sucrose in tap water on their lower back using a 1 ml syringe with a needle tip attached. Immediately after, mice were placed in clean small mouse cages (22.2x30.80x16.24 cm) with bedding and filter top (no wire top). Four mice were tested at the same time in adjacent cages visually separated by white acrylic sheets. Test sessions lasted 5 min and were videotaped from the side. Grooming time was measured for a total 5 min, which was extrapolated by scoring as grooming or non-grooming in every 5 s.

*Sucrose consumption test.* Each mouse was placed in a clean cage with bedding and food, containing two water bottles, one filled with 1% sucrose in tap water and another filled with just tap water. Bottles were 50 ml Falcon conical tubes with sipper caps composed of 2.5 cm straight stainless steel ball-point sipper tubes (Ancare, Bellmore, NY), inserted into rubber stoppers. Consumption of sucrose solution and water was monitored for 72 hours by measuring the decrease in the weight of the bottles every 12 h. At the each 12-hour mark, the bottles were switched to avoid side preference. At the end of the test, animals were weighed and the amount of sucrose and water consumed (g) was normalized the weight per animal (g).

*Open field test.* Open field behavior was assayed in a square, acrylic arena (50x50x22.5 cm) with white floor and clear walls, equipped with two rows of infrared photocells placed 20 and 50 mm above the floor, spaced 31 mm apart. The procedure room was brightly and homogenously lit with fluorescent ceiling lamps. Each animal was placed in the open field arena for 60 min. Photocell beam interruptions were recorded on a computer using the Fusion software (Omnitech Electronics, Inc., Columbus, OH). The floors and the walls of the arenas were cleaned with Clidox sterilizer and water in between trials. The data was exported as time spent and distance traveled in total, peripheral and center areas in 10 min bins.

*Elevated plus maze.* The elevated plus maze consisted of two opposite open arms without sidewalls (35x5 cm) and two enclosed arms with black 14 cm high sidewalls (35x5x14 cm) connected by a common central platform (5 cm^2^). The entire plus-maze apparatus was elevated 30 cm off the ground. The experimental area was isolated from the experimenter with black curtains running down from the ceiling to the floor on four-sides and homogenously lit by ceiling mounted LED lamps on four sides, ensuring minimal shadows. The illumination was adjusted so the middle of each open arm was at 30-lux. Testing began by placing an animal on the central platform of the maze facing the same open arm. Trials lasted 5 min and recorded by a ceiling mounted camera connected to a computer. EthoVision XT 7.0 software (Noldus Information Technology Inc., Leesburg, VA) was used to track the mouse and record the total time spent in each arm, total distance traveled, and velocity. The maze was wiped with 30% Ethanol in between trials. Mice that fell off the open arms were excluded from the analysis.

*Novelty suppressed feeding.* Mice were food deprived for 24-hour prior to testing. Body weight was monitored to determine efficiency of deprivation. Testing was performed in a brightly lit arena similar to the open field (50x50x22.5 cm) where a food pellet (1.8 cm length of 1.58x0.95 cm diameter oval pellets) was placed in the center on a circular filter paper (20 cm diameter, Fisherbrand, Thermo Fisher Scientific). A white noise source was active throughout the habituation and testing. Four subjects were tested at the same time in adjacent arenas. The latency to bite the food within a 15 min trial was recoded. Following NSF, each animal was put in a clean vivarium cage for 30 min with food ad libidum after each trial. The weight of the food was measured before and after the 30 min test.

*Acoustic startle response and pre-pulse inhibition.* Startle and PPI testing were performed in a startle response systems (39×38×58 cm, SR-LAB system, San Diego Instruments, San Diego, CA) consisting of a non-restrictive clear Plexiglas cylinders (inner diameter 4 cm, length 13 cm) resting on a white Plexiglas platform and placed in a ventilated, sound-attenuated chamber. High frequency speakers, controlled by SR-LAB software, were mounted 33 cm above the cylinders and used to present all acoustic stimuli. Piezoelectric accelerometers mounted under the cylinders transduced movements of the animals which were digitized and stored by an interface and computer assembly. A dynamic calibration system was used to ensure comparable sensitivities across four separate chambers. The test mouse was placed into the startle chamber and allowed to acclimatize for 5 min. The time between each trial was 7-23 s. The trial consisted of four blocks. All sound intensities were presented in a pseudo-random order within a block. Beginning at startling stimulus onset, 65 consecutive 1-ms readings were recorded to obtain the peak amplitude of the animal's startle response (Vmax). Five seconds after each stimulus, another 65 ms were measured which constitutes the no-stimulus trials. Background noise was 65 dB. In the first block (pre-test), mice were presented with 120 dB acoustic stimuli (65 ms) for five trials. Vmax were recorded per trial and averaged per subject. In the second block (ASR), acoustic stimuli were presented in five different intensities (120, 110, 100, 90 and 80 dB, 65 ms), each for four trials. Vmax was recorded for each trial and averaged for each stimulus intensity per subject. In the third block (PPI), a 120 dB acoustic stimulus (40 ms) was preceded by four different pre-pulse (PP) intensities (0, 3, 6, 12 dB, 20 ms) for ten trials. The time between the prepulse and the pulse was 100 ms. Vmax was recorded for each trial and averaged for each prepulse intensity per subject. PPI was calculated as the percent decrease in startle response in PP3, PP6 and PP12 compared to PP0 per subject. In the fourth block (post-test), 120 dB stimuli (65 ms) were presented for five trials. Vmax was recorded per trial, averaged per subject, and compared to the pre-test responses to assess the habituation of ASR during the testing.

*Social interaction.* Social behavior was measured using the three-chamber social interaction test. A rectangular test arena (58.5x43x22.7 cm) was made of white acrylic and two inner walls divided it equally into three chambers. Each inner wall had an open middle section with a removable sliding door, allowing free access between the middle and the two side chambers when the doors were removed. The social interaction test was comprised of two parts: a habituation session and a trial session. During the habituation session, two empty wire cups were placed in the left and right chambers. The test mouse was placed in the center chamber and allowed to explore all three chambers for 10 min. Next, the doors to the side chambers were closed, and the test mouse was placed in the middle chamber for the trial session. A stranger mouse of the same sex/appearance and a novel inanimate object (plastic building toy) of similar size were placed inside the left and right wire cups in a random order to balance for side preference. Doors between chambers were opened to allow the test mouse to explore the three chambers freely for 10 min. During all sessions, the arena was videotaped from above and the interaction time with each cup, defined as sniffing or touching cup, was manually measured from the recorded videos. Stranger mice were habituated to the wire cups for 10 min each day for three days prior to testing. The arena and the wire cups were thoroughly cleaned with Clidox sterilizer and water between subjects.

**Statistical analysis**

All data analysis was performed using GraphPad Prism 7 and 8, Microsoft Excel or R (14). Statistical parameters including the exact value of n, precision measures (mean ± SEM) and statistical significance are reported within the Results or the figure legends. Data were determined to be statistically significant when p < 0.05 by two-way ANOVA (ordinary or repeated measures [RM]) followed by post hoc Fisher’s LSD test, one-way ANOVA followed by post hoc Fisher’s LSD test, or two-tailed unpaired t-test. All data met the assumptions of applied statistical tests (e.g. normally distributed for parametric tests). Statistical methods to analyze RNA-seq data are discussed in the “RNA-seq read mapping, analysis, and visualization” section**.**

**References**

1. Gong S, Doughty M, Harbaugh CR, Cummins A, Hatten ME, Heintz N, Gerfen CR (2007): Targeting Cre recombinase to specific neuron populations with bacterial artificial chromosome constructs. *Journal of Neuroscience* 27: 9817–9823.

2. Gong S, Kus L, Heintz N (2010): Rapid bacterial artificial chromosome modification for large-scale mouse transgenesis. *Nature Protocols* 5: 1678–1696.

3. Gong S, Yang XW, Li C, Heintz N (2002): Highly efficient modification of bacterial artificial chromosomes (BACs) using novel shuttle vectors containing the R6Kgamma origin of replication. *Genome Res* 12: 1992–1998.

4. Heiman M, Schaefer A, Gong S, Peterson JD, Day M, Ramsey KE, *et al.* (2008): A Translational Profiling Approach for the Molecular Characterization of CNS Cell Types. *Cell* 135: 738–748.

5. Paxinos G, Franklin KBJ (2008): *The Mouse Brain in Stereotaxic Coordinates*. Academic Press.

6. Schmittgen TD, Livak KJ (2008): Analyzing real-time PCR data by the comparative CT method. *Nature Protocols* 3: 1101–1108.

7. Heiman M, Kulicke R, Fenster RJ, Greengard P, Heintz N (2014): Cell type-specific mRNA purification by translating ribosome affinity purification (TRAP). *Nature Protocols* 9: 1282–1291.

8. Barrett T, Wilhite SE, Ledoux P, Evangelista C, Kim IF, Tomashevsky M, *et al.* (2013): NCBI GEO: archive for functional genomics data sets--update. *Nucleic Acids Res* 41: D991–5.

9. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, *et al.* (2013): STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29: 15–21.

10. Anders S, Pyl PT, Huber W (2015): HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31: 166–169.

11. Love MI, Huber W, Anders S (2014): Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15: 550.

12. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, *et al.* (2005): Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences* 102: 15545–15550.

13. Chen J, Bardes EE, Aronow BJ, Jegga AG (2009): ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. *Nucleic Acids Res* 37: W305–11.

14. R Core Team (2017). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. http://www.R-project.org/.

How the deposited data were processed for this re-analysis (not part of the article)

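RNA-seq was analysed from 15 libraries in 6 groups: vDG IP, vDG input and dDG input, each from 3 WT pools and 2 cKO pools. The Supplementary Methods state that tissue of 1 male and 1 female mouse was pooled per replicate, while the sample records give 3 mice per IP and 2 mice per input. The records also name cortex as the source of the inputs, where the paper names dentate gyrus, and the tissue given in the paper and in the sample titles was used. Conditions were taken from the sample titles. Per the authors, the raw counts are reads that were trimmed, aligned to mm10 with STAR, freed of duplicates with SAMtools and counted on genes with HTSeq; they were deposited as integers without normalization, with 32657 features per library, of which 23117 had at least 1 count in some library. Total counts on genes per library ranged from 19039295 to 30451430. The 10 most abundant genes took 11.0 to 16.2% of the counts. The methods name no molecular identifiers, so intervals and floors computed from counts cover counting error only and not the variation added by amplification.

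The authors also deposited 5 tables of comparisons from DESeq2 over 25217 genes each. Their log2 fold changes and their p-values and FDRs, as deposited, came from the authors' DESeq2 fits and were used here only to count the authors' calls and compare them with those made here. The percent GC content in these tables is, as deposited by the authors, a property of each gene, and served to fit a GC trend. The 25 columns of normalized counts in these tables were not used here. The copy of Table S2 used here holds 1562 of 1562 genes enriched in the WT IP, 721 of 1779 enriched in the cKO IP and 0 of 1470 depleted in the WT IP, so no overlap with it was tested. Gene set enrichment analysis, gene ontology terms and disease associations were not analysed here, and neither were reads on single exons.

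The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Gene positions and exonic lengths came from GENCODE M21 on GRCm38, the same assembly as mm10. A length was found for 19520 features (84.4% of those with a count). For each of 5 comparisons (cKO against WT in vDG IP, vDG input and dDG input, and IP against input in WT and in cKO) the libraries of the compared groups were scaled by TMM, genes were kept by the filterByExpr function of edgeR, and the two-sided quasi-likelihood F-test was applied. FDRs are Benjamini-Hochberg adjusted p-values over the genes tested. The threshold was an FDR of 0.1 for cKO against WT in the IP and of 0.05 elsewhere, as in the paper. Enrichment in the IP needed a fold change of at least 1.25 and depletion one under 0.5. In addition, 2 interactions were fitted: genotype by region over the inputs and genotype by fraction over the vDG libraries. Standard errors of log2 fold changes were derived from the F statistics. Correlations between log2 fold changes used genes with a mean above 3 on the log2 CPM scale (with a prior count of 2).

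Genes were named by a rule: every gene that the paper names for these comparisons, and per comparison of genotypes the 3 called genes in each direction with the largest absolute log2 fold change among those with a mean of at least 5 CPM and no overlap between the groups. *Gpr141* and the members of lists named outside this rule were chosen after their values were seen. Where a group lay at or under 3 counts in all its libraries, folds are given as bounds.

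Gene lists were taken from the paper's figures (granule cells, interneurons, non-neuronal cells, neurogenesis, 5-HT receptors, dissection markers, calcium signaling, cAMP signaling, the qRT-PCR genes and the genes shared by vDG and dDG), of which the last 4 were chosen by the study on these libraries. General marker lists covered astrocytes, oligodendrocytes, microglia, endothelial cells, choroid plexus, meninges, CA pyramidal cells, progenitors and immature neurons, immediate early genes and Y-linked genes. Lists by gene symbol covered ion channels and pumps, ribosomal proteins, mitochondrial oxidative phosphorylation, the proteasome, adenylyl cyclases and phosphodiesterases, and collagens. Genes escaping X inactivation and Hsp70 and Hsp90 chaperones were added after values had been seen. In each comparison 25 or 26 of the lists were tested together with camera from limma (two-sided, correlation preset at 0.01) and adjusted by Benjamini-Hochberg. The lists added later were adjusted over all lists together. The rotation test fry and camera with the correlation estimated from the libraries served as alternatives.

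Alternatives were chosen before the data were examined: DESeq2 in place of edgeR, DESeq2's size factors or library size alone in place of TMM, no count filter, a filter of 10 counts in every library, all groups in one fit, a block for replicate numbers, a length trend removed by loess (span 0.5) with and without that block, thresholds of 0.05 or 0.1, other definitions of IP enrichment, and each library left out in turn. Leaving out a cKO library leaves 1 in its group, so this gave log2 fold changes without a test or a count of calls. Removing a GC trend in the same way, and a block of vDG and dDG inputs by number within genotype, were added after the data had been seen. The methods were tested on simulated counts with the mean and spread of these libraries, in which 200 genes were given a log2 change of 1 or 0.5. These genes were drawn from those with a mean above 3 on the log2 CPM scale, so genes with fewer counts are not covered. At a change of 1, between 94.5 and 98% of these genes were called in the 5 comparisons, and between 5.8 and 10.8% of the calls were unchanged genes. At 0.5, between 11.5 and 38% were called, and between 6.7 and 20.7% of the calls were unchanged genes, the highest share in cKO against WT in the vDG IP. Without any change, between 0 and 5 genes were called. The interaction test with region called 78% of genes with a change of 1, and 6.02% of its calls were unchanged genes. The interaction with fraction was not simulated.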

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

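The results here are gene lists whose cKO change differed between vDG IP and vDG input, or between vDG and dDG input, by an interaction test on the list (camera, two-sided). Removing a length or GC trend from the interactions was chosen after the data had been seen, and the tests on choroid plexus, on astrocyte share and on Y-linked depth after their results had been seen. None of the lists held under fry or with the estimated correlation. No single gene passed an FDR of 0.05 in either interaction in the main fit, which pairs no libraries. There, 497 genes (fraction) and 2010 genes (region) had an unadjusted p under 0.05. DESeq2, also without pairing, called genes for the interaction with region. The fit without a count filter called genes for both interactions.

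Ribosomal protein genes had the lowest FDR of the lists for the interaction with region, 2.53e-37, with a median interaction of 0.61 (log2) and 77 of 77 genes in that direction. In the vDG input all 77 were higher in cKO, with a median of 0.20 (0.08 without cKO replicate 1 and 0.32 without cKO replicate 2), and in the dDG input 68 were lower, with a median of -0.42. In the dDG, 51 of them had an unadjusted p under 0.05 and none passed the threshold, and 46 passed when adjusted over the list alone. Ribosomal protein genes are short, but with the length trend removed the median was still 0.39 and with the GC trend removed 0.53, which argues against either trend as the whole cause. Under DESeq2's size factors it was 0.61, and without WT dDG input replicate 2 it was 0.44. A difference between the regions in the response to the cKO stays open as untested, as does any difference in handling between the pools of a region. Camera's preset correlation is low for genes that move together as these do, and fry gave an FDR of 0.284.

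Genes of mitochondrial oxidative phosphorylation had a median interaction with region of 0.42 (75 of 90 genes, FDR = 1.55e-14; 0.325 under fry). Their median was 0.17 in the vDG input (0.06 without cKO replicate 1 and 0.27 without cKO replicate 2) and -0.29 in the dDG input. The interaction was 0.16 with the length trend removed, so a length trend could carry part of it, and with the GC trend removed it was 0.41.

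Ion channels and pumps had a median interaction with region of -0.24 (164 of 220 genes lower, FDR = 3.28e-06; 0.314 under fry). The list was lower in the vDG input and near 0 in the dDG input. It was -0.17 with the length trend removed and -0.23 with the GC trend removed, and -0.15 without WT vDG input replicate 2. These genes are long, so a length trend may carry part of the difference, and the remainder stays open between region and pool.

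Choroid plexus markers had a median interaction with region of 1.07 (8 of 8 genes, FDR = 0.00157). Their median in the dDG input was -1.66 (-1.51 with *Otx2* at its bound) and 6 of 8 had an unadjusted p under 0.05. *Ttr*, the most abundant, had 4.13, 72.6 and 120.3 CPM in the WT dDG libraries and 4.18 and 1.58 in cKO. The list median ranged over 1.40 (log2) among the 3 WT dDG libraries themselves, so choroid plexus tissue in some of the dissections cannot be told apart from an effect of the genotype. The interaction was 0.54 without WT dDG input replicate 3.

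Astrocyte markers had a median interaction with region of -0.27 (11 of 12 genes lower, FDR = 0.037; 0.325 under fry). It did not pass without WT dDG input replicate 3 (-0.20), WT vDG input replicate 2 (-0.24) or WT vDG input replicate 3 (-0.29). Its value was -0.23 with the length trend removed and -0.39 with the GC trend removed. A share of astrocytes that differs among dissected pools may account for it and was not separable from genotype, as the upper quartile of the list in the vDG input (-0.20) does not part it from the other cell types.

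Y-linked genes had a median interaction with region of -0.74 (4 of 4 genes lower, FDR = 0.0206) that did not pass without WT dDG input replicate 3 (-0.61). Of the pair of cKO vDG inputs, 1 had no Y-linked counts where 1153.7 were expected at its depth (1050.2 in the IP of the same number), so low depth is argued against. The absence of Y-linked counts in the input and the IP argues against tissue of a male mouse in that pool. Genes escaping X inactivation were higher in it in 8 of 12 cases over IP and input, a check that does not decide alone.

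Interneuron markers had a median interaction with fraction of -0.60 (4 of 5 genes lower, FDR = 0.00782; 0.418 under fry), so they fell further in the IP than in the input. In the IP, 1 of them, *Gad2*, passed the threshold. The median was -0.09 without WT IP replicate 1, with the list still past its threshold. It was -0.60 with the length trend removed and -0.62 with the GC trend removed, which argues against these trends. Markers that the IP depletes stand in it partly as background, so less carry-over of other cells in the cKO IPs might lower them. Other depleted lists had medians in the cKO IP of -0.27 (astrocytes, 10 of 12 genes lower, FDR = 0.0883), -0.15 (microglia, 4 of 6 lower) and -0.03 (oligodendrocytes, 4 of 7 lower), and medians of the interaction with fraction of 0.18, 0.04 and 0.25. These go both ways, and this stays open.

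Granule cell markers had a median interaction with fraction of 0.12 (11 of 12 genes, FDR = 0.0411), ion channels and pumps 0.091 (78 of 219 genes lower, FDR = 0.0411), ribosomal proteins -0.12 (55 of 77 genes lower, FDR = 0.041) and oxidative phosphorylation -0.0849 (62 of 88 genes lower, FDR = 0.0411). None of these 4 passed with the length trend removed (0.13, 0.07, -0.08 and -0.03) or with the GC trend removed (0.12, 0.09, -0.11 and -0.09). The medians moved little with the GC trend removed. With the length trend removed, the granule cell median was higher and the other 3 were closer to 0. Granule cells (-0.001) and ion channels (-0.03) reversed without WT IP replicate 1, and oxidative phosphorylation (0.02) without WT input replicate 2. Genotype and pool are not separable for changes of this size.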

How the results depend on the processing

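Results were recomputed for 32 comparisons and summaries, 71 gene lists and 35 single genes and counts, and the alternatives that removed a GC trend, and a block of vDG and dDG inputs by number within genotype, were chosen after seeing the data. Where an alternative moved a result, the cause was not tested, unless stated. Apart from single libraries left out, the comparisons and summaries stayed on their side of the threshold, or within 1.5 times the count, in 206 cases and were weaker in 49, stronger in 65 and moved in 3. The gene lists stayed in 377 cases, were weaker in 135, stronger in 1 and reversed in 1. Single genes stayed in 295 cases, were weaker in 27 and stronger in 75. DESeq2's size factors in place of TMM kept 30 of the comparisons, all 71 lists and all 35 genes; the share of IP-enriched genes among the higher genes stayed at 30% with a p of 0.0536 (two-sided Fisher's exact test).

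DESeq2 gave 78 higher and 296 lower genes in the vDG IP (10 and 50 with edgeR), of which 9 and 46 are among those called by edgeR. It gave 37 higher and 595 lower genes in the vDG input (632 in all, against 17, 368 and 385) and 85 higher and 102 lower genes in the dDG input (187 in all, against 1, 4 and 5). The regions then shared 25 genes (2 with edgeR), IP and input shared 202 (42), the interaction with region held 260 (0), and 23.1% of the higher IP genes were enriched in the IP.

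Without a count filter, the counts were 82 and 297 in the vDG IP, 50 and 610 (660 in all) in the vDG input, and 135 and 243 (378 in all) in the dDG input. Shared genes numbered 36 between regions and 205 between IP and input, the interactions with region and fraction held 362 and 12 genes, 3 lists passed for the interaction with fraction, and 93.4% of the called IP genes were separated. This setting includes genes with few counts, and edgeR then estimated an infinite prior for the spread in these fits, against 11.2, 20.8 and 11.2 degrees of freedom with the filter.

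With all groups in one fit, the counts were 100 and 370 in the vDG IP, 6 and 134 (140 in all) in the vDG input, and 0 and 0 in the dDG input, with 2204 genes enriched in WT. No gene was shared between the regions, 85 were shared by IP and input, 55 input genes were not called in the IP, and 15% of the higher IP genes were enriched. A filter of 10 counts in every library left 755 enriched and 927 depleted genes in WT and 936 depleted genes in cKO. Genes with few counts in the IP are not tested under it, which bears on the depleted genes. Why fewer genes were enriched was not tested. The enriched share of the higher genes was 15.4% under this filter. Library size alone gave 104 lower IP genes, 487 and 716 enriched genes in WT and cKO, 70 genes shared by IP and input, and a share of 9.09%. An FDR under 0.05 left 0 genes in the vDG IP, none of them shared with the input, and one under 0.1 gave 52 higher and 635 lower genes (687 in all) in the vDG input, 8 and 9 (17) in the dDG input and 6 shared.

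With the length trend removed, 25 genes were higher and 113 lower in the vDG IP, 0 were higher and 3 changed in all in the dDG input, 1 was shared between the regions, 83 were shared by IP and input, and 2 lists passed for the interaction with fraction. With the GC trend removed, 0 genes were higher and 2 lower in the dDG input, 0 were shared between regions, and 2 lists passed for the interaction with fraction.

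The replicate block for cKO against WT sets libraries of the same number side by side, and these did not deviate together: the correlation of their deviations was -0.159 and -0.176 in the vDG IP, -0.165 and -0.002 in the vDG input and -0.094 and -0.167 in the dDG input. By the numbers in the file names it was 0.167 and 0.038 in the dDG input, so there the check depends on the numbering. Between IP and input of the same number it was 0.464, -0.165 and -0.329 in WT, while WT IP 3 with WT input 2 gave 0.612 and WT IP 2 with WT input 3 gave 0.274, so whether these numbers are swapped stays open and no crossed fit was made. In cKO it was 0.441, and the IP and input of number 1 both lack Y-linked counts, as libraries of one pool would. Between vDG and dDG inputs of the same number it was 0.384, -0.111 and 0.219 in WT and 0.158 in cKO, where the vDG input of number 1 lacks Y-linked counts and both dDG inputs have them. No number was thus shown to stand for shared tissue in cKO against WT or between the regions. With the replicate block, 6 genes were higher in the vDG IP, 46 in the vDG input and 62 in the dDG input, where 75 were lower (137 in all). The share of IP-enriched higher genes was 16.7%, 13 genes were shared between the regions, 34 passed the interaction with region, and ribosomal proteins in the vDG IP reversed to a median log2 fold change of -0.14. The block with the numbers of the file names gave 252 higher and 410 lower genes in the dDG input (662 in all). The block with the length trend removed gave 49 and 144 genes in the vDG IP, 10 and 109 (119) in the vDG input and 344 and 309 (653) in the dDG input, with 23 genes shared between regions, 76 input genes not called in the IP, 19 in the interaction with region and 91.2% of IP genes separated. The block with the GC trend removed gave 43 and 144, 42 higher in the vDG input, 125 and 139 (264) in the dDG input, 24 and 86 shared between regions and between IP and input, 34 in the interaction with region and 92.5% separated. Under the block, the Spearman correlation of cKO changes was 0.456 between vDG IP and vDG input (0.693 without it) and 0.439 between vDG IP and dDG input (0.199 without it). The block of vDG and dDG inputs by number within genotype gave 148 genes in the interaction with region (0 in the main fit without a block), among them *Nectin3* (log2 difference -1.23, FDR = 0.00694), *Sept6* (-1.07, FDR = 0.0179) and *Atf1* (1.07, FDR = 0.0099). The absence of calls in that interaction thus depends on whether the regions are paired, which the labels do not settle. It also depends on the test and the count filter, as DESeq2 and no count filter gave calls without pairing. In cKO against WT a block leaves 1 residual degree of freedom, against 3 without it, and in the interaction with region the block within region leaves 2 and that within genotype 3, against 6.

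Single libraries left out moved the calls widely. Leaving out a cKO library leaves 1 in its group, so no test was made: the counts of calls, the shares and the correlation below cover WT libraries left out, and log2 fold changes cover cKO libraries too, except for the interactions. In the vDG IP, higher genes ranged from 0 (without WT IP replicate 2) to 35 and lower genes from 0 to 149 (both without WT IP replicate 1). For the vDG input, higher genes ranged from 12 to 51, lower genes from 210.0 to 587 and all from 235 to 638. For the dDG input, they ranged from 0 to 67, from 1 to 63 and from 1 to 130. Genes enriched in WT ranged from 588 to 1584. The enriched share of the higher genes ranged from 5.88% (without WT IP replicate 1), a reversal to below the share of all genes, to 25.8%. Shared genes ranged from 0 to 11 between regions and from 0 to 105 between IP and input, input genes not called in the IP from 195 to 594, the interaction with region from 0 to 29, the correlation of WT and cKO enrichment from 0.755 to 0.867 and the separated share from 91.3 to 96.9%. The log2 fold change of *Htr4* in the IP ranged from 0.84 to 1.01. Lists past the threshold ranged from 8 to 11 in the vDG IP and from 1 to 7 for the interaction with fraction. Among the gene lists with a test, the reversals were ribosomal proteins in the vDG IP without WT IP replicate 3 (from -0.14 to 0.15 over the libraries left out), granule cells (from -0.001 to 0.167) and ion channels (from -0.0282 to 0.1409) for the interaction with fraction without WT IP replicate 1, and oxidative phosphorylation without WT input replicate 2 (from -0.291 to 0.0168). Without a test, ribosomal proteins in the vDG IP changed sign to -0.02 without cKO IP replicate 1 and neurogenesis in the vDG input to 0.01 without cKO input replicate 2.

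Under fry, 0 of 7 lists passed in the vDG IP, 1 of 12 (astrocytes) in the vDG input, 0 of 6 in the dDG input, and 0 of 8 and 0 of 6 for the interactions with region and fraction. With the estimated correlation, 3 of 11 passed for WT IP over input and 0 of 14 for cKO, and 0 in each of the other 5 tests. The share of IP-enriched genes among lower and among all called genes and the count of 0 among the other 5-HT receptors kept their side of the threshold under every alternative that gave a value. Depth limits the calls of genes with few counts, such as 4 of the 5-HT receptors, and with these pools most genes with a log2 change of 0.5 were not called in simulated counts.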

Differences from the paper's values

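A gap between counts is called closed where the count lay within 1.5 times that of the paper, which is not equality. A fit with a replicate block takes the WT library whose number no cKO library has out of the comparison of genotypes. A gap closed by a block thus rests on fewer libraries. In the vDG IP, the paper gives 80 genes higher and 290 lower in cKO, against 10 and 50 here. Of the alternatives set before the data were examined, DESeq2, no count filter and one fit of all groups closed both gaps, with 78, 82 and 100 higher genes and 296, 297 and 370 lower genes. The others did not: DESeq2's size factors, library size only, 10 counts in every library, the replicate block, the length trend removed with or without that block, an FDR under 0.05 and the omission of IP-depleted genes.

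The paper counts 17 higher and 136 lower genes that were also IP enriched, against 3 and 28 here. The same alternatives, DESeq2, no count filter and one fit of all groups, closed these gaps, and the others set before the data were examined did not, including enrichment in the cKO IP only and enrichment in either genotype.

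In the vDG input, the paper gives 625 DE genes, against 385 here. Of the alternatives set before the data were examined, 10 counts in every library (459), DESeq2 (632), no count filter (660) and an FDR under 0.1 (687) closed the gap. All groups in one fit, DESeq2's size factors, library size only, the replicate block and the length trend removed with or without that block did not.

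In the dDG input, the paper gives 179 DE genes, against 5 here. DESeq2 (187) and the replicate block (137) closed the gap. The other alternatives set before the data were examined did not: one fit of all groups, 10 counts in every library, DESeq2's size factors, library size only, no count filter (378), the block with the numbers of the file names (662), the length trend removed with (653) or without the block, and an FDR under 0.1 (17).

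The paper gives 25 DE genes shared by vDG and dDG inputs, against 2 here. DESeq2 (25), no count filter (36) and the length trend removed with the replicate block (23) closed the gap. The other alternatives set before the data were examined did not: all groups in one fit, 10 counts in every library, DESeq2's size factors, library size only, the length trend removed without the block, the replicate block (13) and an FDR under 0.1 (6). Removing the GC trend with the block, chosen after seeing the values, gave 24.

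Some genes that the paper calls were not past the threshold here. For *Trib2*, *Trmt112*, *Wbscr22*, *Pik3r3* and *Ryr2* in the vDG IP, the FDRs were 0.143, 0.123, 0.123, 0.116 and 0.214. DESeq2, no count filter and one fit of all groups called each of them, leaving out WT IP replicate 1 called *Trib2*, *Trmt112*, *Wbscr22* and *Ryr2*, and leaving out WT IP replicate 3 called *Pik3r3*. With the length trend removed, *Trib2*, *Trmt112*, *Wbscr22* and *Pik3r3* were called, with the replicate block in addition *Trmt112* and *Pik3r3*, and *Pik3r3* also under 10 counts in every library, library size only, and the GC trend removed with the block, an alternative chosen after seeing the values. For *Sept6* and *Atf1* the FDRs were 0.0827 and 0.0749 in the vDG input, where DESeq2 called both, and 0.167 and 0.161 in the dDG input. *Nectin3* had an FDR of 0.161 in the dDG input. DESeq2, no count filter, the block with the numbers of the file names and the length trend removed with the block called these 3 genes in the dDG input, as did the GC trend removed with the block, which was chosen after seeing the values. The replicate block and leaving out WT dDG input replicate 3 also called *Nectin3* there.

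The paper's legend lists *Cldn5* as depleted in the IP and *Tdo2* and *Calb1* as enriched, without naming a genotype. Here their FDRs were 0.382, 0.182 and 0.067 in WT. In cKO, *Tdo2* (log2 fold change 0.69, FDR = 0.0131) and *Calb1* (0.59, FDR = 0.000823) were enriched, and *Cldn5* did not pass the expression filter.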

Other observations

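Tests written only after their result was seen were those on Y-linked depth, on length among lower genes, on input genes not called in the IP, on the share of microglia and astrocytes, on choroid plexus, on chaperones against RNA quality, and on *Gpr141*. The others were written before their own result was seen, but those with a GC trend removed, with a length trend removed from an interaction, on chaperones and on genes escaping X inactivation were chosen after other values of these data had been seen.

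WT IP and WT input libraries were split 3 against 3 in all 10 ways. In 1 of the 10 splits of the 6 libraries, the real one, as many genes (3582) had an FDR under 0.05, and the other 9 gave 0. With 10 splits the share cannot fall under 0.1, so this count alone does not decide.

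The WT IP libraries serve both as the control for cKO and as the IP of the enrichment, which raises the share of enriched genes among the lower ones. The highest share in 20 simulated data sets without a genotype difference was 46% (14.1% of all genes there, on average), against 56% observed among the 50 lower genes (8.18% of all genes). Enrichment in cKO, which uses no WT library, held 41.7% of the lower genes against 12.2% of all genes. The simulated genes varied independently, so deviations that a library shares over many genes are left out and the simulation cannot exclude the shared libraries. The share in cKO argues against the shared WT libraries as the whole cause, though these may account for a large part of the share. The simulations were run for this setting alone; the share of lower genes was 28.8% with library size as the only scaling and 45.6% without WT IP replicate 1.

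Both the vDG IP and the vDG input of cKO replicate 1 had no counts of the 4 Y-linked genes, while the other 13 libraries had 45.7 to 78.8 CPM. At least 1050.2 counts were expected, which argues against depth. *Xist* had 37.9 CPM in that IP and 29.8 CPM in that input, against 3.91 to 22.2 CPM elsewhere. Genes escaping X inactivation were higher in replicate 1 than in replicate 2 in 8 of 12 cases, 4 of 6 in each fraction. The absence of Y-linked counts and the highest *Xist* values argue against a male mouse in that pool. Sex may thus contribute to the vDG differences between the genotypes. A mislabelled sample or a difference in sex within the group was not tested further. The changes of the cKO pools, each against different WT libraries, had a median Spearman correlation of 0.302 in the IP (0.142 to 0.515 over 6 pairings) and 0.415 in the input (0.251 to 0.483), against 0.349 in the dDG input, so replicate 1 does not carry the vDG changes alone.

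cKO changes in the vDG IP and the vDG input had a Spearman correlation of 0.693 over 8797 genes, against 0.071 between vDG and dDG inputs and 0.199 between vDG IP and dDG input. It was 0.681 with the length trend removed and 0.684 with the GC trend removed, which argues against these trends as the whole cause. The value between vDG and dDG inputs rose to 0.169 and 0.156 with these trends removed, and that between vDG IP and dDG input to 0.262 and 0.274. Changes taken from libraries of different numbers had a median of 0.401 (0.09 to 0.687), against 0.501 for the same numbers. In WT the same number need not mean the same pool, so differences of single pools that IP and input share cannot be told apart from an effect of the genotype. By the methods an input is part of the homogenate that the IP is made from, so a shared response and a shared mixture of tissue both stay open.

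Of the 340 input genes not called in the IP, 95.9% moved the same way in the IP, which is what a change present there below its threshold would give. Deviations of single pools that IP and input share would give it too. Those that the WT IP did not deplete had a median of -0.45 in the IP, which argues against changes confined to cells that the IP leaves out. Those that it depleted had a median of -0.41 there; RNA of other cells remains in an IP, so for these 62 genes the source cannot be told apart. All 1102 depleted genes had medians of -0.11 in the input and 0.01 in the IP. By the authors' calls, 418 such genes were tested here, and 95.7% moved the same way.

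Log2 fold changes followed gene length, with Spearman correlations of -0.21 in the vDG IP, -0.332 in the vDG input and 0.216 in the dDG input, and GC content with 0.134, 0.208 and -0.351. Lower genes were longer, with a median of 5974 bp in the IP (4600.5 bp for all tested) and 6419 bp in the vDG input (4481 bp). With the length trend removed, 50 of the 50 lower IP genes and 298 of the 368 lower input genes stayed called, and with the GC trend removed 50 and 281, so neither trend may be taken as the whole cause of the calls.

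Ribosomal protein genes had the lowest FDR of the lists for the difference between the regions (median interaction 0.39 with the length trend removed, 0.53 with the GC trend removed), and in the vDG IP their median was 0.05 (46 of 77 higher, FDR = 0.00237), reversing to -0.14 without WT IP replicate 3. The proteasome list had medians of 0.07 in the vDG IP (FDR = 0.131), 0.10 in the vDG input (FDR = 0.018; 0.02 and not past the threshold without WT input replicate 2) and -0.04 in the dDG input (FDR = 0.906). Oxidative phosphorylation had a median of 0.07 in the vDG IP (FDR = 0.131).

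Microglia markers were lower in the cKO vDG input, with a median of -0.61 (8 of 8 genes, FDR = 0.00417), no gene past the threshold and 2 at an unadjusted p under 0.05. Without cKO replicate 2 the median was -0.23, and without WT input replicate 1 it was -0.29 and did not pass. The dDG input had a median of -0.51 (FDR = 0.00337), which was -0.24 and did not pass without WT dDG input replicate 1. The upper quartile of the list, -0.41, lay below the lower quartile of the oligodendrocyte markers, which argues against a smaller share of every cell type that the IP leaves out. The list FDR was 0.000326 with the length trend removed. Fewer microglia or lower expression in them are possible explanations, untested.

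Astrocyte markers were lower in the cKO vDG input, with a median of -0.41 (11 of 12 genes, FDR = 6.99e-08, 0.0396 under fry), and *Slc1a2* (-0.92), *S1pr1* (-0.81) and *Aqp4* (-0.59) passed the threshold. The list FDR was 2.22e-08 with the length trend removed. The upper quartile of -0.20 did not part the list from the oligodendrocyte markers, so a smaller share of other cells cannot be told apart.

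The Hsp70 and Hsp90 chaperone genes, added after values were seen, were lower in the cKO vDG IP, with a median of -0.38 (15 of 17 genes, FDR = 1.67e-10, 0.172 under fry), and in the vDG input, with -0.62 (15 of 17, FDR = 1.93e-17). The larger FDR of these was 1.97e-11 with the length trend removed, which argues against that trend. Their median in the dDG input was -0.003, with 8 higher and 9 lower genes. A difference in RNA quality or in handling between the vDG pools might give such a pattern and cannot be told apart, because the median of the dDG pools comes from members going both ways. *Rbm3* rose in the vDG IP (0.63, FDR = 0.0987) and the vDG input (0.75, FDR = 0.00515); it was named after its value was seen.

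The dDG input gave few calls. Its common biological coefficient of variation was 0.135, against 0.137 in the vDG input and 0.166 in the vDG IP, which argues against a wider common spread between dDG pools. Without WT dDG input replicate 3, 67 genes were higher and 63 lower, so a single pool may still limit the calls. The counts were 11 and 18 without WT dDG input replicate 1, and 0 and 1 without replicate 2.

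*Gpr141* (ENSMUSG00000053101, chromosome 13, 19749682 to 19824257) was named after its values were seen. It had 0 counts in all 6 cKO libraries and 12 to 21 counts in all 9 WT libraries, and no other gene did so with more than 3 counts in each WT library. It was at least 4.49-fold lower, and 10.13 counts were expected in the shallowest cKO library, which argues against depth. Its nearest tested neighbors *Sfrp4* and *Elmo1* did not pass the threshold, with log2 fold changes of -1.01 and 0.01 in the vDG input (FDR = 0.334 and 0.974). A variant between strains may account for it and was not testable from gene counts. By the paper, WT and cKO mice came from different crosses, so a difference between lines is not separable from genotype for other genes either.

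The remaining lists are given for the vDG IP, vDG input and dDG input in turn. Oligodendrocytes had medians of -0.03, -0.09 and -0.06, endothelial cells -0.16, -0.36 and -1.06, meninges -0.26, 0.17 and 0.21, CA pyramidal cells -0.11, -0.11 and -0.25, immediate early genes -0.16, -0.16 and -0.01, and collagens -0.22, -0.18 and 0.03. None of these passed an FDR of 0.05 (lowest 0.0729, endothelial cells in the dDG). Choroid plexus had -0.23 and -0.09 in the vDG. The 5-HT receptors had -0.05, -0.10 and 0.18 and the qRT-PCR genes 0.10, -0.18 and -0.06, with 3, 4 and 0 of 8 genes past the threshold. Dissection markers had -0.19, -0.49 (FDR = 0.0146) and -0.32, with *Dsp* past the threshold in the vDG input. Y-linked genes had -1.01, -1.04 and -0.46 (FDR = 0.00123, 4.49e-05 and 0.0103), the first pair -0.03 and -0.04 without cKO replicate 1 and the last not past the threshold without WT dDG replicate 1 (-0.38) or 2 (-0.33), and genes escaping X inactivation 0.07, 0.09 and 0.08, with *Ddx3x* (-0.84 and -0.79) past the threshold in both vDG fractions. The shared vDG and dDG genes of the paper, chosen on these libraries, had -0.41, -0.61 and -0.47. Progenitors and immature neurons had medians of 0.12 in the vDG IP and -0.13 in the dDG input.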
